# Targeting RBM10‐Repressed RORB Activity in Liquid Condensates Inhibits Lysosomal Biogenesis and Neuroblastoma Progression via Affecting NF‐κB Signaling

**DOI:** 10.1002/advs.202506131

**Published:** 2025-09-03

**Authors:** Yanhua Guo, Xiaojing Wang, Chunhui Yang, Zhijie Wang, Xiaolin Wang, Xinyue Li, Jiaying Qu, Shunchen Zhou, Liduan Zheng, Qiangsong Tong

**Keywords:** lysosomal biogenesis, neuroblastoma, nuclear factor kappa B, RAR‐related orphan receptor B, RNA binding motif protein 10

## Abstract

Neuroblastoma (NB), a pediatric solid malignancy, is distinguished by hetergenous clinical characteristics, including tumor aggressiveness or spontaneous regression. Nevertheless, the regulatory mechanisms and therapeutic approaches underlying these processes are still mainly unknown. Herein, RAR‐related orphan receptor B (RORB) as a transcription factor repressing nuclear factor kappa B (NF‐κB) signaling involved in lysosomal biogenesis of NB. *RORB* attenuated the growth, invasiveness, and metastatic spread of NB cells are identified. From a mechanistic perspective, *RORB* increased the transcription of nuclear receptor subfamily 1 group D member 1 (*NR1D1*)*‐* or RIO kinase 3 (*RIOK3*)*‐* in a circadian clock‐dependent manner, resulting in suppression of NF‐κB activity, subsequent derepression of folliculin (*FLCN*)*‐* or folliculin interacting protein 1 (*FNIP1*)*‐* levels, and decrease of lysosomal biogenesis in NB cells. Meanwhile, in liquid condensates, RNA binding motif protein 10 (RBM10) interacted with RORB to repress its transactivation and exerted oncogenic roles in lysosomal biogenesis and aggressiveness of NB cells. Pre‐clinically, a small peptide is able to block the interaction between RBM10 and RORB, and suppresses lysosomal biogenesis, tumorigenesis, and aggressiveness. High levels of *RORB*, *NR1D1*, *RIOK3*, *FLCN*, and *FNIP1*, or low expression of *RBM10*, are linked to favorable prognosis of clinical NB cases. These results indicate that targeting RBM10‐repressed RORB activity in liquid condensates inhibits lysosomal biogenesis and NB progression via affecting NF‐κB signaling.

## 1 Introduction

Neuroblastoma (NB), a solid malignant neoplasm originating from sympathoadrenal system, is prevalent in pediatric patients under 5 years of age.^[^ ^1^ ^]^ Tumor invasion and metastasis continue to be the primary causes of poor clinical outcome in individuals with advanced NB.^[^ ^1^ ^]^ Interestingly, some NB patients with a special pattern of metastasis at stage 4S of International Neuroblastoma Staging System (INSS) have a surprisingly favorable outcome, especially in infants with age less than 12 months. These cases have a high likelihood of spontaneous regression or differentiation.^[^ ^1^, ^2^ ^]^ It has been established that near‐triploidy predominates in stage 1, 2, or 4S tumors and is associated with excellent prognosis, while diploidy or tetraploidy indicating poor outcome is more frequent in stage 4 NB specimens, suggesting the linkage of tumor cell ploidy to clinical outcomes of NB patients.^[^ ^3^ ^]^ Meanwhile, recent studies indicate that genomic, biological, or immunological mechanisms are associated with the aggressive behaviors or spontaneous regression of NB,^[^ ^2^ ^]^ suggesting that elucidation of mechanisms underlying different NB behaviors is crucial for proposing therapeutic approaches. However, systematic screening of transcription factors (TFs) regulating gene expression during NB progression remains elusive.

In recent years, increasing evidence reveals that disruption of circadian rhythms contributes to onset of various chronic diseases, including cancers.^[^ ^4^ ^]^ For example, brain and muscle ARNT‐like 1 (*BMAL1*) suppresses the biological features of NB cells, and is linked to a favorable prognosis of patients.^[^ ^5^ ^]^ By controlling gene transcription necessary for homologous recombination, cryptochrome circadian regulator 1 (*CRY1*) promotes DNA repair and cellular survival, and correlates with worse survival outcomes in prostate cancer.^[^ ^6^ ^]^ RAR‐related orphan receptor B (*RORB*) belongs to retinoic acid‐related orphan receptor family,^[^ ^7^ ^]^ and acts as a circadian transcription factor to exert essential regulatory function in the preservation of certain physiological processes, such as bone formation and circadian rhythm.^[^ ^7^ ^]^ In colorectal cancer‐initiating cells, *RORB* serves as a transcriptional factor to modulate Wnt pathway by interacting with HMG‐box transcription factor 1.^[^ ^8^ ^]^ Of note, *RORB* is able to drive transcription in nuclear extracts of murine NB cell line Neuro2A, but not in that of non‐neuronal cancer cells.^[^ ^9^ ^]^ However, the functions of *RORB* and its protein partner in tumor progression remain unknown.

In current investigation, by performing a comprehensive analysis, we discover that RORB is a crucial transcription factor repressing NB progression. RORB transcriptionally activates its target genes, nuclear receptor subfamily 1 group D member 1 (*NR1D1*) and RIO kinase 3 (*RIOK3*), in a circadian clock‐dependent manner, leading to attenuated activation of nuclear factor kappa B (NF‐κB) signaling, subsequent de‐repression of folliculin (*FLCN*) and folliculin interacting protein 1 (*FNIP1*) levels, and decrease of lysosomal biogenesis in NB. Meanwhile, RNA binding motif protein 10 (RBM10) physically interacts with and represses RORB transactivation in liquid condensates to exert oncogenic roles in growth, invasiveness, and metastatic spread of NB. Pre‐clinically, treatment with inhibitory peptide blocking RBM10‐RORB interaction suppresses lysosomal biogenesis and aggressive features of tumor cells, highlighting the biological significance of *RBM10*/*RORB*/*NF‐κB* axis in NB progression.

## 2 Results

### 2.1 Transcription Factor RORB Inhibits the Progression of NB

To systematically identify ‐TFs‐ regulating NB progression, we integrated and analyzed four independent public datasets derived from 498 (GSE62564), 649 (GSE45547), 105 (GSE73517), and 283 (GSE85047) NB patients. Based on over‐lapping analysis, we identified RORB, zinc finger E‐box binding homeobox 2 (ZEB2), as well as L3MBTL histone methyl‐lysine binding protein 4 (L3MBTL4) as differentially expressed TFs in these datasets with varied INSS stages (4S vs. 4, *P* < 0.01, **Figure** **1**A). Among them, only *RORB*, a circadian transcription factor, was consistently associated with favorable prognosis of NB patients in three independent NB cohorts (Table S1, Supporting Information). Notably, in 498 (GSE62564), 649 (GSE45547), and 283 (GSE85047) NB cases, *RORB* expression was reduced in tissues with death (*P* = 9.1 × 10^−5^, *P* = 2.0 × 10^−2^, *P* = 3.8 × 10^−8^) or stage 4 (*P* = 7.5 × 10^−6^, *P* = 1.2 × 10^−11^, *P* = 3.1 × 10^−7^, Figure 1B; Figure S1A, Supporting Information), which was associated with poor overall (*P* = 8.2 × 10^−7^, *P* = 1.2 × 10^−10^, *P* = 4.5 × 10^−9^) or event‐free (*P* = 1.6 × 10^−5^, *P* = 3.2 × 10^−6^, *P* = 1.0 × 10^−7^) survival of patients (Figure 1C; Figure S1B, Supporting Information). Of note, the *RORB* levels were also decreased in NB specimens with diploid status, when compared to those with near‐triploid feature (*P* = 3.7 × 10^−2^, Figure S1C, Supporting Information), and linked to favorable outcome of NB patients (*P* = 3.4 × 10^−2^) derived from TARGET database (https://ocg.cancer.gov/programs/target/projects/neuroblastoma, Figure S1C, Supporting Information). In contrast, survival analysis revealed no consistent association of circadian locomotor output cycles kaput (*CLOCK*)/*BMAL1* heterodimer levels with overall or event‐free survival in these cohorts (Figure S1D, Supporting Information). Using specific primer sets, RT‐PCR assay indicated the existence of *RORB* variant 1 (referred to *RORB*), but not of *RORB* variant 2, in NB tissues and cells (Figure S1E, Supporting Information). Western blot and real‐time quantitative RT‐PCR (qRT‐PCR) assays revealed down‐regulation of *RORB* in different multiple NB cell lines relative to HEK‐293 controls (Figure 1D). To further elucidate the roles of *RORB* in NB progression, we chose SK‐N‐BE(2), IMR‐32, SH‐SY5Y, and SK‐N‐AS (representing relatively low or high *RORB* expression) cells as models for stable over‐expression or knockdown studies, resulting in decrease or increase of cellular viability, respectively (Figure 1E,F; Figure S1F,G, Supporting Information). Stable over‐expression of *RORB* arrested cell cycle at G_0_/G_1_ phase (Figure S2A, Supporting Information), and induced slight apoptosis of SK‐N‐BE(2) and IMR‐32 cells (Figure S2B, Supporting Information), without obvious changes in expression of neuronal differentiation markers growth associated protein 43 (GAP43)^[^ ^10^ ^]^ and neurofilament 200 (NF‐200)^[^ ^10^, ^11^ ^]^ (Figure S2C, Supporting Information), when compared to untreated parental cells or those stably transfected with empty vector (mock). In addition, steady over‐expression or silencing of *RORB* reduced or promoted the anchorage‐independent growth and invasive capacity of SK‐N‐BE(2), IMR‐32, SH‐SY5Y, and SK‐N‐AS cells, than that of parental cells and those stably transfected with mock or scramble shRNA (sh‐Scb, Figure 1G; Figure S3A–C, Supporting Information). In vivo nude mice studies demonstrated that stable *RORB* over‐expression in SK‐N‐BE(2) cells significantly suppressed xenograft tumor progression, manifesting as reduced tumor volume, decreased weight, and lower Ki‐67 labeling index (Figure 1H; Figure S3D–F, Supporting Information). Moreover, reduced pulmonary dissemination and improved outcome were observed in athymic nude mice receiving tail vein injection of *RORB* over‐expressing SK‐N‐BE(2) cells (Figure 1I; Figure S3G–I, Supporting Information). Conversely, stable *RORB* knockdown in SH‐SY5Y cells significantly enhanced the growth, mass, as well as Ki‐67 labeling index of hypodermic xenograft tumors (Figure 1H; Figure S3D–F, Supporting Information), and resulted in an increase in lung metastatic nodules and significantly reduced survival of athymic nude mice (Figure 1I; Figure S3G–I, Supporting Information). These findings suggested transcription factor RORB as a potent suppressor of NB progression.

**Figure 1:**
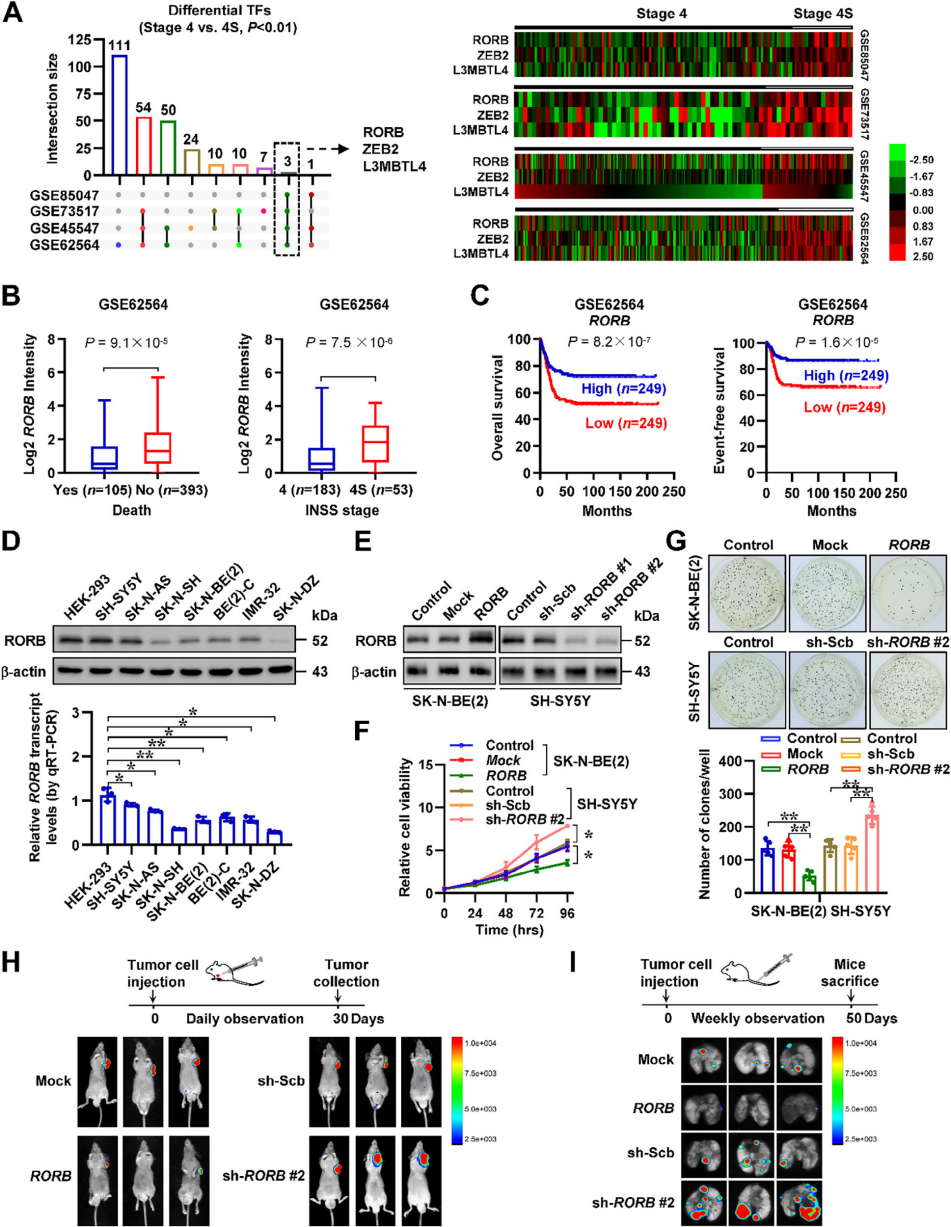
Transcription factor RORB inhibits the progression of NB. A) Upset diagram (left panel) and heatmap (right panel) showing the identification and profiling of differentially expressed transcription factors (TFs) in 498 (GSE62564), 649 (GSE45547), 105 (GSE73517), and 283 (GSE85047) NB cases with varied INSS stages (4S versus 4, *p* < 0.01). B) Mining of a public RNA‐seq dataset (GSE62564) revealing the *RORB* levels in 498 NB tissues with different status of death or INSS stages. C) Kaplan‐Meier curve showing overall or event‐free survival of 498 NB patients (GSE62564) with high or low *RORB* expression (cutoff values = 2.12 and 1.44). D) Western blot (upper panel) and real‐time qRT‐PCR (lower panel, normalized to *β‐actin*, *n* = 3) assays showing the protein and transcript levels of *RORB* in NB cell lines and HEK‐293 cells. E) Western blot assay indicating the expression of RORB in untreated (control) SK‐N‐BE(2) and SH‐SY5Y parental cells, and those stably transfected with empty vector (mock), *RORB*, scramble shRNA (sh‐Scb), sh‐*RORB* #1, or sh‐*RORB* #2. F) MTT colorimetric assay indicating the viability of untreated (control) SK‐N‐BE(2) or SH‐SY5Y parental cells, and those stably transfected with mock, *RORB*, sh‐Scb, or sh‐*RORB* #2 (*n* = 4). G) Representative images (upper panel) and quantification (lower panel) of soft agar assay showing the growth of untreated (control) SK‐N‐BE(2) and SH‐SY5Y parental cells, and those stably transfected with mock, *RORB*, sh‐Scb, or sh‐*RORB* #2 (*n* = 5). H) Representative images of subcutaneous xenograft tumors formed by SK‐N‐BE(2) or SH‐SY5Y cells stably transfected with mock, *RORB*, sh‐Scb, or sh‐*RORB* #2 in nude mice (*n* = 3 per group). I) In vivo imaging of lungs in nude mice (*n* = 3 per group) treated with tail vein injection of SK‐N‐BE(2) or SH‐SY5Y stably transfected with mock, *RORB*, sh‐Scb, or sh‐*RORB* #2. Fisher's exact test for over‐lapping analysis in A. Non‐parametric Mann‐Whitney U test compared the difference in B. Log‐rank test for survival comparison in C. One‐way analysis of variance (ANOVA) or Student's *t* test compared the difference in D, F, and G. Data are shown as mean ± s.e.m. (error bars); *, *p* < 0.05; **, *p* < 0.01.

### 2.2 *RORB* Represses NF‐κB Signaling and Lysosomal Biogenesis via Up‐Regulation of *NR1D1* and *RIOK3*

To further reveal *RORB* downstream targets in SK‐N‐BE(2) cells, transcriptome profiling by RNA sequencing (RNA‐seq) assay identified 2027 elevated and 1549 reduced gene transcripts (fold change>1.5, adjusted *p* < 0.05) following ectopic expression of *RORB* (**Figure** **2**A). 

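RNA from cells labelled as SK-N-BE(2), an established human neuroblastoma line, was sequenced as paired-end reads in 4 libraries. Of these, 2 came from cells stably transfected with empty vector (mock) and 2 from cells stably transfected with *RORB*. The authors counted the reads on each gene and deposited FPKM values, in which the fragments counted on a gene are divided by its length and by the total of its library, for each library on its own. The deposited values cover 22392 genes named by Ensembl identifiers, and 0 of these genes were listed at 0 in any library. Multiplied by the summed exon length of each gene in GENCODE 29, the values of 92.1% of the annotated genes were whole multiples of the value of 1 read in every library, which gave the depth of each library. The totals used by the FPKM values were 25687406 reads for mock replicate 1, 23099580 for mock replicate 2, 23789788 for RORB replicate 1, and 22590880 for RORB replicate 2, so that depth differed by at most 1.14-fold. FPKM values were scaled between libraries by a trimmed mean of log ratios, and a pseudocount of 1 was added before taking log2, which understates the change of genes with low values. The 15798 genes with at least 1 FPKM in at least 2 libraries were tested with limma, without a term for the replicate number, and p-values were adjusted by the Benjamini-Hochberg method. The libraries differed more by replicate number than by transfection. Across genes, which are not independent replicates, Pearson's r of the log2 values was 0.976 between mock and RORB replicate 1 and 0.964 between mock and RORB replicate 2, but 0.774 between the mock replicates and 0.787 between the RORB replicates. The first principal component, with 87.7% of the variance, separated the replicate numbers, and the second, with 8.9%, the mock from the RORB libraries. A transcript such as *XIST*, chosen after its values were seen, was at 0.293 and 859 FPKM in mock replicates 1 and 2 and at 4.40 and 488 FPKM in RORB replicates 1 and 2. These distances between replicates enter the spread against which each difference between mock and RORB was tested.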

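The *RORB* transcript itself, read first as a check of the labels, was at 0.252 and 0.984 FPKM in mock replicates 1 and 2 and at 277 and 742 FPKM in RORB replicates 1 and 2, from 62, 218, 63302, and 160765 reads. *RORB* (ENSG00000198963) lies on the forward strand of chromosome 9 of GRCh38 from 74497365 to 74693177, with 11 separate exonic blocks in GENCODE 29. Its log2 fold change was 8.08 (SE 0.506). After Benjamini-Hochberg adjustment over the 15798 genes, limma's adjusted p was 1.00 for this and every other gene tested. An exact permutation test of 2 against 2 libraries cannot go below a two-sided p of 0.333. At a fold change above 1.5 and an adjusted p below 0.05, 0 genes were higher and 0 genes lower in the RORB libraries. The legend of Figure 2A gives p below 0.05 and names no adjustment. At an unadjusted p below 0.05 and the same fold change, 54 genes were higher and 51 lower. This split was recomputed only with other scalings between libraries, and among these the use of library totals only moved it most. With library totals only, 91 genes were higher and 19 lower at an unadjusted p below 0.05, so that 82.7% of these genes were higher in place of 51.4%, and the median log2 fold change of all genes moved from -0.04 to 0.07. Data were simulated with the replicate numbers as far apart as here, and 200 genes changed by a log2 of 2 or more. The same test recovered 0% of these genes and a fit with a term for the replicate number 100%. The count of 0 therefore sets no upper limit on how many genes changed. Recovery of changes nearer to 1.5-fold was not simulated. Of the 31 genes that the paper names, 27 were tested, and 0 of them passed an adjusted p below 0.05 over all genes. Adjusted over the list alone, 1 of them passed, which was *RORB*. The paper picked several of these genes from the same libraries, so this count is not independent evidence.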

Using RORB‐specific antibody, chromatin immunoprecipitation sequencing (ChIP‐seq) assay was performed to reveal its enrichment on genomic regions, especially on gene promoter‐transcription start sites (TSS, Figure 2B). By comprehensive analysis of 3576 altered genes in RNA‐seq assay and 1637 genes with RORB enrichment peak in ChIP‐seq assay, 174 potential RORB target genes were identified, while 34 of which showed significant correlation with clinical outcomes in a cohort of 498 (GSE62564) NB patients (Figure 2C), including top ranking ones involved in regulation of NF‐κB signaling pathway, such as *NR1D1* and *RIOK3* (Figure 2D,E). 

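*NR1D1* (ENSG00000126368) lies on the reverse strand of chromosome 17 of GRCh38 from 40092787 to 40100725 and encodes a nuclear receptor of the circadian clock. It was at 2.78 and 1.37 FPKM in mock replicates 1 and 2 and at 16.3 and 6.50 FPKM in RORB replicates 1 and 2. The log2 ratio of RORB to mock was 2.17 for replicate 1 and 1.46 for replicate 2, and both RORB libraries lay above both mock libraries. *NR1D1* had a log2 fold change of 1.81 (SE 0.651), with an adjusted p of 1.00 from limma with Benjamini-Hochberg adjustment and no term for the replicate number. On the opposite strand, 263 exonic bases of *NR1D1* (9.5% of its exonic length) are shared with *THRA*, and whether the counting used the strand is not stated in the paper's text. *THRA* was at 8.82 and 7.36 FPKM in the mock libraries and at 6.71 and 6.90 FPKM in the RORB libraries, so it did not rise with *NR1D1*. *RIOK3* (ENSG00000101782), a kinase gene on the forward strand of chromosome 18 from 23452823 to 23486603, has no exonic base in common with another annotated gene. It was at 10.6 and 7.93 FPKM in the mock libraries and at 22.7 and 15.7 FPKM in the RORB libraries. Its log2 ratio was 0.98 for replicate 1 and 0.69 for replicate 2, above 1.5-fold in both. The log2 fold change of *RIOK3* was 0.83 (SE 0.430), with an adjusted p of 1.00 from limma without a term for the replicate number. Neither the labels nor the paper state that the replicate numbers mark pairs. With a term for them, limma's adjusted p was 0.00776 for *NR1D1* and 0.0409 for *RIOK3*. Offsets for GC content and gene length in that fit moved these values to 0.0702 and 0.0733, so the call depends on the fit. The paper takes as potential RORB targets the genes altered in the RNA-seq that carried a RORB peak in the ChIP-seq. Among those also associated with the outcome of patients, it names *NR1D1* and *RIOK3* as top-ranking genes that regulate NF-κB signaling. The ChIP-seq peaks and the patient cohort were not analysed here.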

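*FLCN* (ENSG00000154803), which encodes folliculin, lies on the reverse strand of chromosome 17 of GRCh38 from 17212212 to 17237188, and *FNIP1* (ENSG00000217128), which encodes a partner of folliculin, on the reverse strand of chromosome 5 from 131641714 to 131797063. *FLCN* was at 1.17 and 1.21 FPKM in mock replicates 1 and 2 and at 2.11 and 3.31 FPKM in RORB replicates 1 and 2. Its log2 ratio of RORB to mock was 0.49 for replicate 1 and 0.78 for replicate 2 with the pseudocount of 1, and its log2 fold change was 0.64 (SE 0.309). At these low values the pseudocount matters, and with none, as tried after seeing the data, the log2 fold change of *FLCN* was 1.00. *FNIP1* was at 2.80 and 3.31 FPKM in the mock libraries and at 4.87 and 4.54 FPKM in the RORB libraries, with a log2 ratio of 0.59 for replicate 1 and 0.17 for replicate 2 and a log2 fold change of 0.38 (SE 0.297). For both genes, the RORB libraries lay above the mock libraries. Without a term for the replicate number, limma's adjusted p was 1.00 for each, as for every gene tested. With that term, which assumes an unstated pairing, it was 0.106 for *FLCN* and 0.310 for *FNIP1*. Each gene shares exonic bases with an overlapping protein-coding gene annotated on the same strand, 1161 bases (11.9%) for *FLCN* and 281 bases (3.5%) for *FNIP1*, so that union counting leaves reads on these bases out. The gene overlapping *FLCN* was at 4.02 and 5.45 FPKM in the mock libraries and at 7.45 and 12.8 FPKM in the RORB libraries.
Lists of lysosomal genes and of NF-κB target genes were tested with camera among 13 lists. The 43 tested genes for lysosomal hydrolases had a median log2 fold change of -0.25, which stood at -0.21 against the median of all genes (-0.12 and -0.19 with library totals only), and 30 of them were lower and 3 higher in RORB than in mock at both replicate numbers (adjusted p = 0.000172 from limma's camera with a preset correlation between genes). Of the 48 hydrolase genes listed, 7 are drawn in Figure 2E, so that part of the list was picked from these libraries. The 26 genes for lysosomal membrane proteins had a median of -0.04, or 0.06 with library totals only (limma's camera, adjusted p = 0.329), and the 19 genes of the V-ATPase a median of 0.01, or 0.15 with library totals only (adjusted p = 0.597). Among 24 tested NF-κB target genes, 13 were higher and 5 lower at both replicate numbers, with a median of 0.15 (limma's camera, adjusted p = 0.135). With a term for the replicate number, camera's adjusted p was 0.0397. This list leaned upward, whereas the paper reports lower NF-κB activity with RORB from other assays. Of the 13 lists, 6 passed an adjusted p of 0.05 with camera without that term. With an estimated correlation between genes or with fry, 0 passed. At an unadjusted p below 0.05, the estimated correlation left 0 lists and fry 1.

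**Figure D1:**
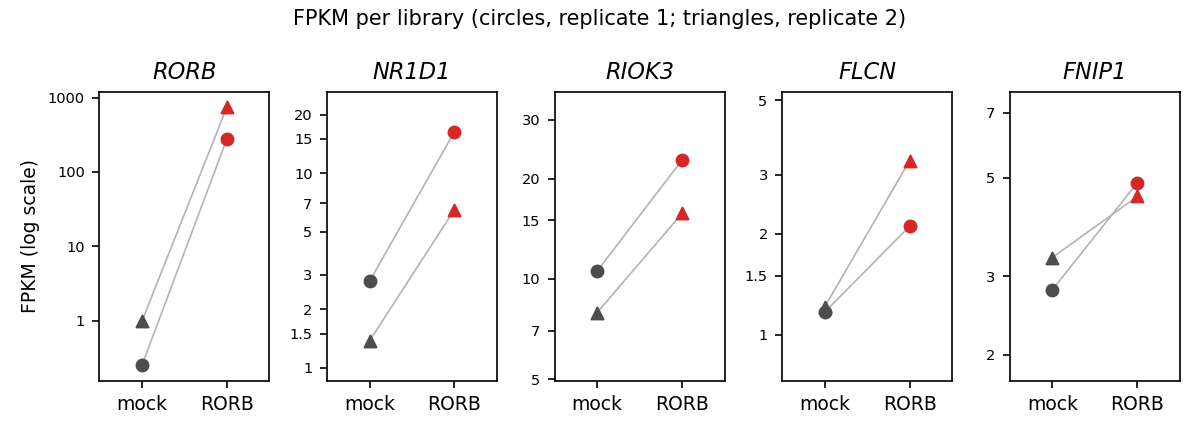
FPKM on a log scale in each mock (grey) and RORB (red) library for *RORB*, *NR1D1*, *RIOK3*, *FLCN*, and *FNIP1*, with circles for replicate 1, triangles for replicate 2, and lines joining libraries with the same replicate number. Each axis has its own range. All 5 genes are higher in both RORB libraries than in both mock libraries, from *RORB* at 277 and 742 FPKM against 0.252 and 0.984 FPKM to *FNIP1* at 4.87 and 4.54 FPKM against 2.80 and 3.31 FPKM.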

By analyzing with dataset from ChIPBase database (https://rnasysu.com/chipbase3), 1410 potential NF‐κB targets were found in RNA‐seq results of SK‐N‐BE(2) cells following stable *RORB* transfection, while 44 of them were lysosome‐related genes, such as *FLCN* and *FNIP1* (Figure 2E). Notably, RORB enrichment peaks were noted at the promoter regions of *NR1D1* and *RIOK3* (Figure 2F). In cultured NB cell lines SK‐N‐BE(2), IMR‐32, SH‐SY5Y, and SK‐N‐AS, endogenous RORB enrichment was validated at promoter regions of *NR1D1* and *RIOK3*, but not of *FLCN* and *FNIP1* (**Figure** **3**A; Figure S4A, Supporting Information). Forced over‐expression or silencing of *RORB* directly increased or decreased its occupancy at the promoter regions of *NR1D1* and *RIOK3* (Figure S4B, Supporting Information), leading to elevation or reduction in both promoter activity and expression levels of *NR1D1* or *RIOK3* (Figure 3B; Figure S4C,D, Supporting Information). In addition, melatonin, a gatekeeper of circadian clocks secreted by pineal gland,^[^ ^12^ ^]^ induced up‐regulation of *RORB* and facilitated the circadian transcript levels of *NR1D1* and *RIOK3*, which was abolished by knockdown of *RORB* (Figure S4E, Supporting Information).

**Figure 2:**
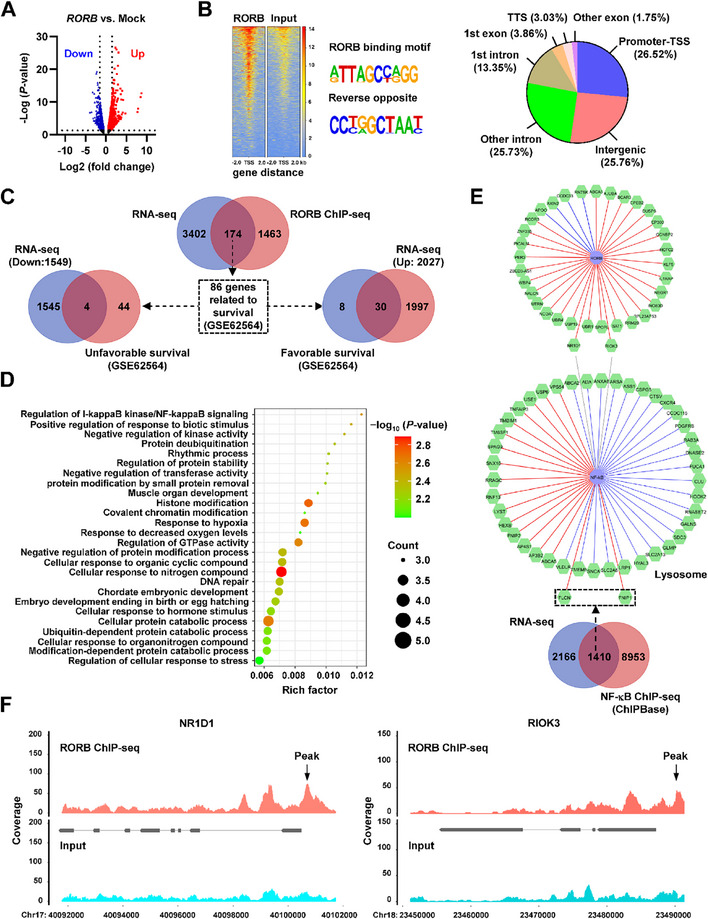
*RORB* facilitates the expression of genes regulating NF‐κB signaling pathway. A) Volcano plots of RNA‐seq assay revealing the alteration of gene expression (fold change >1.5, *p* < 0.05) in SK‐N‐BE(2) cells stably transfected with empty vector (mock) or *RORB* (*n* = 2 per group). B) Heatmap, binding motif, and distribution of ChIP‐seq assay revealing genomic enrichment of RORB in SK‐N‐BE(2) cells (*n* = 2). C) Venn diagram showing the over‐lapping analysis of 3576 altered genes in RNA‐seq assay, 1637 genes with RORB enrichment peak in ChIP‐seq assay, and their association with survival of 498 NB patients (GSE62564). D) Bubble diagram displaying the involvement of identified 34 genes in GO pathways. E) Based on analysis of RNA‐seq results and ChIPBase database (https://rnasysu.com/chipbase3), gene network revealing the expression association of RORB with 34 target genes, and that of NF‐κB with 44 lysosome‐related genes in SK‐N‐BE(2) cells with stable *RORB* over‐expression. Red and blue lines indicating up‐regulation or down‐regulation in RNA‐seq, respectively. F) ChIP‐seq assay indicating the RORB enrichment peaks on promoter regions of *NR1D1* and *RIOK3* in SK‐N‐BE(2) cells. Fisher's exact test for over‐lapping analysis in C.

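With 2 libraries per group, the change of each of the 15798 tested genes can also be read as the log2 ratio of RORB to mock at each replicate number. At replicate 1, 724 genes were more than 1.5-fold higher and 796 more than 1.5-fold lower, and at replicate 2, 996 were higher and 1414 lower. The change passed 1.5-fold in the same direction at both numbers for 220 higher and 267 lower genes, counts that come from no test. Across genes, the ratios at the 2 replicate numbers had a correlation of 0.432, and 65% of the genes changed in the same direction. *RORB* stood far from all other genes, with log2 ratios of 7.86 and 8.31.

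**Figure D2:**
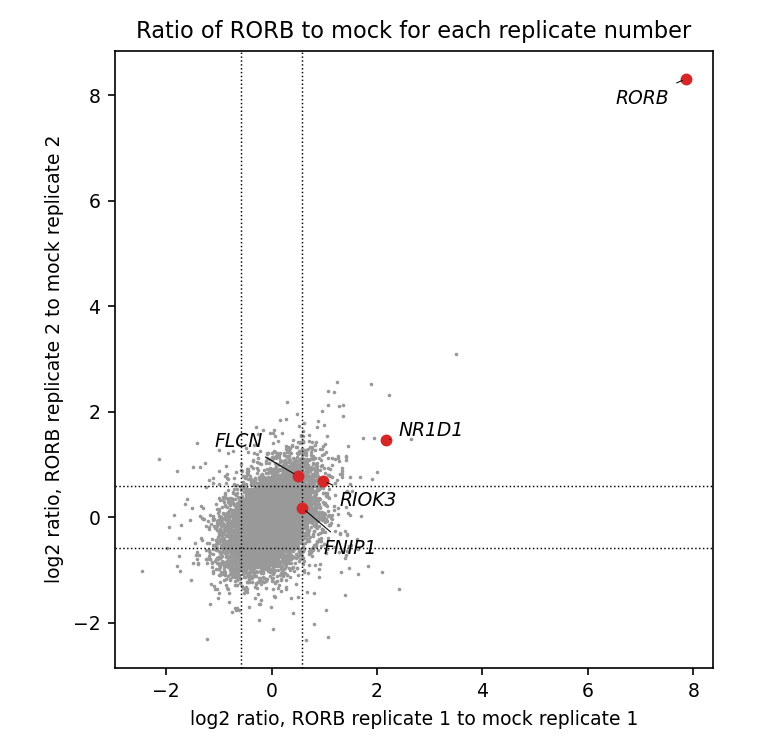
Log2 ratio of RORB to mock at replicate 1 (horizontal axis) and replicate 2 (vertical axis) for every tested gene (grey), from FPKM values scaled between libraries with a pseudocount of 1. Dotted lines mark a 1.5-fold change, and the 5 genes in red are named. *NR1D1* and *RIOK3* lie beyond the lines on both axes, *FLCN* only on the vertical axis, and *FNIP1*, with ratios of 0.59 and 0.17, only just on the horizontal axis.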

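The labels of 66 genes in the network could be read, 27 drawn as RORB targets and 39 as lysosome-related NF-κB targets, and 60 of them reached the expression needed for a test. Of the 24 tested RORB targets with a red line, 22 were higher in RORB than in mock on average, with a median log2 fold change of 0.47, and 6 of them exceeded 1.5-fold. The exceptions *SAT1* and *UTRN* were higher at replicate 1 and lower at replicate 2. Replicate 1 alone placed all 24 genes on the higher side, whereas 17 of the 24 were higher at replicate 2. Without RORB replicate 1, 15 of the 26 tested RORB targets, red and blue, kept the drawn direction, against 24 with all libraries. That count also takes in the distance between replicate numbers, since RORB replicate 2 is then set against both mock libraries. Both RORB targets with a blue line were lower at both replicate numbers, with a median of -0.58. Among the NF-κB targets, all 12 tested genes with a red line were higher on average (median 0.32) and 8 of them at both replicate numbers, while all 22 with a blue line were lower on average (median -0.61) and 18 of them at both. Beyond 1.5-fold on average were 2 of the 12 and 11 of the 22. In the deposited FPKM, without scaling or pseudocount, all 66 genes passed 1.5-fold in the drawn direction at replicate 1. The ratios of RORB to mock nearest this limit were 1.50 for *TMBIM1* (red) and 0.664 for *ASS1* (blue). The same did not hold at replicate 2, where some genes went the other way, such as *SAT1* (red) at 0.608 and *CLU* (blue) at 1.37. With limma without a term for the replicate number and Benjamini-Hochberg adjustment, 0 of the network genes passed an adjusted p below 0.05 over all genes. Adjusted over the list alone, 0 passed, and 2 had an unadjusted p below 0.05. With that term, which assumes an unstated pairing, 5 RORB targets and 4 NF-κB targets passed over all genes. Over the list alone, 12 red and 1 blue RORB targets then passed, and 3 red and 16 blue NF-κB targets. The paper chose the genes of the network as altered in these libraries, so their direction here is not independent evidence.

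**Figure D3:**
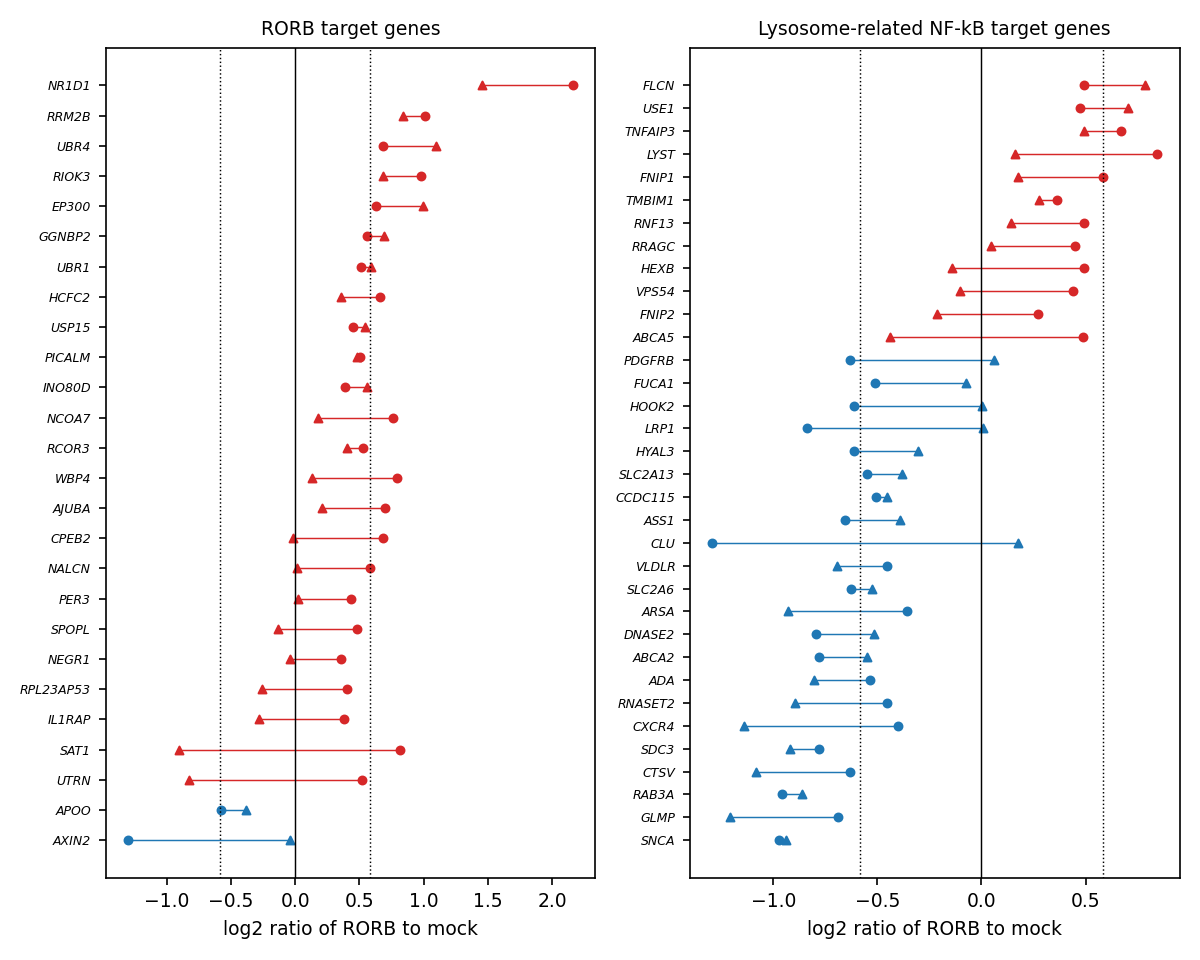
Log2 ratio of RORB to mock at replicate 1 (circles) and replicate 2 (triangles), joined by a line, for the tested genes of the network, in the colour of their line in Figure 2E (red, drawn as up-regulated; blue, drawn as down-regulated). The solid line marks no change and the dotted lines a 1.5-fold change. *NR1D1* has the highest ratios, 2.17 and 1.46, and for 7 of the 24 red RORB targets the triangle lies below no change while the circle lies above it.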

**Figure 3:**
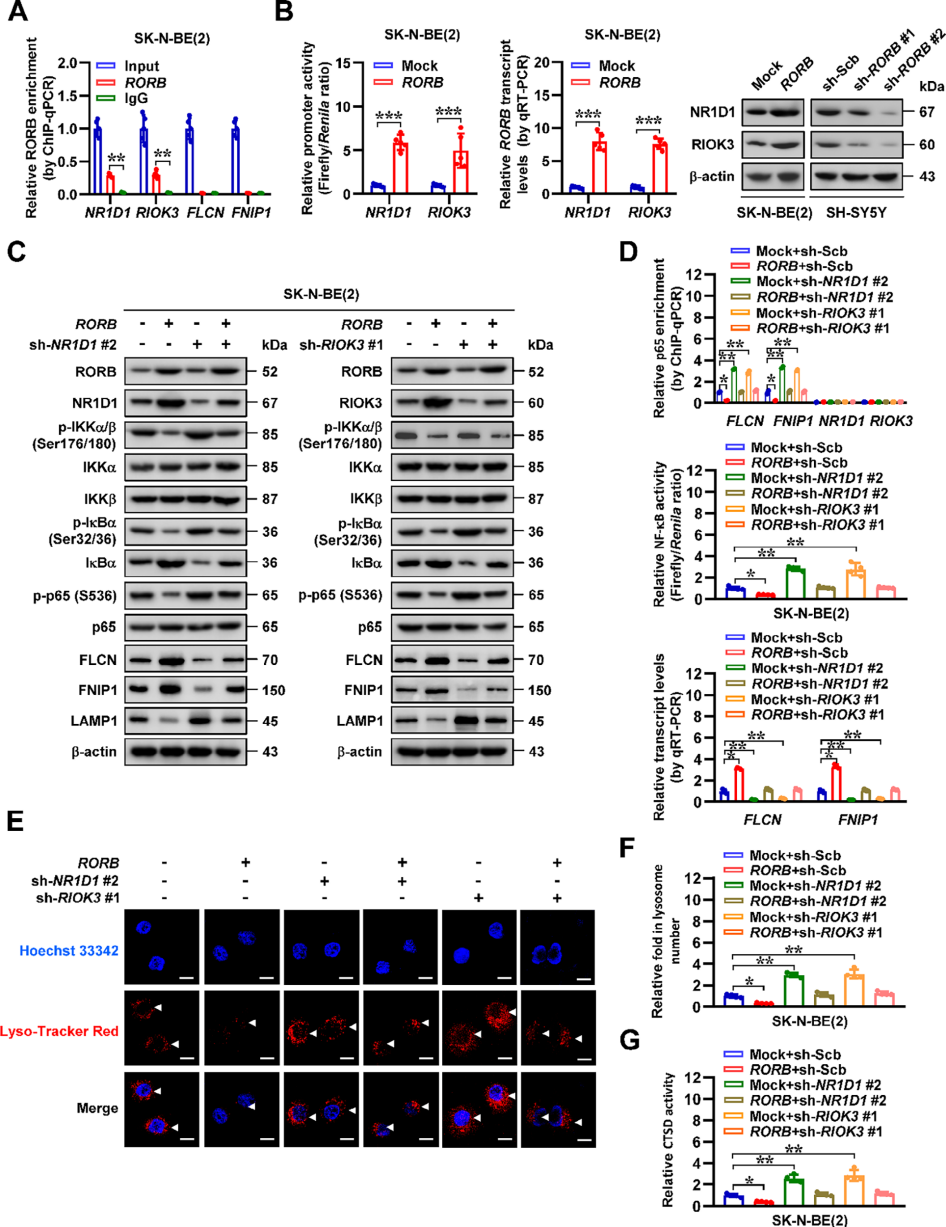
RORB inhibits NF‐κB signaling and lysosomal biogenesis via up‐regulation of *NR1D1* and *RIOK3* in NB cells. A) ChIP‐qPCR assay (normalized to input) showing the endogenous RORB enrichment on promoter regions of *NR1D1*, *RIOK3*, *FLCN*, or *FNIP1* in SK‐N‐BE(2) cells. B) Dual‐luciferase (*n* = 5), real‐time qRT‐PCR (normalized to *β‐actin*, *n* = 5), and western blot assays indicating the promoter activity, transcript, and protein levels of *NR1D1* and *RIOK3* in SK‐N‐BE(2) or SH‐SY5Y cells stably transfected with empty vector (mock), *RORB*, scramble shRNA (sh‐Scb), sh‐*RORB* #1, or sh‐*RORB* #2. C) Western blot assay revealing the levels of RORB, NR1D1, RIOK3, phosphorated or non‐phosphorated IKKα/β, IκBα, and p65, FLCN, FNIP1, and LAMP1 in SK‐N‐BE(2) cells stably transfected with mock or *RORB*, and those co‐transfected with sh‐Scb, sh*‐NR1D1* #2, or sh*‐RIOK3* #1. D) ChIP‐qPCR (normalized to input, *n* = 3), dual‐luciferase (*n* = 4), and real‐time qRT‐PCR (normalized to *β‐actin*, *n* = 4) assays indicating the enrichment or activity of p65 and transcript levels of *FLCN* or *FNIP1* in SK‐N‐BE(2) cells stably transfected with mock or *RORB*, and those co‐transfected with sh‐Scb, sh*‐NR1D1* #2, or sh*‐RIOK3* #1. E and F) Representative images E) and quantification F) of fluorescence observation showing the Lyso‐Tracker Red‐positive lysosomes (arrowheads) within SK‐N‐BE(2) cells stably transfected with mock or *RORB*, and those co‐transfected with sh‐Scb, sh*‐NR1D1* #2, or sh*‐RIOK3* #1 (*n* = 4). Scale bars: 10 µm. G) The CTSD activity in SK‐N‐BE(2) cells stably transfected with mock or *RORB*, and those co‐transfected with sh‐Scb, sh*‐NR1D1* #2, or sh*‐RIOK3* #1 (*n* = 4). Student's *t* test compared the difference in A and B. One‐way ANOVA compared the difference in D, F, and G. Data are shown as mean ± s.e.m. (error bars); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

Since previous studies show the repressive roles of *NR1D1* and *RIOK3* in phosphorylation of inhibitor of nuclear factor kappa B kinase alpha/beta (IKKα/β) ^[^ ^13^ ^]^ and inhibitor of nuclear factor kappa B alpha (IκBα),^[^ ^14^ ^]^ respectively, rescue experiments were undertaken to explore the impact of *RORB* and target genes on NF‐κB signaling. Notably, in SK‐N‐BE(2) and IMR‐32 cells stably over‐expressing *RORB*, silencing of *NR1D1* or *RIOK3* prevented the decrease in the phosphorylation of key NF‐κB signaling components IKKα/β (Ser176/180), IκBα (Ser32/36), and p65 (S536) (Figure 3C; Figure S5A–C, Supporting Information). Notably, the enrichment of NF‐κB p65 on promoter regions of *FLCN* and *FNIP1*, but not of *NR1D1* or *RIOK3*, was decreased in these NB cells with stable *RORB* over‐expression, which was reversed by knockdown of *NR1D1* or *RIOK3* (Figure 3D; Figure S5D, Supporting Information). In addition, the decreased NF‐κB activity coupled with up‐regulation of *FLCN* and *FNIP1* in *RORB* over‐expressing NB cells were rescued by silencing of *NR1D1* or *RIOK3* (Figure 3C,D; Figure S5C,D, Supporting Information). Consistent with the established functions of *FLCN* and *FNIP1* as critical regulators of lysosomal biogenesis,^[^ ^15^ ^]^ ectopic expression of *RORB* reduced the levels of lysosome‐associated membrane protein l (LAMP1) and Lyso‐Tracker Red‐positive lysosomes, along with decrease of cathepsin D (CTSD) activity, in SK‐N‐BE(2) and IMR‐32 cells, which was prevented by knockdown of *NR1D1* or *RIOK3* (Figure 3C,E–G; Figure S5C, E–G, Supporting Information). Moreover, ectopic expression of *p65* rescued the alteration of NF‐κB signaling, p65 enrichment and activity, *FLCN* and *FNIP1* expression, lysosomal biogenesis, and CTSD activity in NB cells stably over‐expressing *RORB* (Figure S6A–E, Supporting Information). Pharmacological inhibition of lysosomal function using bafilomycin A1 (BafA1) ^[^ ^16^ ^]^ completely abrogated the increase of proliferative and invasive capacities induced by stable *RORB* knockdown in NB cells (Figure S6F,G, Supporting Information). These data indicated that *RORB* repressed NF‐κB signaling and lysosomal biogenesis via up‐regulation of *NR1D1* and *RIOK3* in NB cells.

### 2.3 RBM10 Directly Interacts with RORB Protein in Liquid Condensates

To systematically identify RORB‐interacting proteins, we performed co‐immunoprecipitation (co‐IP) coupled with liquid chromatography‐mass spectrometry (LC‐MS/MS) analysis. Proteomic profiling revealed 61 and 113 significantly proteins enriched by RORB specific antibody from SH‐SY5Y and SK‐N‐AS cells, respectively (**Figure** **4**A and Table S2, Supporting Information). Overlapping analysis identified three potential RORB‐binding partners across both cell lines (Figure 4A), including ATPase sarcoplasmic/endoplasmic reticulum Ca^2+^ transporting 2 (ATP2A2), homolog‐double strand break repair nuclease (MRE11), and RNA binding motif protein 10 (RBM10). Among them, only *RBM10* was correlated with reduced survival in a NB cohort of 498 patients (GSE62564). Notably, RT‐PCR using specific primer sets revealed the abundance of *RBM10* variant 1, but not *RBM10* variants 2–5, in NB cells (Figure S7A, Supporting Information). In cultured NB cell lines, *RBM10* expression was up‐regulated (Figure S7B, Supporting Information). Validation studies using co‐IP followed by western blot analysis confirmed the endogenous interaction between RORB and RBM10 in both SH‐SY5Y and SK‐N‐AS cell lines (Figure 4C; Figure S7C, Supporting Information). Domain mapping experiments using purified glutathione S‐transferase (GST)‐tagged RORB and maltose binding protein (MBP)‐tagged RBM10 proteins revealed that activation function 2 (AF2) domain [445–450 amino acids (aa)] of RORB was required for RBM10 binding (Figure 4D; Figure S7D, Supporting Information). Meanwhile, RNA recognition motif 2 (RRM2, 300–384 aa), but not RNA recognition motif 1 (RRM1, 129–209 aa), zinc finger 1 (ZF1, 212–242 aa), zinc finger 2 (ZF2, 759–784 aa), or G patch (858‐904 aa) domain, mediated the binding of RBM10 to RORB (Figure 4E; Figure S7D, Supporting Information), which were further validated by results from SK‐N‐BE(2) cells expressing Flag‐tagged *RORB* and Myc‐tagged *RBM10* (Figure S7E, Supporting Information). Neither forced over‐expression nor genetic knockdown of *RORB* significantly altered *RBM10* expression levels in NB cells, and the effects of *RBM10* on *RORB* levels were similar (Figure S8A, Supporting Information). However, the transactivation of RORB was decreased or increased in NB cells stably over‐expressing or silencing *RBM10* (Figure S8B, Supporting Information). In bimolecular fluorescence complementation (BiFC) assay,^[^ ^17^ ^]^ there was distinct fluorescence of RORB and RBM10 within the nucleus of SK‐N‐BE(2) cells, while mutation in AF2 domain of *RORB* or RRM2 domain of *RBM10* abolished these effects (Figure S8C,D, Supporting Information). Bioinformatic analysis using the PONDR program ^[^ ^18^ ^]^ identified substantial intrinsically disordered regions (IDRs) in both RORB and RBM10 (Figure 4F), prompting us to investigate their capacity for liquid‐liquid phase separation (LLPS). High‐resolution fluorescence microscopy demonstrated that purified recombinant proteins (RORB‐mCherry and RBM10‐EGFP, >90% purity) spontaneously formed biomolecular condensates in vitro (Figure 4G). To characterize the dynamic properties of these condensates, we performed fluorescence recovery after photobleaching (FRAP) assay to demonstrate rapid fluorescence recovery for both RORB‐mCherry and RBM10‐EGFP within the droplets (Figure 4H), indicative of liquid‐like molecular mobility. Deletion of IDR completely abrogated the phase separation capacity of recombinant RORB‐mCherry protein in vitro, and reduced its liquid droplets with RBM10‐EGFP proteins (Figure 4I). Treatment with 1,6‐hexanediol (1,6‐Hex), an established LLPS inhibitor,^[^ ^19^ ^]^ dissociated the liquid droplets of RORB‐mCherry and RBM10‐EGFP proteins (Figure 4J). Collectively, these findings demonstrated that RBM10 physically associated with RORB within liquid biomolecular condensates.

**Figure 4:**
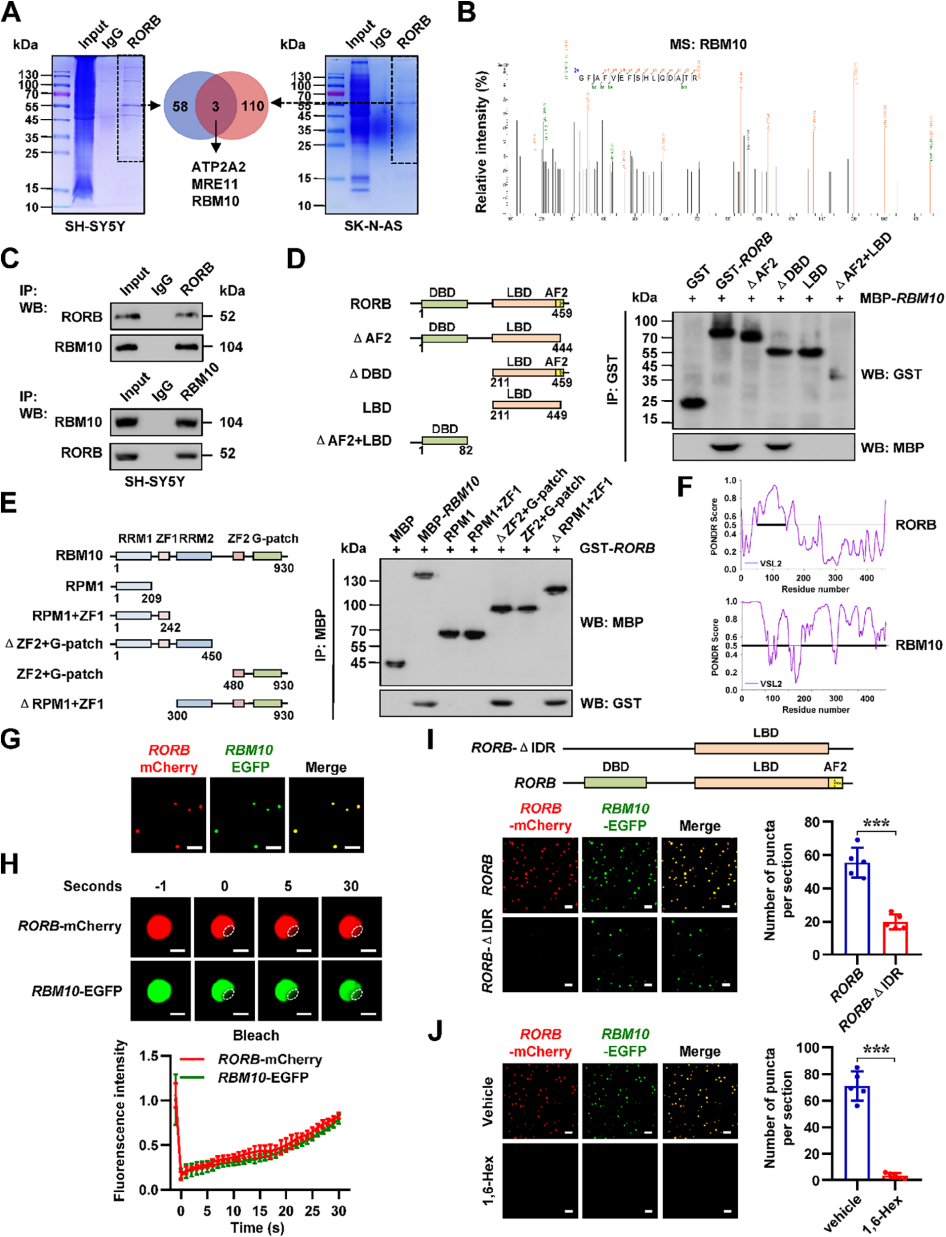
RBM10 directly interacts with RORB protein in liquid condensates. A) Mass spectrometry (MS) assay of indicated electrophoretic bands in Coomassie blue staining (left and right panels) and Venn diagram (middle panel) indicating differential proteins pulled down by RORB specific antibody from lysates of SH‐SY5Y and SK‐N‐AS cells. B) Mass spectrometry assay showing the peptide of RBM10 pulled down by RORB specific antibody from SH‐SY5Y cell lysates. C) Co‐IP and western blot assays revealing endogenous interaction of RORB with RBM10 in SH‐SY5Y cells, with IgG as a negative control. D and E) Illustration (left panel), co‐IP and western blot (right panel) assays indicating the interaction between recombinant full‐length or truncated GST‐tagged RORB and MBP‐tagged RBM10 proteins. F) IDR within RORB and RBM10 proteins analyzed by PONDR (http://www.pondr.com/) program. G) Representative images of droplet formation of recombinant RORB‐mCherry and RBM10‐EGFP proteins in droplet formation buffer. Scale bars: 10 µm. H) Representative images (upper panel) and quantification (lower panel) of FRAP assay showing the exchange kinetics of RORB‐mCherry and RBM10‐EGFP within condensates. Scale bars: 10 µm. I) Representative images (left panel) and quantification (right panel) indicating the droplet formation of wild‐type or IDR‐deficient RORB‐mCherry and RBM10‐EGFP in vitro (*n* = 5). Scale bars: 10 µm. J) Representative images (left panel) and quantification (right panel) showing the liquid droplet formation of RORB‐mCherry and RBM10‐EGFP with incubation of vehicle or 10% 1,6‐hexanediol (1,6‐Hex, *n* = 5). Scale bar, 10 um. Student's *t* test compared the difference in I and J. Data are shown as mean ± s.e.m. (error bars); ***, *p* < 0.001.

### 2.4 *RBM10* Promotes NB Progression via Repressing *RORB* Transactivation in Liquid Condensates

To further investigate the LLPS of RORB‐mCherry and RBM10 proteins in vivo, fluorescence imaging assay was undertaken to reveal their similar compartmentation in SH‐SY5Y cells (**Figure** **5**A), which exhibited fast recovery after photobleaching (Figure 5B). Transfection of RORB‐mCherry construct with deletion of IDR abolished its LLPS in vivo (Figure 5C). Notably, 1,6‐Hex treatment reduced the LLPS of RORB‐mCherry and RBM10 proteins in NB cells (Figure 5D). Over‐expression of *RBM10* neutralized the increase in expression levels of *NR1D1* and *RIOK3* induced by ectopic expression of *RORB* in SK‐N‐BE(2) cells (Figure 5E). Meanwhile, 1,6‐Hex treatment relieved the RBM10‐repressed RORB enrichment (Figure 5F), leading to additional increase in promoter activation, transcriptional levels, and protein expression of *NR1D1* and *RIOK3* in SK‐N‐BE(2) cells (Figure 5E,G,H)

**Figure 5:**
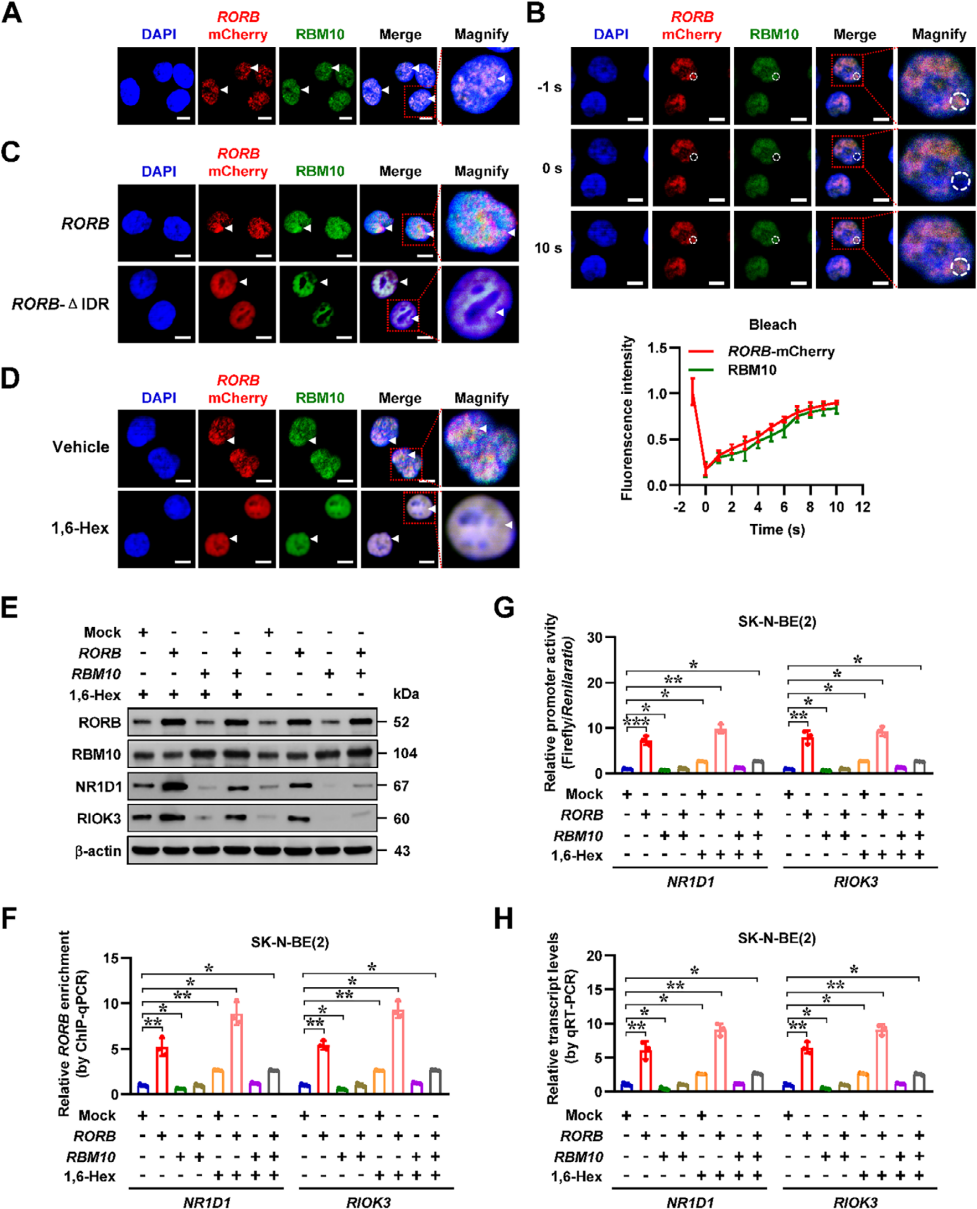
RBM10 represses RORB transactivation in liquid condensates to inhibit downstream gene expression. A) Fluorescence imaging assay indicating the condensate formation (arrowheads) of RORB‐mCherry and RBM10 in SK‐N‐BE(2) cells stably transfected with *RORB* construct. Scale bars: 10 µm. B) Representative images (upper panel) and quantification (lower panel, *n* = 3) of FRAP assay showing the exchange kinetics (arrowheads) of RORB‐mCherry and RBM10 in SK‐N‐BE(2) cells stably transfected with *RORB* construct. Scale bars: 10 µm. C) Fluorescence imaging assay indicating the condensate formation (arrowheads) of RORB‐mCherry and RBM10 in SK‐N‐BE(2) cells stably transfected with full‐length or IDR‐deficient *RORB* construct. Scale bars: 10 µm. D) Representative images of condensate formation (arrowheads) of RORB‐mCherry and RBM10 in SK‐N‐BE(2) cells stably transfected with *RORB* construct, and incubated with vehicle or 10% 1,6‐Hex. Scale bars: 10 µm. E) Western blot assay revealing the expression levels of RORB, RBM10, NR1D1, and RIOK3 in SK‐N‐BE(2) cells stably transfected with empty vector (mock), *RORB*, or *RBM10*, and incubated with vehicle or 10% 1,6‐Hex. F‐H) ChIP‐qPCR (F, normalized to input, *n* = 3), dual‐luciferase (G, *n* = 3), and real‐time qRT‐PCR (H, normalized to *β‐actin*, *n* = 3) assays showing the RORB enrichment, promoter activity, and transcript levels of *NR1D1* and *RIOK3* in SK‐N‐BE(2) cells stably transfected with mock, *RORB*, or *RBM10*, and incubated with vehicle or 10% 1,6‐Hex. One‐way ANOVA compared the difference in F‐H. Data are shown as mean ± s.e.m. (error bars); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

To investigate the functional relationship between RBM10 and RORB in NB cell aggressiveness, we conducted a series of rescue experiments. Ectopic expression of *RBM10* prevented the increase of *FLCN* or *FNIP1* expression, and decrease of LAMP1 levels, lysosome number, and CTSD activity in SK‐N‐BE(2) cells following stable *RORB* over‐expression (Figure S8E–G, Supporting Information). Meanwhile, the decrease in growth and invasive capacity of SK‐N‐BE(2) cells stably over‐expressing *RORB* were restored by ectopic expression of *RBM10* (Figure S8H,I, Supporting Information). In nude mice xenograft models, stable *RBM10* over‐expression effectively counteracted *RORB*‐repressed tumor promotion, reversing its effects on tumor growth, final mass, and Ki‐67 labeling index in SK‐N‐BE(2)‐derived tumors (Figure S9A–C, Supporting Information), accompanied by corresponding alteration in downstream gene expression (Figure S9D, Supporting Information). In addition, nude mice receiving tail vein injections of *RBM10*‐overexpressing SK‐N‐BE(2) cells developed significantly more lung metastatic foci and presented less survival possibility compared to controls, and this enhanced metastatic potential was completely reversed by *RORB* co‐expression (Figure S9E–H, Supporting Information). Above findings indicated that *RBM10* promoted NB progression via repressing *RORB* transactivation in liquid condensates.

### 2.5 Targeting RBM10‐Repressed RORB Transactivation Suppressed the Progression of NB

We further illuminated the therapeutic potential targeting interaction between RBM10 and RORB. Based on AF2 domain (445–450 aa) of RORB meditating its interaction with RBM10, a cell‐penetrating peptide was designed and named RBM10 inhibitory peptide with length of 12 amino acids (RIP‐12, **Figure** **6**A). Administration of RIP‐12 or control mutant peptide (CTLP Mut) led to their significant accumulation in nuclei of IMR‐32 cells (Figure 6A). The binding of RIP‐12 to RBM10 was confirmed through a biotinylated peptide pull‐down assay (Figure 6B). Incubation with RIP‐12, but not with CTLP Mut, attenuated the in vitro and in vivo LLPS of RBM10 (Figure 6C), and inhibited the interaction of RBM10 with RORB in SK‐N‐BE(2) or IMR‐32 cells (Figure S10A, Supporting Information), implying its application in modulating RBM10‐repressed RORB activity (Figure 6D). Treatment with RIP‐12 significantly increased or decreased the activity of RORB or NF‐κB (Figure S10B, Supporting Information), respectively, leading to increase in circadian transcript levels of *NR1D1* and *RIOK3*, but not of *RORB* (Figure S10C, Supporting Information). In addition, the protein levels of NR1D1, RIOK3, FLCN, and FNIP1 were up‐regulated by RIP‐12 treatment in IMR‐32 cells (Figure S10D, Supporting Information), along with decrease of LAMP1 levels, lysosome number, and CTSD activity (Figure S10D–G, Supporting Information).

**Figure 6:**
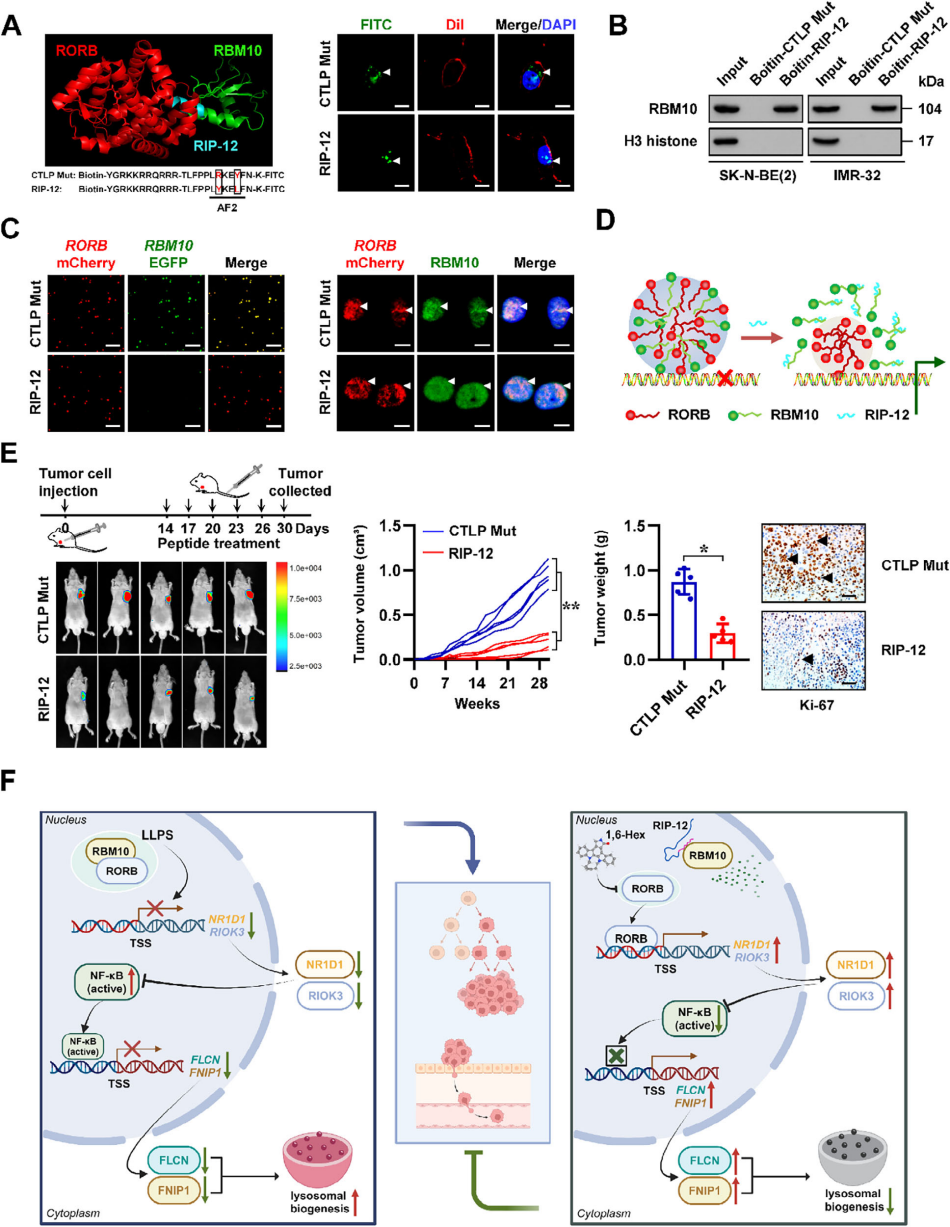
Blocking RBM10‐RORB interaction suppresses the progression of NB. A) Three dimension structure (left panel) showing the inhibitory peptide (RIP‐12) targeting the interaction between RBM10 and RORB protein. Confocal images (right panel) revealing the distribution (arrowheads) of FITC‐labeled control peptide mutant (CTLP Mut) or RIP‐12 (10 µmol L^−1^) within IMR‐32 cells, with nuclei and cellular membranes staining with DAPI or Dil, respectively. Scale bars: 10 µm. B) Peptide pull‐down and western blot assays indicating the interaction of RIP‐12 with RBM10 in SK‐N‐BE(2) and IMR‐32 cell lystaes. C) Representative images of in vitro droplet formation (left panel) of RORB‐mCherry and RBM10‐EGFP, with incubation with CTLP Mut or RIP‐12 (10 µmol L^−1^). Fluorescence imaging assay (right panel) indicating the condensate formation (arrowheads) of RORB‐mCherry and RBM10 in IMR‐32 cells stably transfected with *RORB* construct, and incubated with CTLP Mut or RIP‐12 (10 µmol L^−1^). Scale bars: 10 µm. D) Schematic illustration of the effects of RIP‐12 on RBM10‐RORB interaction and gene transcription. E) Representative images (left panel), growth curve (middle panel), weight (middle panel), and Ki‐67 immunostaining (right panel, arrowheads) of subcutaneous xenograft tumors formed by IMR‐32 cells in nude mice receiving tail vein injection of administration of CTLP Mut or RIP‐12 (3 mg kg^−1^, *n* = 5 per group). F) Schematic depicting the mechanisms underlying *RBM10*/*RORB*‐regulated NF‐κB activity and tumor progression: in liquid condensates, RBM10 interacts with and represses the transactivation of RORB, resulting in down‐regulation of *NR1D1* and *RIOK3*, subsequent activation of NF‐κB signaling, repression of *FLCN* and *FNIP1* expression, and lysosomal biogenesis of NB cells. Meanwhile, blocking the RBM10‐RORB interaction by RIP‐12 is able to suppress lysosomal biogenesis and tumor progression. One‐way ANOVA or Student's *t*‐test compared the difference in E. Data are shown as mean ± s.e.m. (error bars); *, *p* < 0.05; **, *p* < 0.01.

We next investigated whether RIP‐12 influences the aggressiveness of NB cells. Administration of RIP‐12 significantly suppressed NB cell viability in both time‐ and concentration‐dependent manners, while showing no inhibitory effect on HEK‐293 cells (Figure S11A,B, Supporting Information). RIP‐12 treatment markedly reduced both anchorage‐independent growth and invasive capacity of NB cell lines SK‐N‐BE(2) and IMR‐32 (Figure S11C,D, Supporting Information). Administration of RIP‐12 inhibited the growth of IMR‐32 cell‐derived xenograft tumors, as evidenced by reduction in tumor volume, weight, and Ki‐67 proliferative activity (Figure 6E; Figure S11E, Supporting Information), along with up‐regulation of NR1D1, RIOK3, FLCN, or FNIP1 as well as down‐regulation of LAMP1 (Figure S11F, Supporting Information). In addition, RIP‐12 treatment led to increase in body weight of nude mice bearing IMR‐32‐formed xenograft tumors (Figure S11G, Supporting Information), without obvious morphological changes of heart, liver, or kidney tissues (Figure S11H, Supporting Information). Taken together, these data suggested that targeting RBM10‐repressed RORB transactivation was able to suppress progression of NB.

### 2.6 *RBM10*/*RORB* Transcriptional Targets Predict Clinical Outcomes in NB Patients

We further investigate the clinical significance of *RBM10*/*RORB* axis and their target genes. Immunohistochemistry indicated that when compared with ganglion cell neuroblastoma (GNB), lower immunostaining of RORB was concomitant with elevated RBM10 expression in NB tissues (Figure S12A, Supporting Information). Higher levels of *RBM10* was observed in NB specimens, along with down‐regulation of *RORB*, *NR1D1*, *RIOK3*, *FLCN*, or *FNIP1*, especially those with advanced stages (Figure S12B,C, Supporting Information). In a cohort of 498 well‐characterized NB cases (GSE62564), Kaplan‐Meier survival analysis demonstrated that lower expression of *RBM10* (*p* = 2.1 × 10^−7^) and elevated levels of *NR1D1* (*p* = 2.3 × 10^−7^), *RIOK3* (*p* = 1.8 × 10^−6^), *FLCN* (*p* = 7.6 × 10^−20^), or *FNIP1* (*p* = 4.6 × 10^−2^) was correlated with improved clinical outcomes (Figure S12D, Supporting Information). The findings suggested that *RBM10*/*RORB* axis and its downstream targets were linked to NB patients’ outcomes.

## 3 Discussion

Lysosome, the major catabolic organelle with an acidic luminal pH, is able to degrade macromolecule (amino acids or nucleotides) originating from extracellular (endocytosis and phagocytosis) or intracellular (autophagy) sources,^[^ ^20^ ^]^ therefore exerts pivotal functions in diverse cellular processes, including plasma membrane repair, secretion, nutrient (sugars or lipids) signaling, immune response, and ion homeostasis.^[^ ^20^ ^]^ Many types of tumor cells exhibit increased lysosomal abundance and enlarged lysosomal structures compared to normal counterparts, which contribute to drug‐resistance, invasiveness, or metastatic dissemination.^[^ ^21^ ^]^ Lysosome biogenesis depends on the synchronized production of acid hydrolases and their proper delivery through the endocytic transport system. To meet different cellular demands, the expression of lysosomal genes is coregulated by transcription factor EB (TFEB) and transcription factor binding to IGHM enhancer 3 (TFE3), both belonging to the microphthalmia/transcription factor E family of transcription factors.^[^ ^22^ ^]^ Meanwhile, phosphorylation by cyclin‐dependent kinase 4/6 (CDK4/6) triggers cytoplasmic translocation of TFEB and TFE3, effectively suppressing their transcriptional activity.^[^ ^23^ ^]^ Consequently, CDK4/6 inhibition promotes lysosome formation through nuclear accumulation of these factors.^[^ ^23^ ^]^ MYC inhibits lysosome formation through interfering with TFEB/TFE3 recruitment to lysosomal gene regulatory elements.^[^ ^24^ ^]^ In addition, bromodomain containing 4 (BRD4) suppresses lysosome gene expression through directly occupying at their promoter regions.^[^ ^25^ ^]^ Previous studies indicate that loss in GAP activity of FLCN‐FNIP results in the release of TFEB from mechanistic target of rapamycin kinase (mTOR), leading to its constant activation.^[^ ^15^ ^]^ Herein, we discover that RORB is a transcriptional regulator repressing NB progression. *RORB* facilitates the expression of *NR1D1* and *RIOK3* to inhibit NF‐κB activity, resulting in derepression of *FLCN* or *FNIP1* and suppression of NB progression. Staining with LysoTracker red reveals a reduced lysosomal number in *RORB* over‐expressing cells, accompanied by decrease in lysosomal enzyme CTSD activity. Meanwhile, RBM10 physically interacts with and represses RORB transactivation in liquid condensates, and possesses oncogenic properties in facilitating tumor growth and aggressiveness (Figure 6F), indicating the crucial roles of *RBM10*/*RORB*/*NF‐κB* axis in NB progression.

*RORB*, consisting of 10 exons and locating at chromosome 9q21.13, was initially characterized as a brain‐specific transcription factor, with high expression levels in the adult retina, suprachiasmatic nucleus, or pineal gland, without abundance in non‐neuronal tissues.^[^ ^26^ ^]^ *RORB* is essential in controlling both proliferation of retinal progenitor cells.^[^ ^27^ ^]^ and differentiation of rod photoreceptor,^[^ ^28^ ^]^ while *RORB^−/−^* mice exhibit blindness or behavioral changes.^[^ ^29^ ^]^ In colorectal cancer, *RORB* is down‐regulated and influences Wnt activities to modulate self‐renewal of colorectal cancer‐initiating cells.^[^ ^8^ ^]^ Yet, the functional significance and molecular mechanisms of *RORB* in other tumor types remain poorly understood. In current study, we found the down‐regulation of *RORB* in NB tissues, including those with diploidy. Previous studies indicate that diploidy is associated with early treatment failure of NB patients, whereas individuals with hyperdiploidy (predominantly near‐triploid) exhibit long‐term survival.^[^ ^30^ ^]^ In diploid and tetraploid NB specimens, higher frequencies of structural chromosome aberrations and *MYCN* amplification are noted than those of near‐triploid tumors.^[^ ^31^ ^]^ However, due to limited case number, the association of *RORB* expression with NB cell ploidy warrants further investigation. Our results illuminate a functional relationship between RORB and NF‐κB activities in NB. Actually, our results demonstrate that RORB, functioning as a transcription factor, directly activates *NR1D1* and *RIOK3* expression in NB cells. *NR1D1*, also known as reverse orientation c‐erbA gene alpha (*REV‐ERBα*), is an established core component of the circadian clock machinery that transcriptionally regulates the levels of key clock genes *BMAL1* and *CLOCK*.^[^ ^32^ ^]^ Beyond its core circadian function, *NR1D1* plays pleiotropic roles in diverse physiological processes including metabolic regulation, immune cell differentiation, and cellular fate determination.^[^ ^7^ ^]^ In breast cancer, NR1D1 binds with poly (ADP‐ribose) polymerase 1 (PARP1) to prevent the assembly of DNA damage response complexes at lesion sites,^[^ ^33^ ^]^ and high *NR1D1* expression correlates significantly with improved overall survival of patients.^[^ ^34^ ^]^ Meanwhile, *RIOK3* belongs to the atypical right open reading frame (RIO) kinase family that promotes actin cytoskeletal organization, while depletion of *RIOK3* inhibits the invasion and metastatic potential of breast or pancreas cancer cells.^[^ ^35^ ^]^ *RIOK3* is highly expressed in glioma and pancreatic cancer,^[^ ^36^ ^]^ while silencing of *RIOK3* inhibits the proliferation, migration, invasion of tumor cells.^[^ ^36a^ ^]^ However, our evidence indicated that down‐regulation of *RIOK3* in NB tissues correlated with poor outcomes of patients, suggesting its functions in a context‐dependent manner. Consistent with prior studies demonstrating that NR1D1 and RIOK3 inhibit IKKα/β phosphorylation.^[^ ^13^ ^]^ or IκBα degradation,^[^ ^14^ ^]^ our studies showed that RORB suppressed NF‐κB signaling activation, at least in part, through up‐regulation of *NR1D1* and *RIOK3*, resulting in reduction of lysosomal biogenesis during NB progression. Meanwhile, the roles of *RORB* in regulating circadian clock‐dependent expression of downstream genes warrant further investigation.

RBM10, a member of RNA binding protein (RBP) family, participates in alternatively splicing and mRNA stabilization,^[^ ^37^ ^]^ and is vital for embryonic development of heart, lungs, kidneys, limbs, and central nervous system.^[^ ^38^ ^]^ Recent evidence indicates tumor suppressive or oncogenic roles of *RBM10* in tumorigenesis.^[^ ^39^ ^]^ Mutation or depletion of *RBM10* is documented in lung, pancreatic, and colorectal cancers.^[^ ^40^ ^]^ Over‐expression of *RBM10* inhibits the viability, colony formation, and cell cycle process of lung cancer cells.^[^ ^41^ ^]^ In contrast, high *RBM10* expression is positively correlated with aggressiveness of metastatic melanoma,^[^ ^42^ ^]^ and associated with increase of vascular endothelial growth factor levels in breast cancer.^[^ ^43^ ^]^ Knockdown of *RBM10* leads to reduction in epithelial to mesenchymal transition via association with filamin A‐binding RhoGTPase‐activating protein (FILGAP), a regulator of cell migration,^[^ ^44^ ^]^ and augments proapoptotic effects of staurosporine in NB cells.^[^ ^45^ ^]^ Nevertheless, the exact mechanisms by which *RBM10* operates in NB, along with its specific functions, are still poorly defined. In this investigation, we employed co‐IP coupled with mass spectrometry to identify RBM10 as a protein partner of RORB. Human RBM10 have two RRM domains, an octamer repeat of aromatic residues (OCRE) domain, a G‐patch domain, and two zinc finger domains.^[^ ^37^ ^]^ Our findings demonstrated that RRM2 domain of RBM10 was essential for its binding to the AF2 domain of RORB, leading to the suppression of RORB transactivation in NB cells. Of importance, *RBM10* was up‐regulated in NB tissues and cells, and exerted oncogenic roles in lysosomal biogenesis and progression of NB via depressing *RORB* transactivation. Blocking RBM10‐RORB interaction was able to suppress malignant behaviors of NB cells, highlighting the importance of *RBM10* and *RORB* in NB progression.

In conclusion, we demonstrate, for the first time, that *RORB* is associated with favorable outcome and promotes regression of NB. Meanwhile, RBM10 suppresses RORB transactivation to promote aggressiveness of NB cells. Mechanistically, as a co‐factor, RBM10 represses the transcriptional activity of RORB in liquid condensates, resulting in down‐regulation of *NR1D1* and *RIOK3* that further activates NF‐κB activity to facilitate lysosomal biogenesis via repressing expression of *FLCN* and *FNIP1*. A peptide blocking interaction between RORB and RBM10 is able to suppress in vitro and in vivo aggressive features of NB cells. Collectively, our findings significantly advance the understanding of lysosomal biogenesis and NB regression mediated by transcription factor networks. Specifically, we demonstrate that *RBM10*/*RORB*/*NF‐κB* axis regulates these processes, highlighting its potential as a novel therapeutic target for tumors. Due to limited case number, the association of *RORB* expression with tumor cell ploidy and prognostic values of *RBM10*/*RORB* axis in NB warrant further investigation via a larger series of cases with longer follow‐up duration. Efforts will be deserved to reveal additional functions (eg. apoptosis induction) of *RORB* during the progression of NB and other tumors. Meanwhile, therapeutic potential and toxicity of RIP‐12 or melatonin in regulating *RBM10*/*RORB* axis deserve studies by using patient‐derived tumor xenografts or immune‐competent mice models.

## 4 Experimental Section

### Cell Lines and Culture

Human cell lines were obtained from American Type Culture Collection (ATCC, Rockville, MD), including HEK‐293 (CRL‐1573), HEK‐293T (CRL‐3216), SH‐SY5Y (CRL‐2266), SK‐N‐AS (CRL‐2137), SK‐N‐SH (HTB‐11), SK‐N‐BE(2) (CRL‐2271), BE(2)‐C (CRL‐2268), IMR‐32 (CCL‐127), and SK‐N‐DZ (CRL‐2149). All cell lines were authenticated through short tandem repeat (STR) profiling and utilized within six months of resuscitation. Routine mycoplasma screening was performed using the MycoAlert PLUS Mycoplasma Detection Kit (Takara, Japan), with all cultures testing negative for contamination. Cell lines SK‐N‐DZ, IMR‐32, SK‐N‐AS, SK‐N‐SH, HEK293, and HEK‐293T were maintained at 37 °C under 5% CO_2_ in a humid environment using Dulbecco's Modified Eagle's Medium (DMEM; Invitrogen, Carlsbad, CA). Meanwhile, SK‐N‐BE(2), BE(2)‐C, and SH‐SY5Y cells were cultured under identical temperature and CO_2_ conditions, utilizing either Minimum Essential Medium (MEM)/F12 or DMEM/F12 (Invitrogen) supplemented with 10% fetal bovine serum (FBS; Sigma, St. Louis, MO). To achieve synchronization in vitro, cells were incubated with dexamethasone (100 nmol L^−1^, Sigma, St. Louis, MO) for 60 min, and subsequently maintained in complete growth medium.^[^ ^46^ ^]^ Twenty‐four hours after synchronization, cells were harvested at seven sequential time points (4 h intervals).

### Western Blotting

Proteins were prepared from tissues or cultured cells using 1× RIPA lysis buffer (Promega, Madison, WI). Western blot analysis was conducted following standard protocols,^[^ ^46^, ^47^ ^]^ using antibodies specific against RORB (ab228650), RBM10 (ab72423), NR1D1 (ab174309), RIOK3 (ab241361), phospho‐IKKα/β (p‐IKKα/β at Ser176/180, ab17943), IKKα (ab32041), IKKβ (ab124957), phospho‐IκBα (p‐IκBα at Ser32/36, ab133462), IκBα (ab32518), phospho‐p65 (p‐p65 at Ser536, ab76302), p65 (ab32536), FLCN (ab124885), FNIP1 (ab215725), LAMP1 (ab278043), Flag‐tag (ab125243), Myc‐tag (ab206486), GST (ab19256), MBP (ab119994), histone H3 (ab5103), or β‐actin (ab7291, Abcam Inc., Cambridge, MA). The specificity of commercial antibodies was validated by gene over‐expression or silencing experiments, with isotype IgG as a negative control.

### Chromatin Immunoprecipitation (ChIP) and ChIP‐Seq

ChIP assay was performed with the EZ‐ChIP kit (Millipore, Burlington, MA),^[^ ^46^, ^47^ ^]^ and antibodies against RORB (Abcam Inc., ab228650) or NF‐κB p65 (ab218533). Two confluent 55 cm^2^ dishes (1 × 10^7^ cells per dish) were collected, while formaldehyde was added dropwise to the media (0.75% final concentration) for 10 min to cross‐link proteins to DNA, with incubation under gentle rotation. Following treatment with glycine (125 mmol L^−1^ final concentration) and two washes with 10 ml of ice‐cold phosphate‐buffered saline (PBS), cells were centrifuged to form pellets and then reconstituted in ChIP lysis buffer (Thermo Fisher Scientific, Inc., Waltham, MA; 750 µl per 1 × 10⁷ cells). Chromatin fragmentation to 200–500 bp was achieved by sonicating lysates on ice using 20 s pulses. Sheared chromatin samples were then subjected to immunoprecipitation through overnight incubation with 3 µg of target‐specific antibodies or control IgG. Captured immuno‐complexes underwent sequential rinsing with ChIP wash solution (Thermo Fisher Scientific, Inc.) followed by elution in a buffer containing 1.0% sodium dodecyl sulfate (SDS) and 1.0 mol L^−1^ NaHCO_3_. Real‐time quantitative PCR (qPCR) was utilized with SYBR Green PCR Master Mix (Takara) along with primers (Table S3, Supporting Information). Isotype IgG was used as a negative control to standardize the immunoprecipitated DNA. For ChIP‐seq, after library preparation, Illumina HiSeq X Ten was used for transcriptome sequencing (Wuhan SeqHealth Technology Co., Ltd., China). The 100‐bp paired‐end sequences were aligned to genomic features with HTSeq v0.6.0, and the number of transcript fragments (FPKM) per million mapped fragments was analyzed. The dataset was submitted to Gene Expression Omnibus (GEO), under accession GSE305134.

### RNA Sequencing (RNA‐seq)

Total RNA was extracted from 1 × 10^6^ cells with RNeasy Mini Kit (Qiagen). RNA‐seq libraries were prepared by Wuhan SeqHealth Technology Co., Ltd. following standard Illumina protocols, with subsequent sequencing on the HiSeq X Ten platform to generate 100 nucleotide paired‐end reads. Gene‐level read counts were quantified using HTSeq (version 0.6.0) with default union‐counting mode, followed by FPKM normalization to account for transcript length and sequencing depth variations. 

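In union mode, HTSeq counts a read on a gene when it overlaps that gene and no other, and leaves reads that overlap several genes uncounted. FPKM then divides the count of each gene by its length and by the total of the library, so that a change in a few abundant transcripts shifts the values of all others. In the RNA-seq libraries, the 13 protein-coding genes of the mitochondrial genome are short and abundant. Genes of the mitochondrial genome held 64.8% of the summed FPKM of mock replicate 1, 56.0% of mock replicate 2, 57.0% of RORB replicate 1, and 44.3% of RORB replicate 2, and 19.5%, 13.9%, 14.2%, and 9.15% of the reads. The scaling factors that the trimmed mean of log ratios gave to the 4 libraries were 0.894, 1.01, 0.936, and 1.19 in the same order. The genome build, the annotation, the aligner, the strand setting, and the tool for differential expression are not stated in the text of the paper or of its supplement. The statistics section gives significance as an FDR-adjusted p below 0.05 for the paper as a whole.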

All sequencing datasets were accessible through GEO database (GSE305133).

### Co‐IP and Mass Spectrometry

Co‐IP assay was carried out by previously published methodology,^[^ ^46^, ^47^ ^]^ with antibodies specific for RORB (ab228650), RBM10 (ab72423), Flag‐tag (ab125243), or Myc‐tag (ab206486, Abcam Inc., Cambridge, MA). Bead‐bound proteins were released, separated using SDS‐polyacrylamide gel electrophoresis (PAGE), and detected via Coomassie blue staining, immunoblotting, or proteomic profiling (Wuhan SpecAlly Life Technology Co., Ltd, China).

### Cellular Viability, Growth, and Invasion Assays

Cellular viability, growth, and invasion in vitro was measured via the colorimetric assay with tetrazolium bromide (MTT, MerkMillipore),^[^ ^48^ ^]^ soft agar,^[^ ^46^, ^47^ ^]^ and matrigel invasion.^[^ ^46^, ^47^ ^]^ assays, respectively.

### Immunohistochemical Staining

Immunohistochemical staining was carried out using standard protocols.^[^ ^46^, ^47^ ^]^ and following antibodies: anti‐Ki‐67 (ab92742; 1:100), anti‐RORB (ab188756, Abcam; 1:200), and anti‐RBM10 (ab220847, Abcam; 1:200). Specificity was verified using antigen‐blocking peptide or IgG isotype control. The intensity of staining reaction was evaluated by two pathologists blind to group assignment.

### Statistical Analysis

The data were analyzed by GraphPad 8.0 software (GraphPad Software, Boston, MA). All quantitative findings were expressed as mean ± standard error of the mean (SEM). Gene expression cutoff values were established based on the median expression levels. To quantify the significant concordance of independent gene sets, Fisher's exact test was implemented. To evaluate differences among tumor cells or tissues, statistical comparisons were performed using either non‐parametric Mann‐Whitney U test (for non‐normal distributions), one‐way analysis of variance (ANOVA, for multiple distributed parametric data), or Student's *t*‐test (for normally distributed parametric data). Kaplan‐Meier curves were applied for analyzing survival data, while group comparisons were performed using two‐sided log‐rank test. Statistical significance was assessed by using two‐tailed tests, with significance defined as false discovery rate (FDR)‐adjusted *p*‐value less than 0.05.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.G., X.W., and C.Y. contributed equally to this work. Y.G. and X.W. conceived and designed the research. Y.G., X.W., C.Y., Z.W., X.W., X.L., J.Q., and S.Z. performed the experiments. Y.G. and C.Y. analyzed the data. Y.G., Q.T. and L.Z. wrote the manuscript. All authors read and approved the final manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Targeting RBM10‐Repressed RORB Activity in Liquid Condensates Inhibits Lysosomal Biogenesis and Neuroblastoma Progression via Affecting NF‐κB Signaling
**Source:** Adv Sci (Weinh). 2025 Sep 3;12(44):e06131. doi: 10.1002/advs.202506131
**Supplement:** Supplementary file 1 — Supporting Information

## **Supporting Information**

### **Targeting RBM10-Repressed RORB Activity in Liquid Condensates Inhibits Lysosomal Biogenesis and Neuroblastoma Progression via Affecting NF- $\kappa$ B Signaling**

*Yanhua Guo, Xiaojing Wang, Chunhui Yang, Zhijie Wang, Xiaolin Wang, Xinyue Li, Jiaying Qu, Shunchen Zhou, Liduan Zheng \*, Qiangsong Tong \**

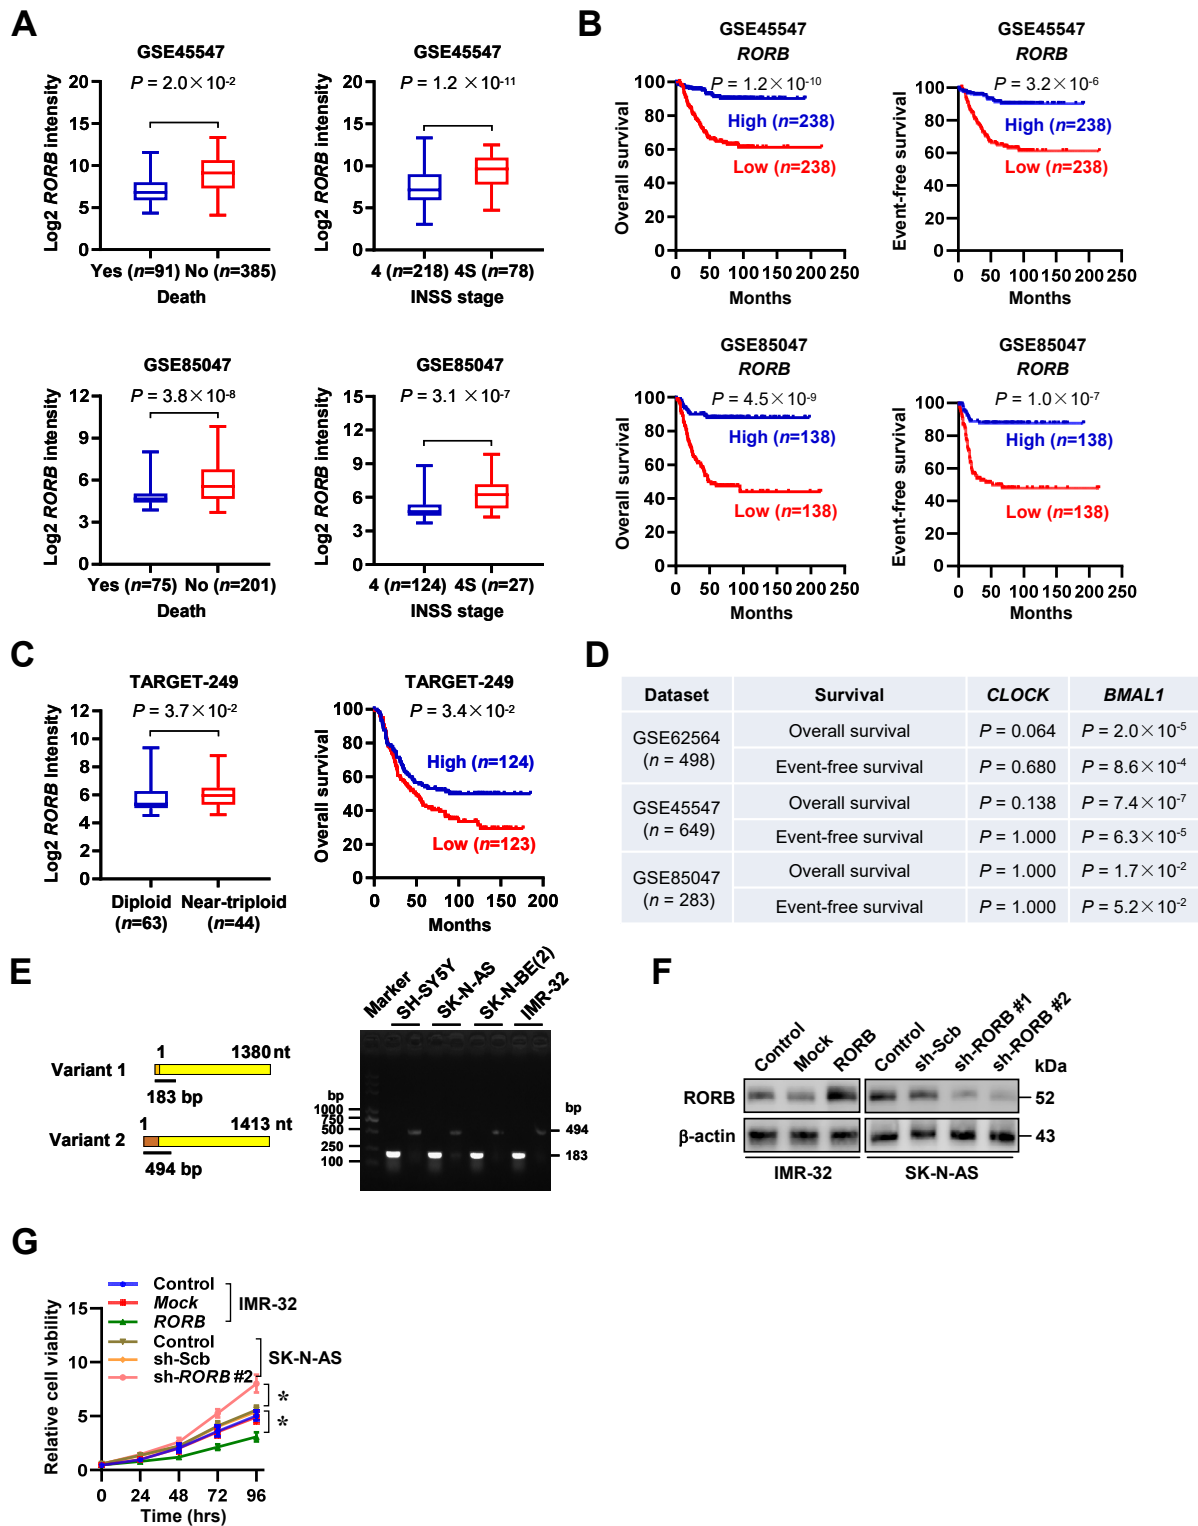

**Figure S1. Tumor suppressive roles of *RORB* in NB.** **A**) Mining of two public datasets revealing the *RORB* levels in 649 (GSE45547) and 283 (GSE85047) NB tissues with different status of death or INSS stages. **B**) Kaplan-Meier curve showing overall or event-free survival of 649 (GSE45547) and 283 (GSE85047) NB patients with high or low *RORB* expression (cutoff values=8.59 and 5.12). **C**) Mining of a public dataset derived from TARGET database (<https://ocg.cancer.gov/programs/target/projects/neuroblastoma>) showing the *RORB* levels (left panel) in NB tissues with diploid (n=63) or near-triploid (n=44) status. Kaplan-Meier curve (right panel) indicating overall survival of 249 NB patients with high or low *RORB* expression (cutoff values= 5.33). **D**) Overall or event-free survival of 498 (GSE62564), 649 (GSE45547), and 283 (GSE85047) NB cases with low or high levels of *CLOCK* and *BMAL1*. **E**) RT-PCR assay with specific primer sets revealing the existence of *RORB* variants in cultured NB cell lines. **F**) Western blot assay indicating the expression of *RORB* in untreated (control) IMR-32 and SK-N-AS parental cells, and those stably transfected with empty vector (mock), *RORB*, scramble shRNA (sh-Scb), sh-*RORB* #1, or sh-*RORB* #2. **G**) MTT colorimetric assay indicating the viability of untreated (control) IMR-32 and SK-N-AS parental cells, and those stably transfected with mock, *RORB*, sh-Scb, or sh-*RORB* #2 (n=4). Non-parametric Mann-Whitney U test compared the difference in **A** and **C**. Log-rank test for survival comparison in **B-D**. One-way ANOVA compared the difference in **G**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P < 0.05$ .

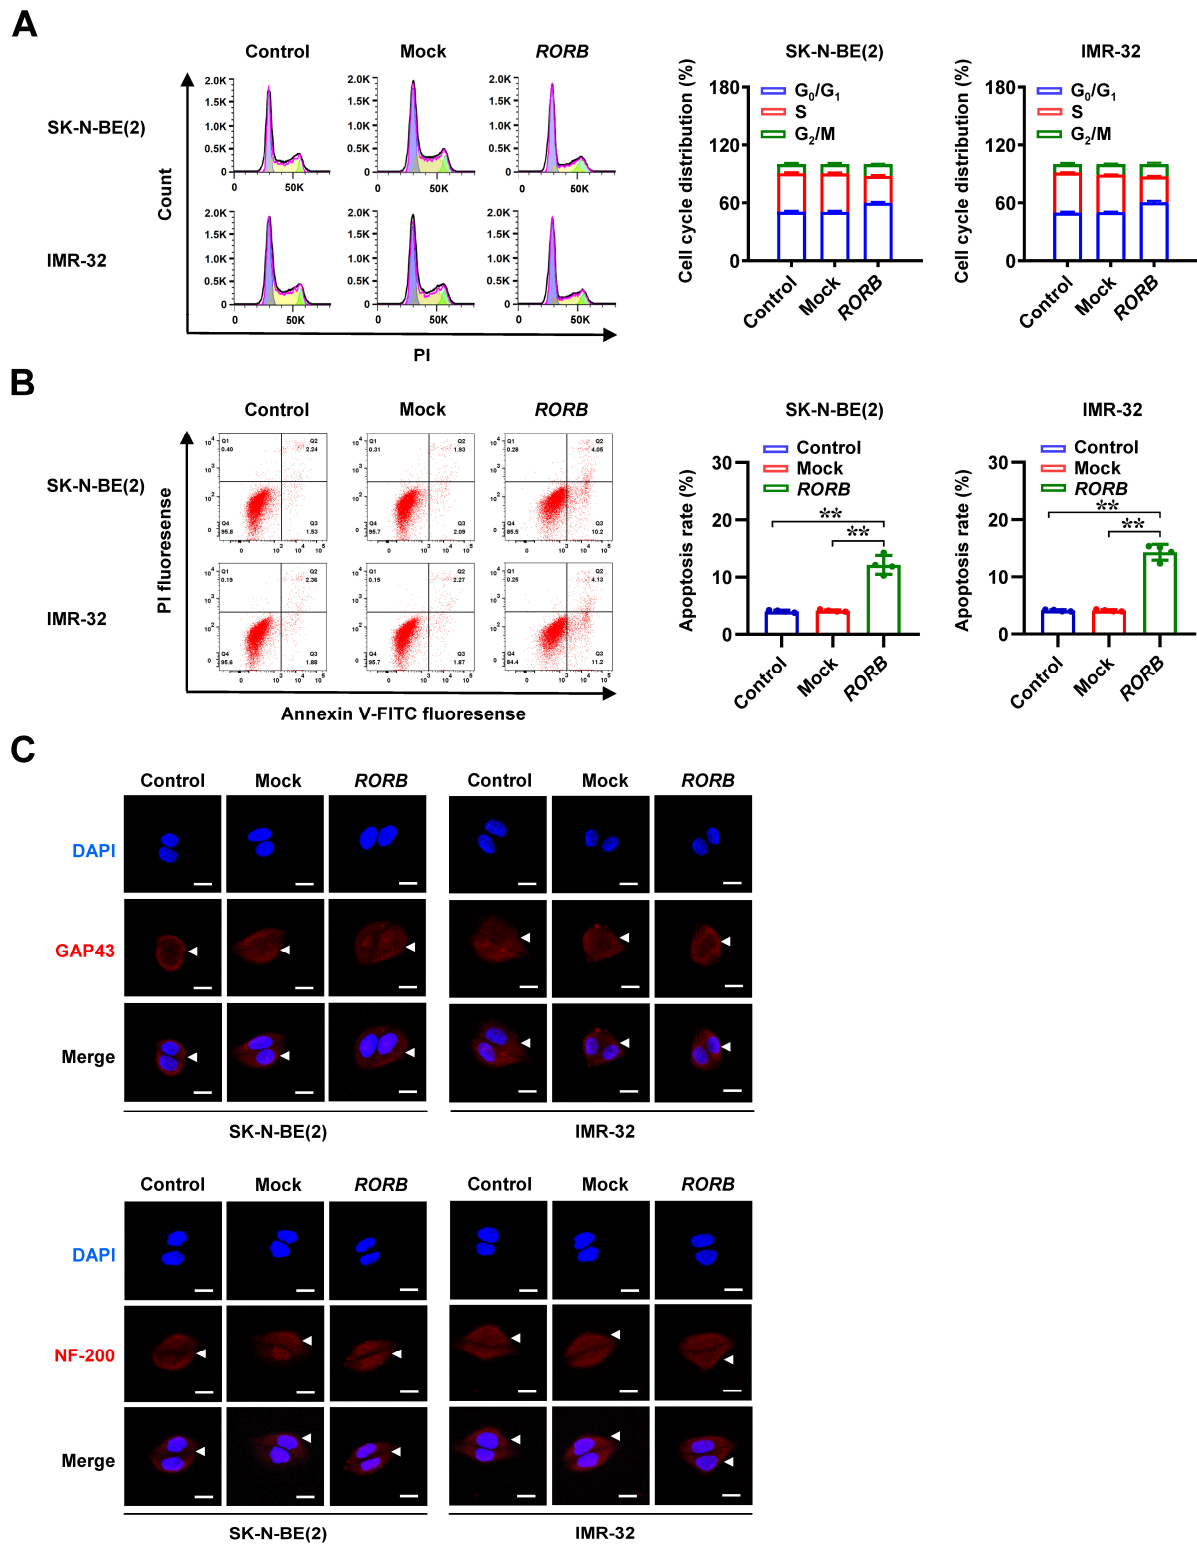

**Figure S2. Effects of *RORB* on cell cycle process, apoptosis, and differentiation of NB cells.** **A)** Representative images (left panel) and quantification (right panel) of PI-staining flow cytometry showing the cell cycle phases of untreated (control) SK-N-BE(2) and IMR-32 parental cells, and those stably transfected with empty vector (mock) or *RORB* ( $n=5$ ). **B)** Representative images (left panel) and quantification (right panel) of Annexin V/PI-staining flow cytometry showing the apoptosis of untreated (control) SK-N-BE(2) and IMR-32 parental cells, and those stably transfected with mock or *RORB* ( $n=4$ ). **C)** Immunofluorescent assay showing the expression (arrowheads) of neuronal differentiation markers (GAP43 and NF-200) in untreated (control) SK-N-BE(2) and IMR-32 parental cells, and those stably transfected with mock or *RORB*. Scale bars: 10  $\mu$ m. One-way ANOVA compared the difference in **B**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*\*,  $P<0.01$ .

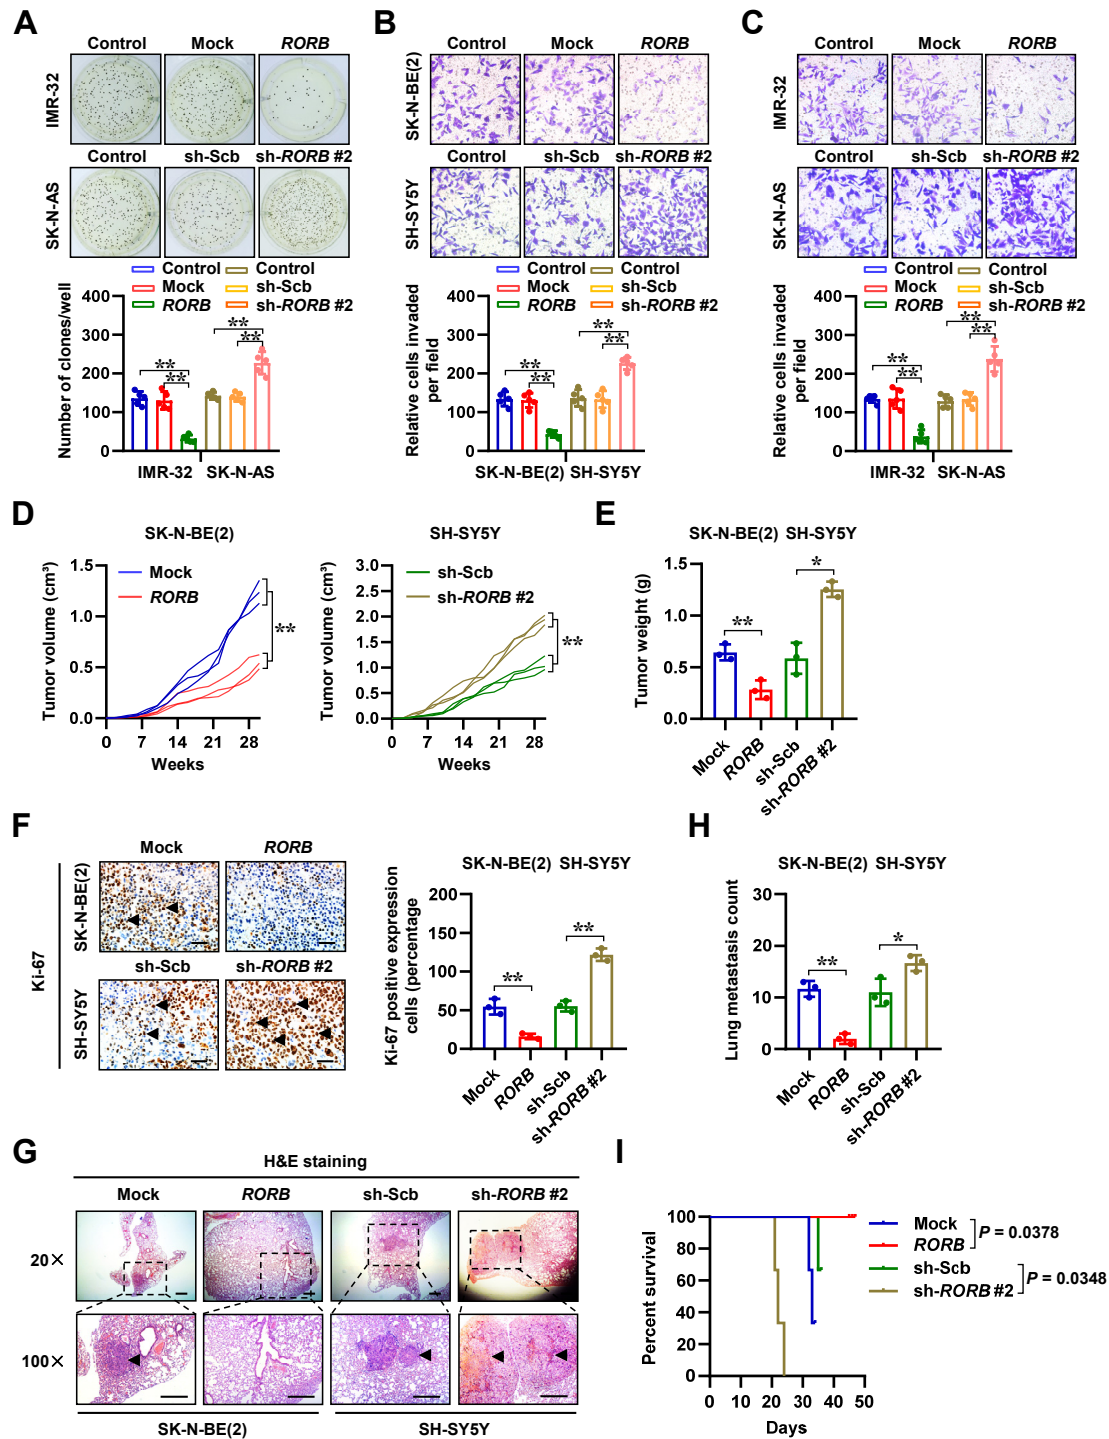

**Figure S3. *RORB* suppresses the growth and metastasis of NB cells *in vitro* and *in vivo*.** A) Representative images (upper panel) and quantification (lower panel) of soft agar assay showing the growth of untreated (control) IMR-32 and SK-N-AS parental cells, and those stably transfected with empty vector (mock), *RORB*, scramble shRNA (sh-Scb), or sh-*RORB* #2 ( $n=5$ ). B and C) Representative images (upper panel) and quantification (lower panel) of matrigel invasion assay showing the invasion of untreated (control) SK-N-BE(2), SH-SY5Y, IMR-32 and SK-N-AS parental cells, and those stably transfected with mock, *RORB*, sh-Scb, or sh-*RORB* #2 ( $n=5$ ). D and E) *In vivo* growth curve and weight of subcutaneous xenograft tumors in nude mice formed by SK-N-BE(2) or SH-SY5Y cells stably transfected with mock, *RORB*, sh-Scb, or sh-*RORB* #2 ( $n=3$  per group). F) Representative images (left panel) and quantification (right panel) of Ki-67 immunostaining (arrowheads) in subcutaneous xenograft tumors in nude mice formed by SK-N-BE(2) or SH-SY5Y cells stably transfected with mock, *RORB*, sh-Scb, or sh-*RORB* #2 ( $n=3$  per group). G and H) HE staining (G, arrowheads) and quantification (H) of lung metastasis in nude mice treated with tail vein injection of SK-N-BE(2) or SH-SY5Y cells stably transfected with mock, *RORB*, sh-Scb, or sh-*RORB* #2 ( $n=3$  per group). Scale bar, 100  $\mu$ m. I) Kaplan-Meier curves of nude mice treated with tail vein injection of SK-N-BE(2) or SH-SY5Y cells stably transfected with mock, *RORB*, sh-Scb, or sh-*RORB* #2 ( $n=3$  per group). One-way ANOVA compared the difference in A-F and H. Log-rank test for survival comparison in I. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P<0.05$ ; \*\*,  $P<0.01$ .

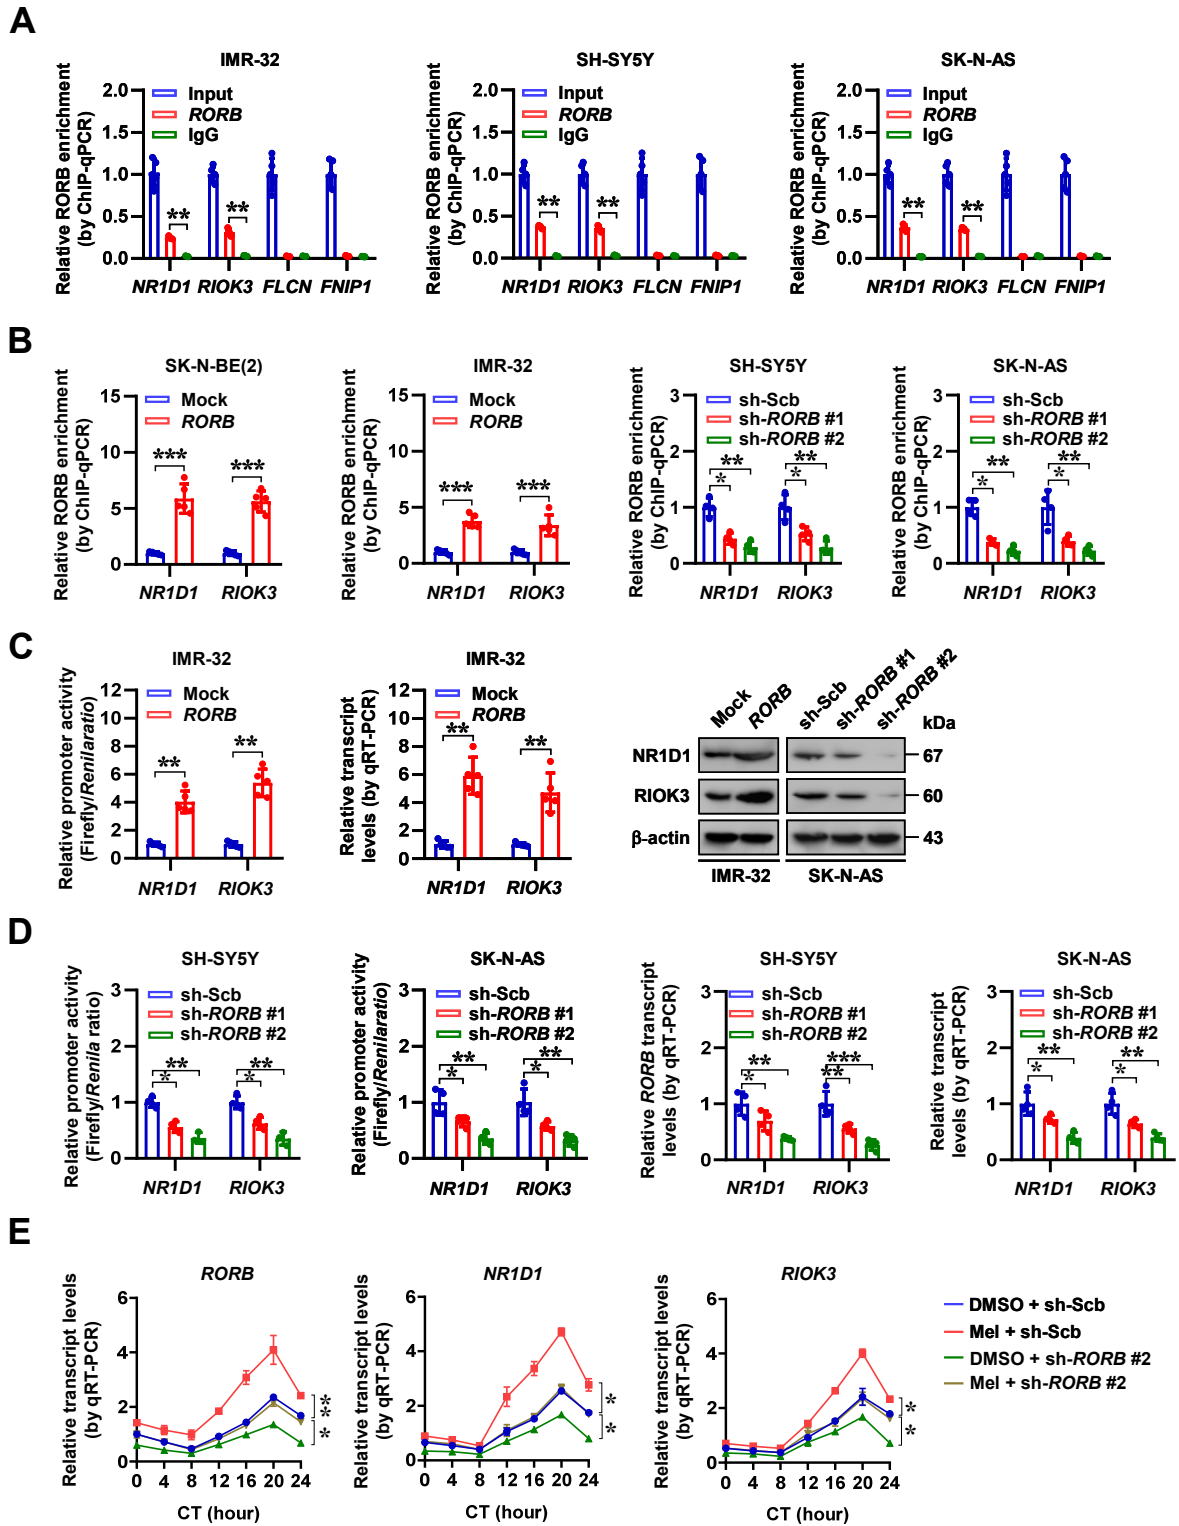

**Figure S4. RORB facilitates the expression of *NR1D1* and *RIOK3* in NB cells.** **A**) ChIP-qPCR assay (normalized to input) showing the endogenous enrichment of RORB on promoter regions of *NR1D1*, *RIOK3*, *FLCN*, or *FNIP1* in IMR-32, SH-SY5Y, and SK-N-AS cells ( $n=5$ ). **B**) ChIP-qPCR assay (normalized to input) revealing the enrichment of RORB on promoter regions of *NR1D1* or *RIOK3* in NB cells stably transfected with empty vector (mock), *RORB*, scramble shRNA (sh-Scb), sh-*RORB* #1, or sh-*RORB* #2 ( $n=5$ ). **C**) Dual-luciferase ( $n=5$ ), real-time qRT-PCR (normalized to  $\beta$ -actin,  $n=5$ ), and western blot assays indicating the promoter activity, transcript, and protein levels of *NR1D1* and *RIOK3* in IMR-32 or SK-N-AS cells stably transfected with mock, *RORB*, sh-Scb, sh-*RORB* #1, or sh-*RORB* #2. **D**) Dual-luciferase ( $n=5$ ) and real-time qRT-PCR (normalized to  $\beta$ -actin,  $n=5$ ) assays showing the promoter activity and transcript levels of *NR1D1* and *RIOK3* in SH-SY5Y and SK-N-AS cells stably transfected with sh-Scb, sh-*RORB* #1, or sh-*RORB* #2. **E**) Real-time qRT-PCR (normalized to  $\beta$ -actin,  $n=5$ ) showing the circadian transcript levels of *RORB*, *NR1D1* and *RIOK3* in SK-N-BE(2) cells treated with melatonin (Mel,  $10 \text{ nmol} \cdot \text{L}^{-1}$ ), and those stably transfected with sh-Scb or sh-*RORB* #2. Student's *t*-test or one-way ANOVA compared the difference in A-E. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P<0.05$ ; \*\*,  $P<0.01$ ; \*\*\*,  $P<0.001$ .

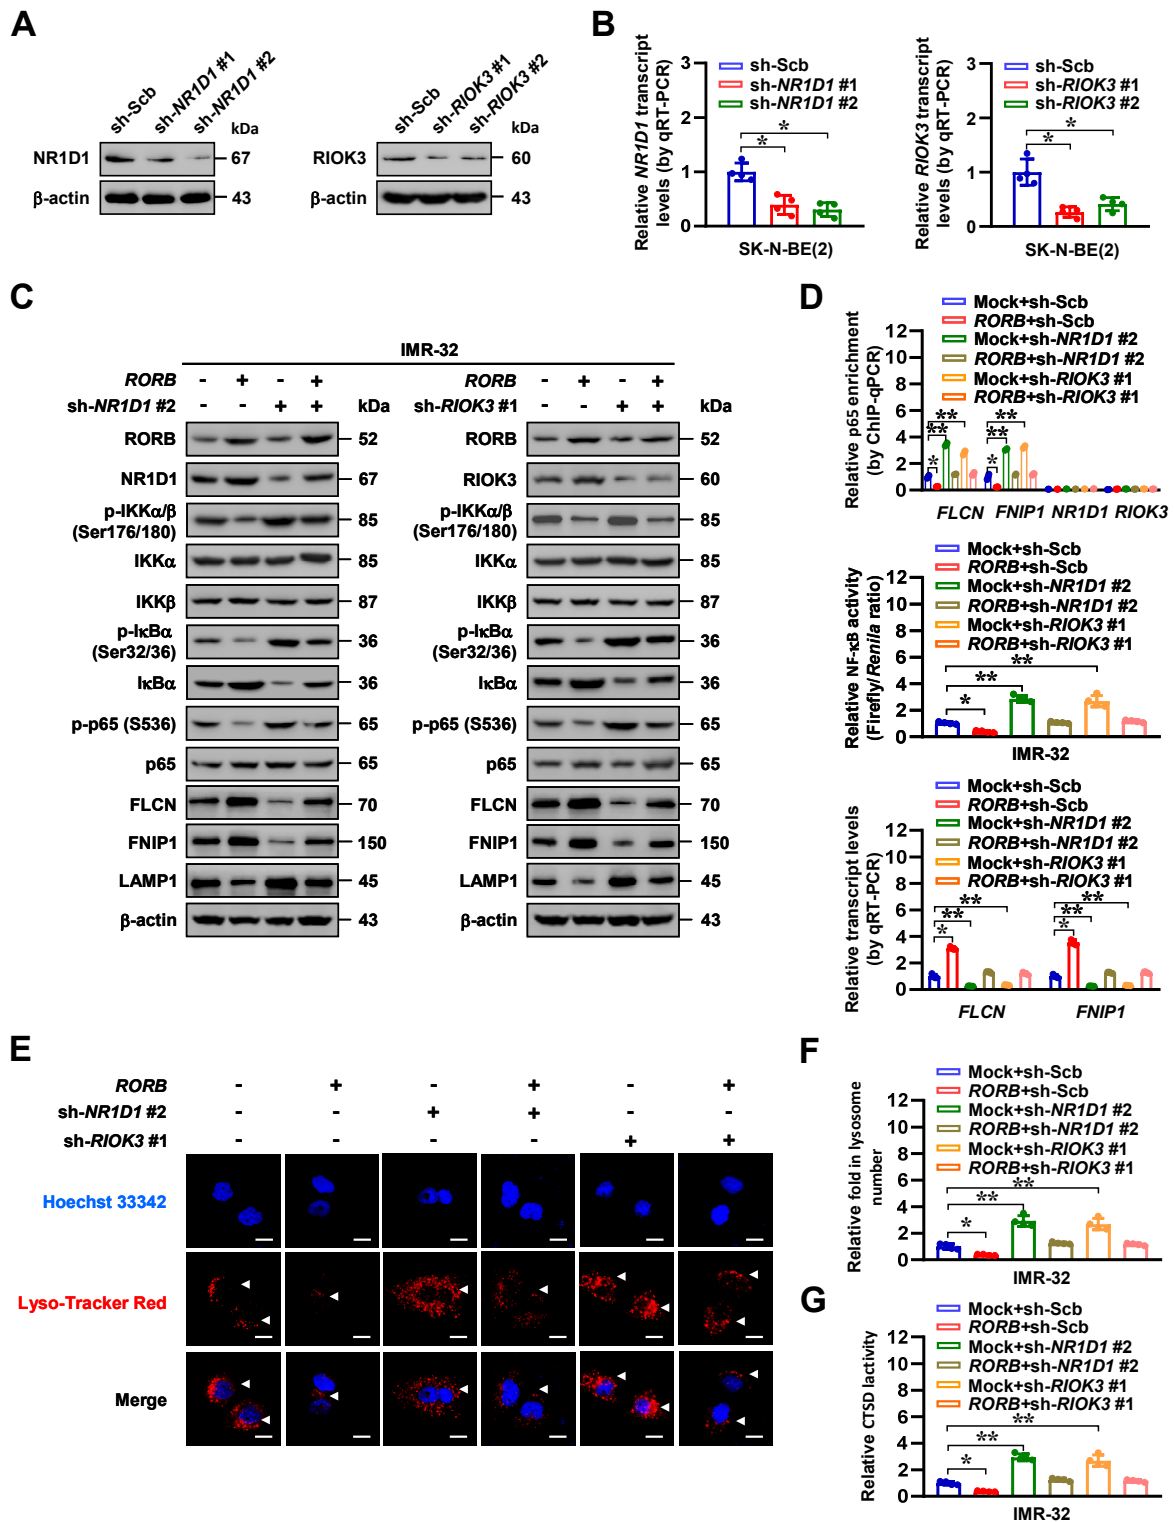

**Figure S5. *RORB* represses the NF- $\kappa$ B signaling and lysosome biogenesis via up-regulation of *NR1D1* and *RIOK3* in NB cells.** **A** and **B**) Western blot (**A**) and real-time qRT-PCR (**B**, normalized to  $\beta$ -actin,  $n=5$ ) indicating the expression levels of *NR1D1* and *RIOK3* in SK-N-BE(2) stably transfected with scramble shRNA (sh-Scb), sh-*NR1D1* #1, sh-*NR1D1* #2, sh-*RIOK3* #1, or sh-*RIOK3* #2. **C**) Western blot assay revealing the levels of RORB, NR1D1, RIOK3, phosphorylated or non-phosphorylated IKK $\alpha$ / $\beta$ , I $\kappa$ B $\alpha$ , and p65, FLCN, FNIP1, and LAMP1 in IMR-32 cells stably transfected with mock or *RORB*, and those co-transfected with sh-Scb, sh-*NR1D1* #2, or sh-*RIOK3* #1. **D**) ChIP-qPCR (normalized to input,  $n=3$ ), dual-luciferase ( $n=4$ ), and real-time qRT-PCR (normalized to  $\beta$ -actin,  $n=4$ ) assays indicating the enrichment or activity of p65 and transcript levels of *FLCN* or *FNIP1* in IMR-32 cells stably transfected with mock or *RORB*, and those co-transfected with sh-Scb, sh-*NR1D1* #2, sh-*RIOK3* #1 ( $n=4$ ). **E** and **F**) Representative images (**E**) and quantification (**F**) of fluorescence assay showing Lyso-Tracker Red-positive lysosomes (arrowheads) within IMR-32 cells stably transfected with mock or *RORB*, and those co-transfected with sh-Scb, sh-*NR1D1* #2, or sh-*RIOK3* #1 ( $n=4$ ). Scale bars: 10  $\mu$ m. **G**) The CTSD activity in IMR-32 cells stably transfected with mock or *RORB*, and those co-transfected with sh-Scb, sh-*NR1D1* #2, or sh-*RIOK3* #1 ( $n=4$ ). One-way ANOVA compared the difference in **B**, **D**, **F** and **G**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P<0.05$ ; \*\*,  $P<0.01$ .

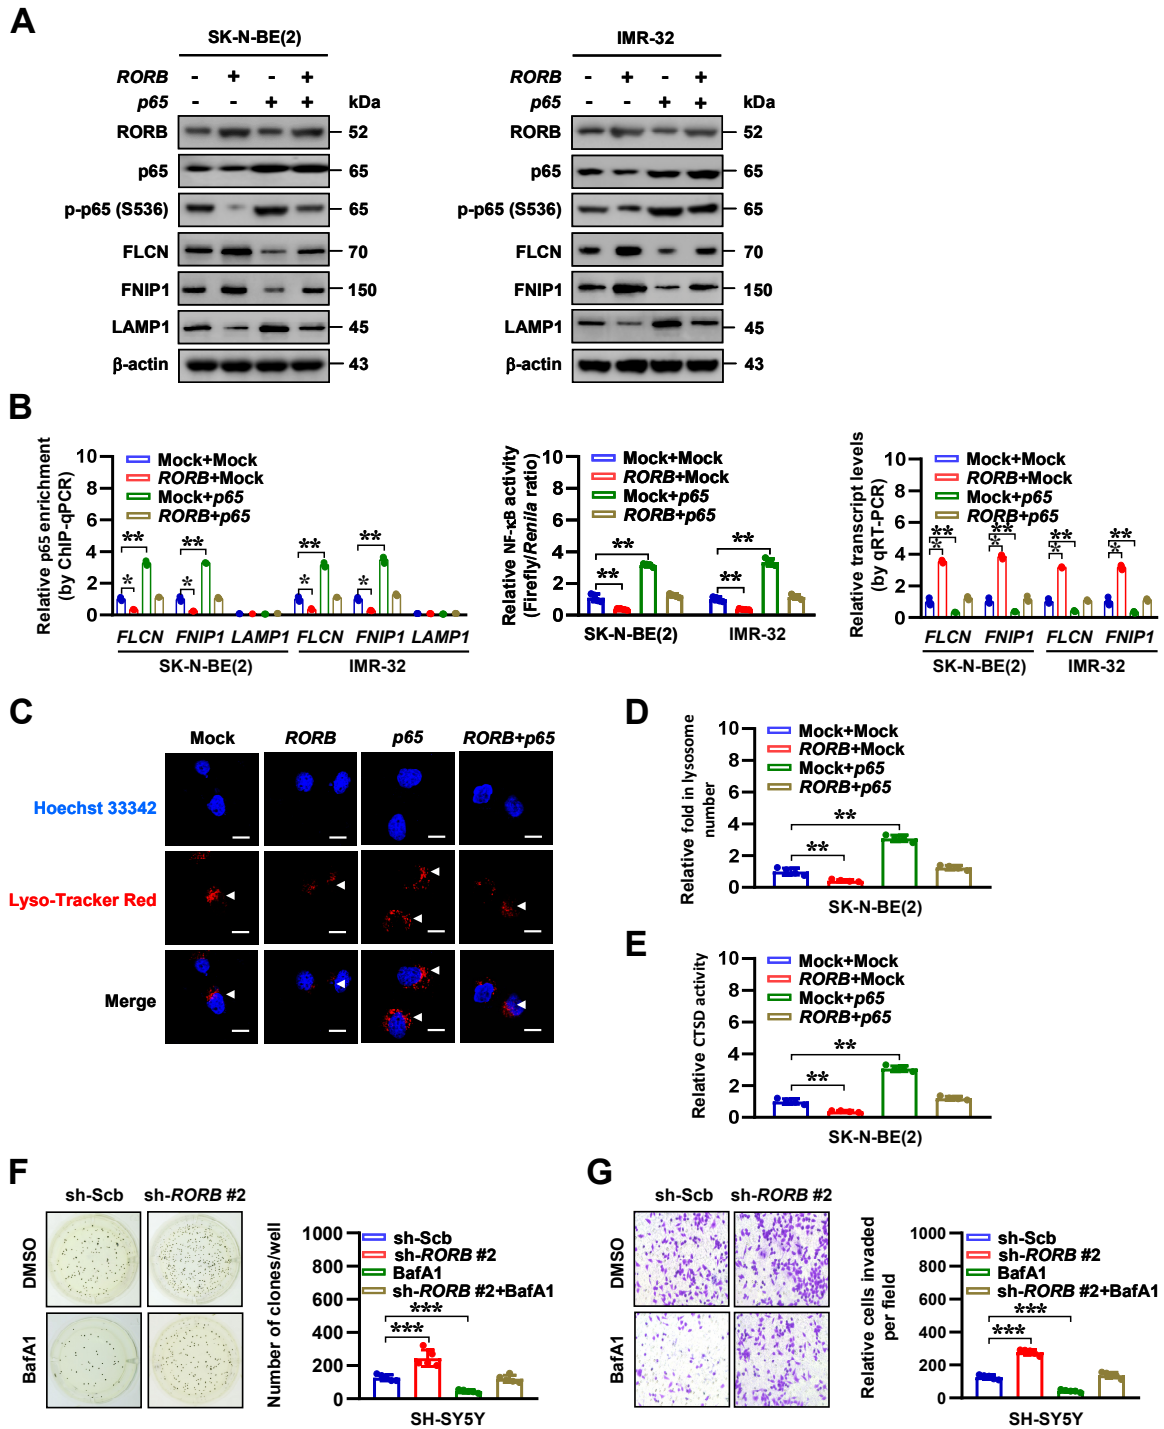

**Figure S6. *RORB* facilitates the expression of *FLCN* and *FNIP1* via repressing NF- $\kappa$ B signaling in NB cells.** **A)** Western blot assay revealing the levels of RORB, phosphorated or non-phosphorated p65, FLCN, FNIP1, and LAMP1 in SK-N-BE(2) and IMR-32 cells stably transfected with empty vector (mock) or *RORB*, and those co-transfected with *p65*. **B)** ChIP-qPCR (normalized to input,  $n=3$ ), dual-luciferase ( $n=4$ ), and real-time qRT-PCR (normalized to  $\beta$ -actin,  $n=4$ ) assays indicating the enrichment or activity of p65 and transcript levels of *FLCN* or *FNIP1* in SK-N-BE(2) and IMR-32 cells stably transfected with mock or *RORB*, and those co-transfected with *p65* ( $n=4$ ). **C** and **D)** Representative images (**C**) and quantification (**D**) of fluorescence assay showing Lyso-Tracker Red-positive lysosomes (arrowheads) within SK-N-BE(2) cells stably transfected with mock or *RORB*, and those co-transfected with *p65* ( $n=4$ ). Scale bars: 10  $\mu$ m. **E)** The CTSD activity in SK-N-BE(2) cells stably transfected with mock or *RORB*, and those co-transfected with *p65* ( $n=4$ ). **F** and **G)** Representative images (left panel) and quantification (right panel) of soft agar (**F**) and matrigel invasion (**G**) assays indicating the growth and invasion capabilities of SH-SY5Y stably transfected with scramble shRNA (sh-Scb) or sh-*RORB* #2, and those treated with dimethyl sulfoxide (DMSO) or Bafilomycin A1 (BafA1, 5 nmol  $\cdot$  L $^{-1}$ ,  $n=5$ ). One-way ANOVA compared the difference in **B** and **D-G**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P<0.05$ ; \*\*,  $P<0.01$ , \*\*\*,  $P<0.001$ .

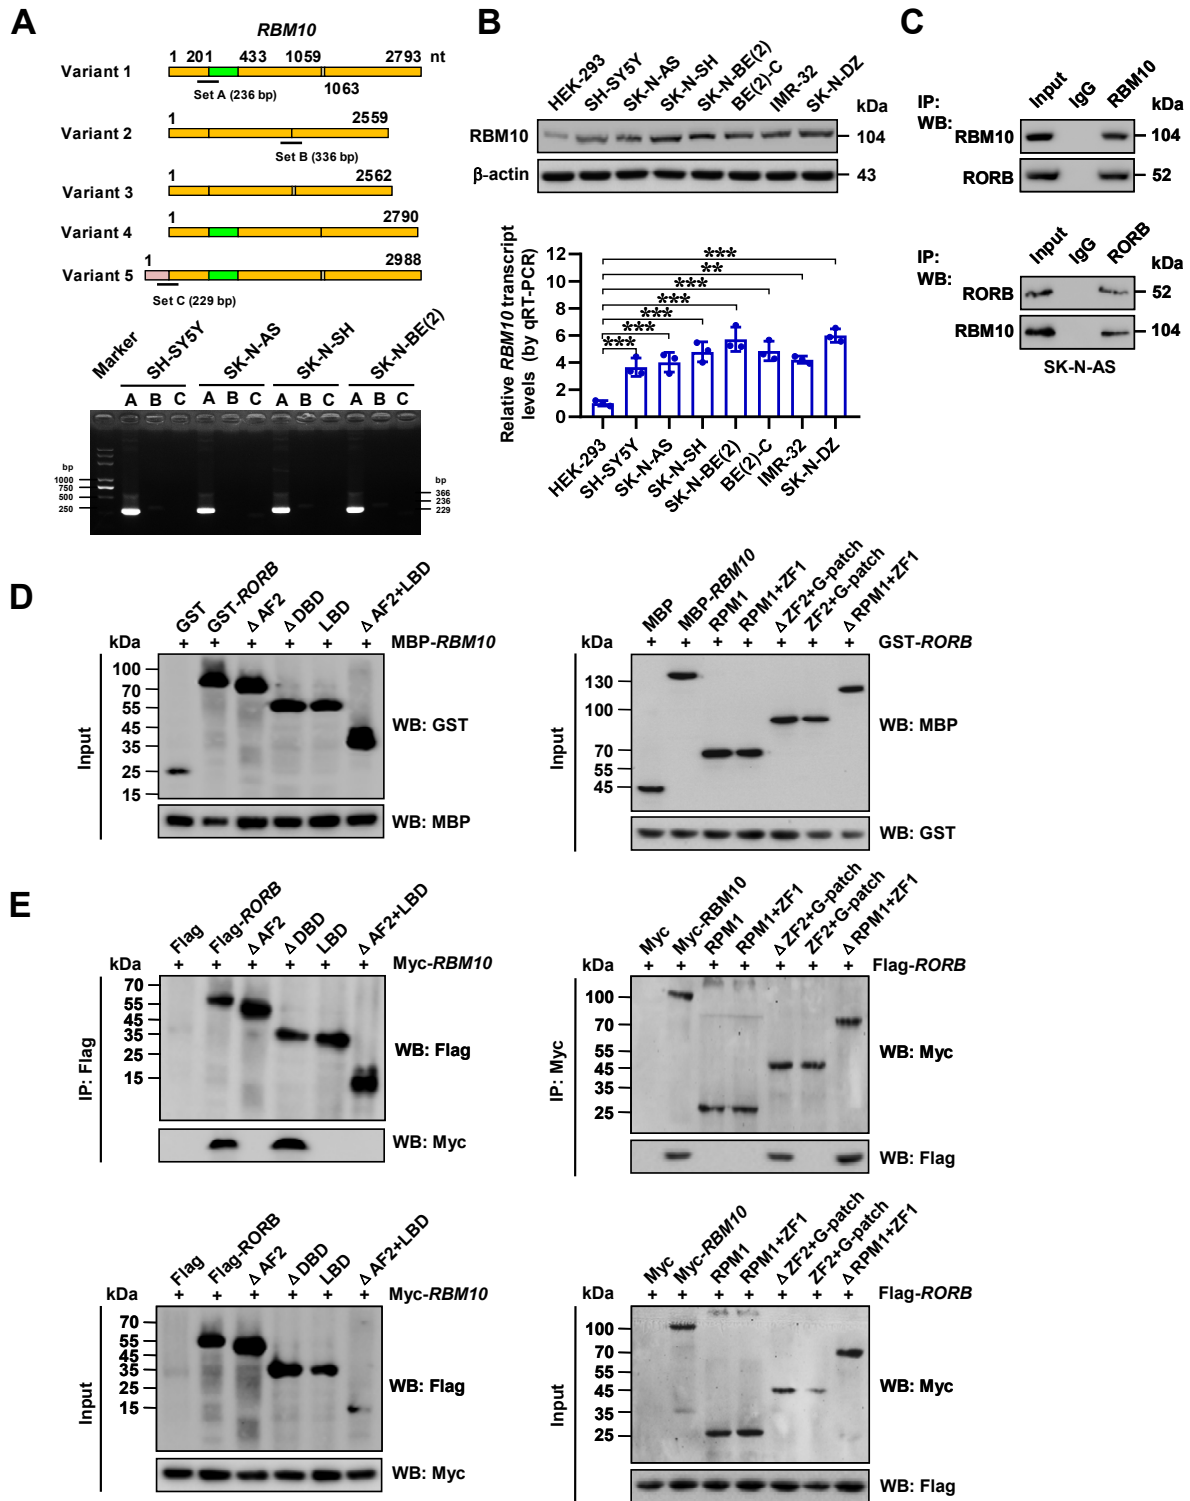

**Figure S7. RBM10 directly interacts with RORB protein.** **A)** RT-PCR assay with specific primer sets revealing the existence of *RBM10* variants in cultured NB cell lines. **B)** Western blot (upper panel) and real-time qRT-PCR (lower panel, normalized to  $\beta$ -actin,  $n=3$ ) assays showing the protein and transcript levels of *RBM10* in NB cell lines and HEK-293 cells. **C)** Co-IP and western blot assays revealing endogenous interaction of RBM10 and RORB in SK-N-AS cells, with IgG as a negative control. **D)** Western blot assay showing the input group of recombinant GST-tagged RORB and MBP-tagged RBM10 truncation proteins. **E)** Co-IP and western blot assays indicating the interaction of RORB and RBM10 in SK-N-BE(2) cells transfected with Flag-tagged *RORB* and Myc-tagged *RBM10* truncation constructs. One-way ANOVA compared the difference in **B**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*\*\*,  $P<0.001$ .

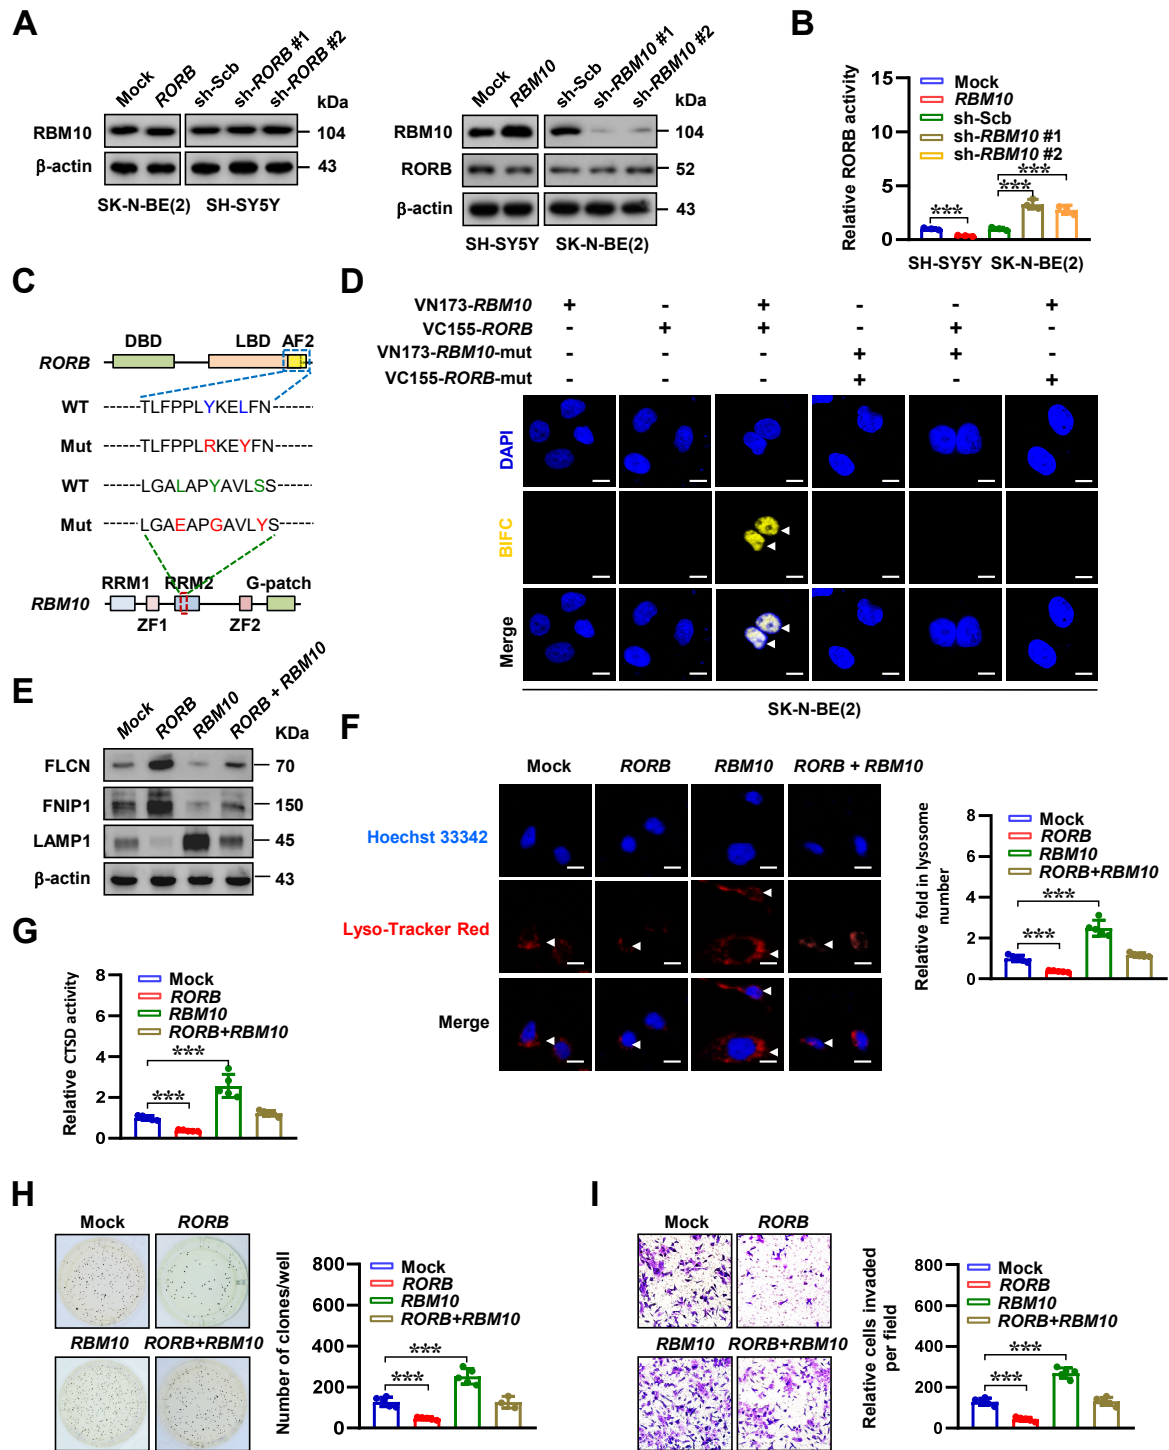

**Figure S8. *RBM10* promotes growth and aggressiveness of NB cells via repressing *RORB* activity.** **A)** Western blot assay showing the protein levels of *RBM10* and *RORB* in SK-N-BE(2) and SH-SY5Y cells stably transfected with empty vector (mock), *RORB*, *RBM10*, scramble shRNA (sh-Scb), sh-*RORB* #1, sh-*RORB* #2, sh-*RBM10* #1, or sh-*RBM10* #2. **B)** Dual-luciferase reporter assay indicated the activity of *RORB* in SH-SY5Y and SK-N-BE(2) cells stably transfected with mock, *RBM10*, sh-Scb, sh-*RBM10* #1, or sh-*RBM10* #2 ( $n=3$ ). **C** and **D)** Confocal images of BiFC assay (**D**) indicating direct interaction between *RBM10* and *RORB* (arrowheads) in SK-N-BE(2) cells co-transfected with wild type (WT) or mutant (Mut) *RBM10* and *RORB* constructs as indicated (**C**). Scale bars: 10  $\mu$ m. **E)** Western blot assay revealed the expression levels of *FLCN*, *FNIP1*, and *LAMP1* in SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10*. **F)** Representative images (left panel) and quantification (right panel) of fluorescence observation showing Lyso-Tracker Red-positive lysosomes (arrowheads) within SK-N-BE(2) stably transfected with mock, *RORB*, or *RBM10* ( $n=5$ ). Scale bars: 10  $\mu$ m. **G)** The CTSD activity in SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10* ( $n=5$ ). **H** and **I)** Representative images (left panel) and quantification (right panel) of soft agar (**H**) and matrigel invasion (**I**) assays indicating the growth and invasion capabilities of SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10* ( $n=5$ ). One-way ANOVA compared the difference in **B** and **F-I**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*\*\*,  $P<0.001$ .

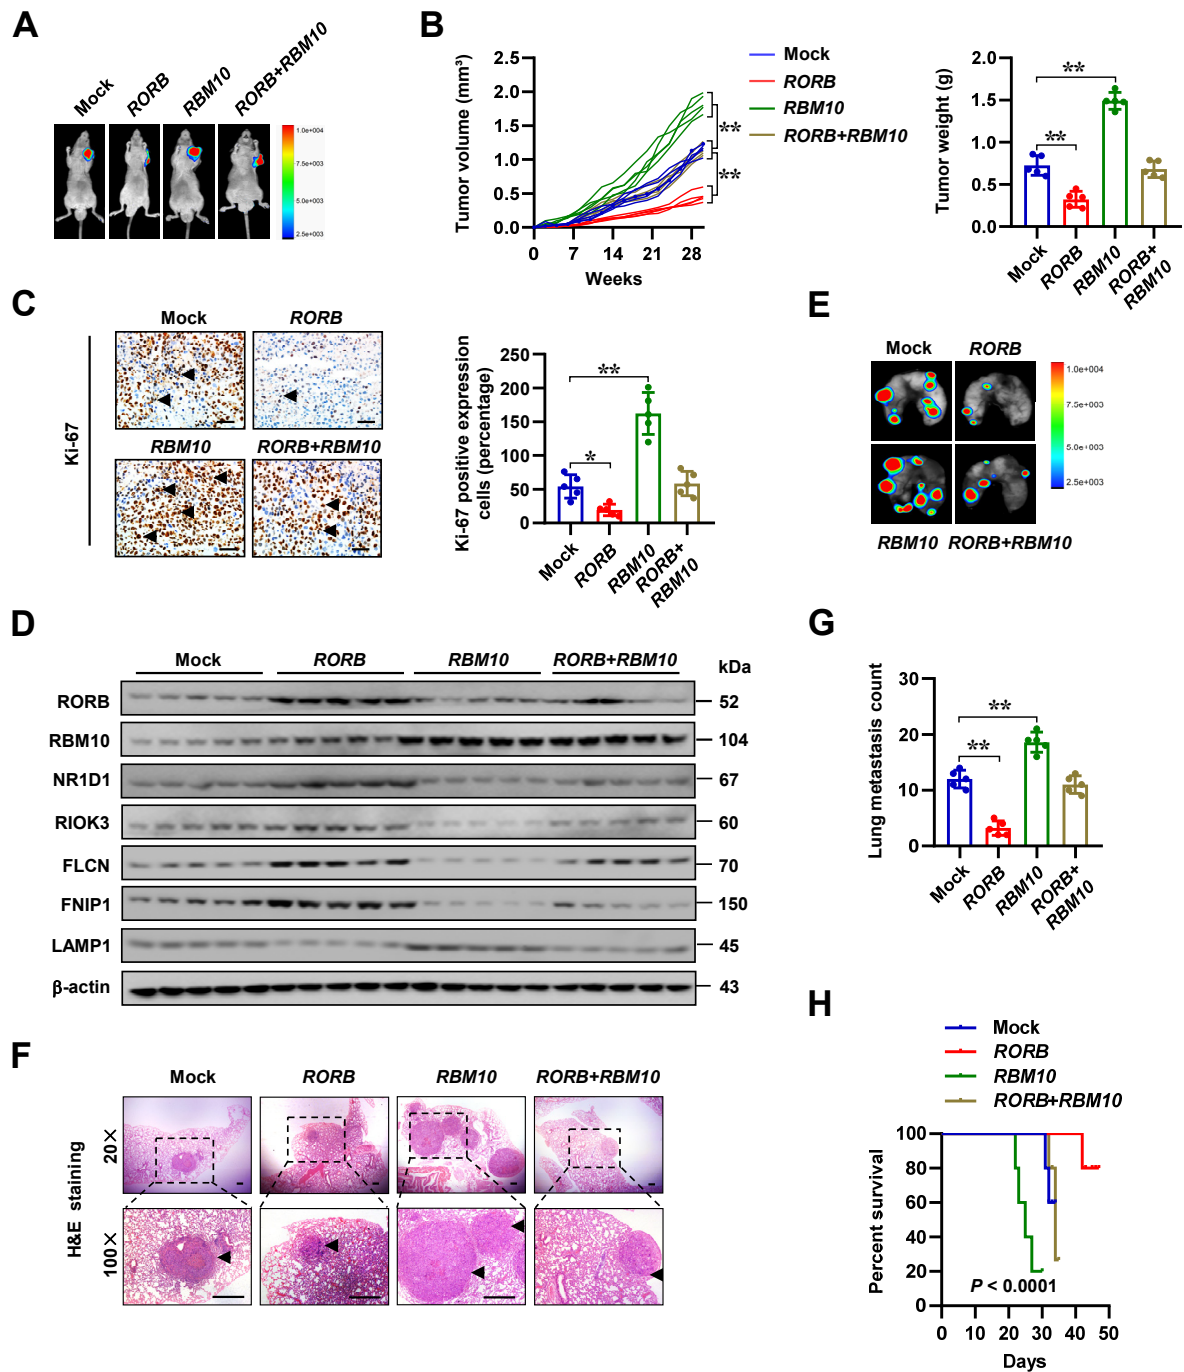

**Figure S9. *RBM10* promotes NB progression via repressing *RORB* activity.** A) Representative images of subcutaneous xenograft tumors formed by SK-N-BE(2) cells stably transfected with empty vector (mock), *RORB*, or *RBM10* in nude mice ( $n=5$  per group). B) Growth curve and weight of subcutaneous xenograft tumors in nude mice formed by SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10* in nude mice ( $n=5$  per group). C) Representative images (left panel) and quantification (right panel) of Ki-67 immunostaining (arrowheads) within subcutaneous xenograft tumors formed by SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10* in nude mice ( $n=5$  per group). D) Western blot assay showing the levels of RORB, RBM10, NR1D1, RIOK3, FLCN, FNIP1, or LAMP1 in subcutaneous xenograft tumors in nude mice formed by SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10* in nude mice ( $n=5$  per group). E-G) *In vivo* imaging (E), HE staining (F, arrowheads), and quantification (G) of lung metastasis in nude mice treated with tail vein injection of SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10* ( $n=5$  per group). Scale bar, 100  $\mu$ m. H) Kaplan-Meier curves of nude mice treated with tail vein injection of SK-N-BE(2) cells stably transfected with mock, *RORB*, or *RBM10* ( $n=5$  per group). One-way ANOVA compared the difference in B, C, and G. Log-rank test for survival comparison in H. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ .

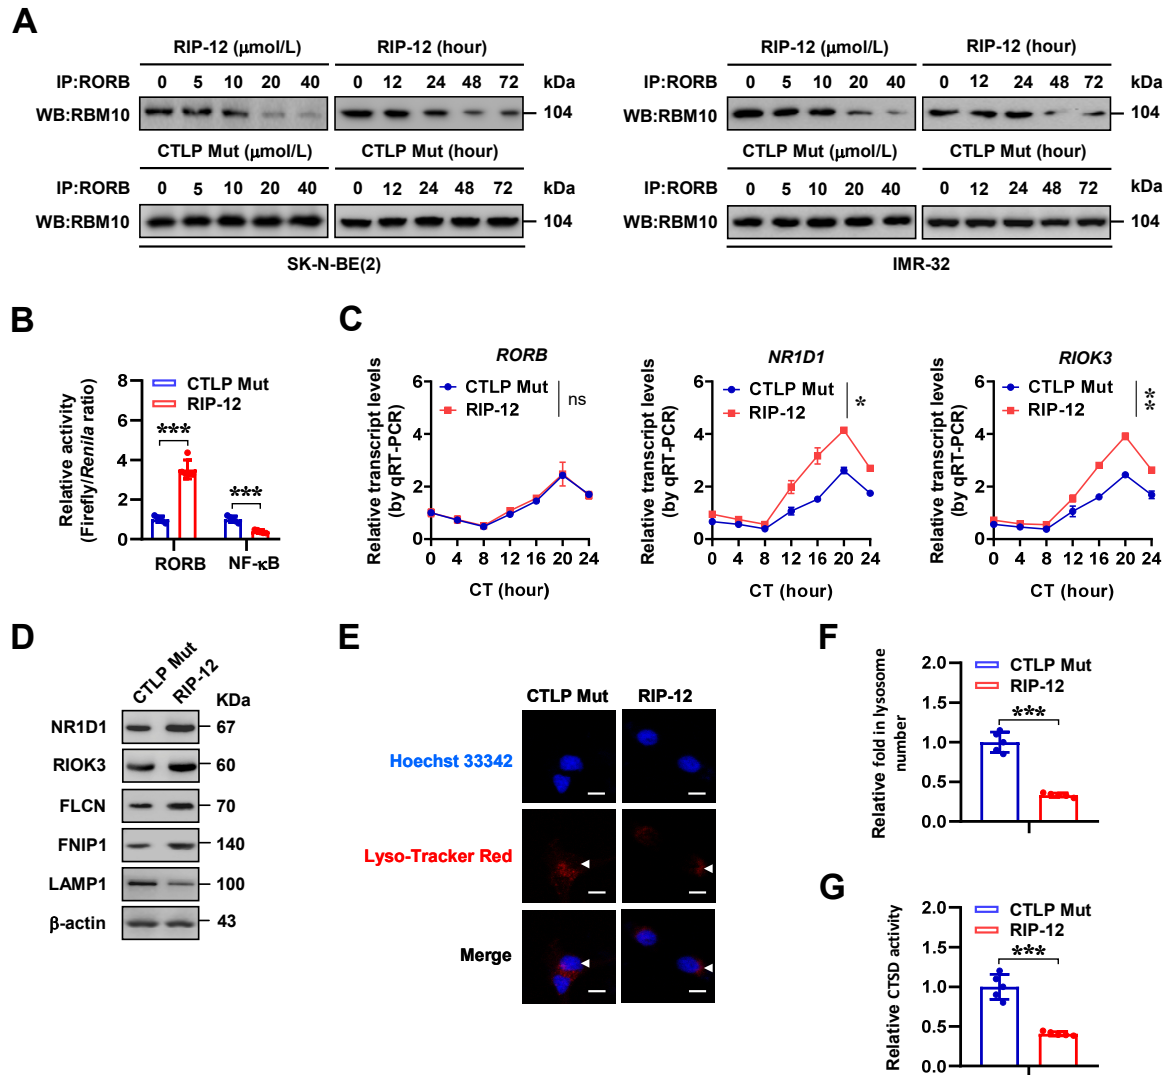

**Figure S10. RIP-12 inhibits lysosomal biogenesis of NB cells via blocking RBM10-RORB interaction.** **A)** Co-IP and western blot assays indicating the interaction between RBM10 and RORB in SK-N-BE(2) and IMR-32 cells treated with CTLP Mut or RIP-12 for 24 hours or different duration ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ) as indicated. **B)** Dual-luciferase reporter assay showing the activity of RORB and NF- $\kappa$ B in IMR-32 cells treated with CTLP Mut or RIP-12 ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ,  $n=5$ ). **C)** Real-time qRT-PCR (normalized to  $\beta$ -actin,  $n=4$ ) assay revealing the circadian transcript levels of *RORB*, *NR1D1* and *RIOK3* in IMR-32 cells treated with CTLP Mut or RIP-12 ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ). **D)** Western blot assay showing the levels of NR1D1, RIOK3, FLCN, FNIP1, or LAMP1 in IMR-32 cells treated with CTLP Mut or RIP-12 ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ). **E** and **F)** Representative images (**E**) and quantification (**F**,  $n=5$ ) of fluorescence observation showing Lyso-Tracker Red-positive lysosomes (arrowheads) within IMR-32 cells treated with CTLP Mut or RIP-12 ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ). Scale bars:  $10 \mu\text{m}$ . **G)** The CTSD activity in IMR-32 cells treated with CTLP Mut or RIP-12 ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ,  $n=5$ ). Student's *t*-test or one-way ANOVA compared the difference in **B**, **C**, **F** and **G**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P<0.05$ ; \*\*,  $P<0.01$ ; \*\*\*,  $P<0.001$ ; ns, non-significant.

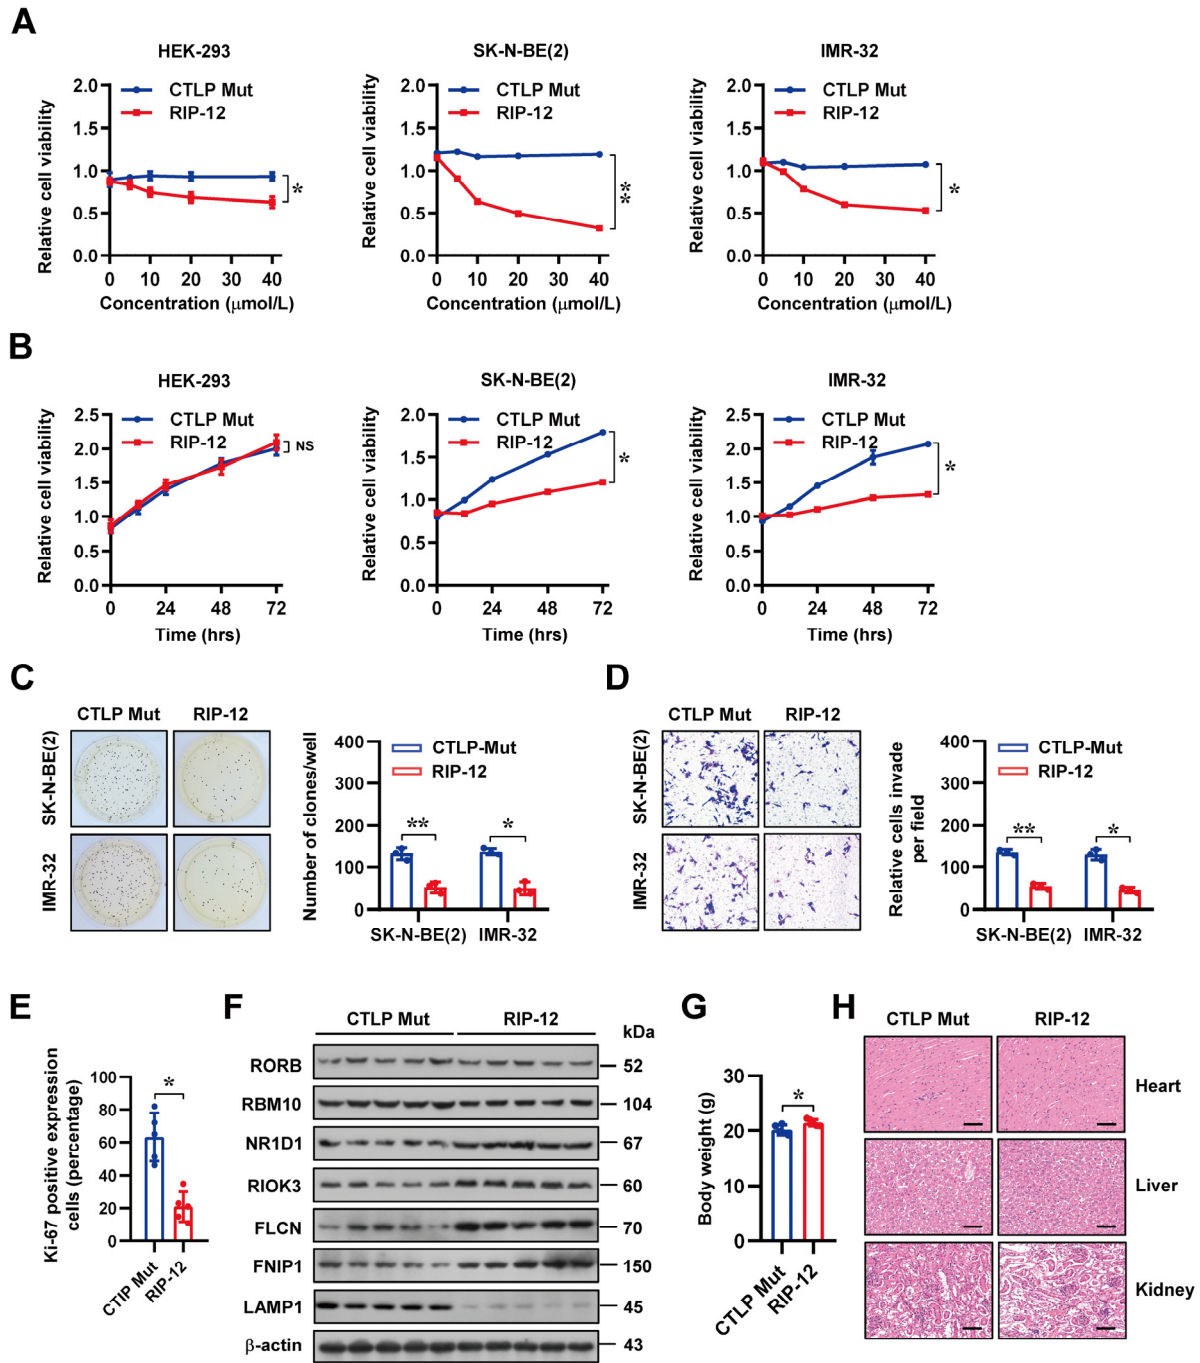

**Figure S11. RIP-12 inhibits the growth, invasion, and metastasis of NB cells.** **A** and **B**) MTT colorimetric assay indicating the viability of HEK-293, SK-N-BE(2), and IMR-32 cells treated with CTLP Mut or RIP-12 for 24 hours or different duration ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ) as indicated ( $n=5$ ). **C** and **D**) Representative images (left panel) and quantification (right panel) of soft agar (**C**) and matrigel invasion (**D**) assays showing the growth and invasion of SK-N-BE(2) and IMR-32 cells treated with CTLP or RIP-12 ( $10 \mu\text{mol} \cdot \text{L}^{-1}$ ,  $n=3$ ). **E**) Body weight of nude mice receiving subcutaneous injection of IMR-32 cells and tail vein injection of administration of CTLP Mut or RIP-12 ( $3 \text{ mg} \cdot \text{kg}^{-1}$ ,  $n=5$  per group). **F**) Western blot assay revealing the expression of RORB, RBM10, NR1D1, RIOK2, FLCN, FNIP1, or LAMP1 in subcutaneous xenograft tumors formed by IMR-32 cells treated with CTLP Mut or RIP-12 ( $3 \text{ mg} \cdot \text{kg}^{-1}$ ,  $n=5$  per group). **G**) Quantification of Ki-67 immunostaining within subcutaneous xenograft tumors formed by IMR-32 cells treated with CTLP Mut or RIP-12 ( $3 \text{ mg} \cdot \text{kg}^{-1}$ ,  $n=5$  per group). **H**) HE staining showing the morphological changes of heart, liver, and kidney tissues of nude mice receiving subcutaneous injection of IMR-32 cells and tail vein injection of administration of CTLP Mut or RIP-12 ( $3 \text{ mg} \cdot \text{kg}^{-1}$ ,  $n=5$  per group). One-way ANOVA or Student's *t*-test compared the difference in **A-E** and **G**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P<0.05$ ; \*\*,  $P<0.01$ ; ns, non-significant.

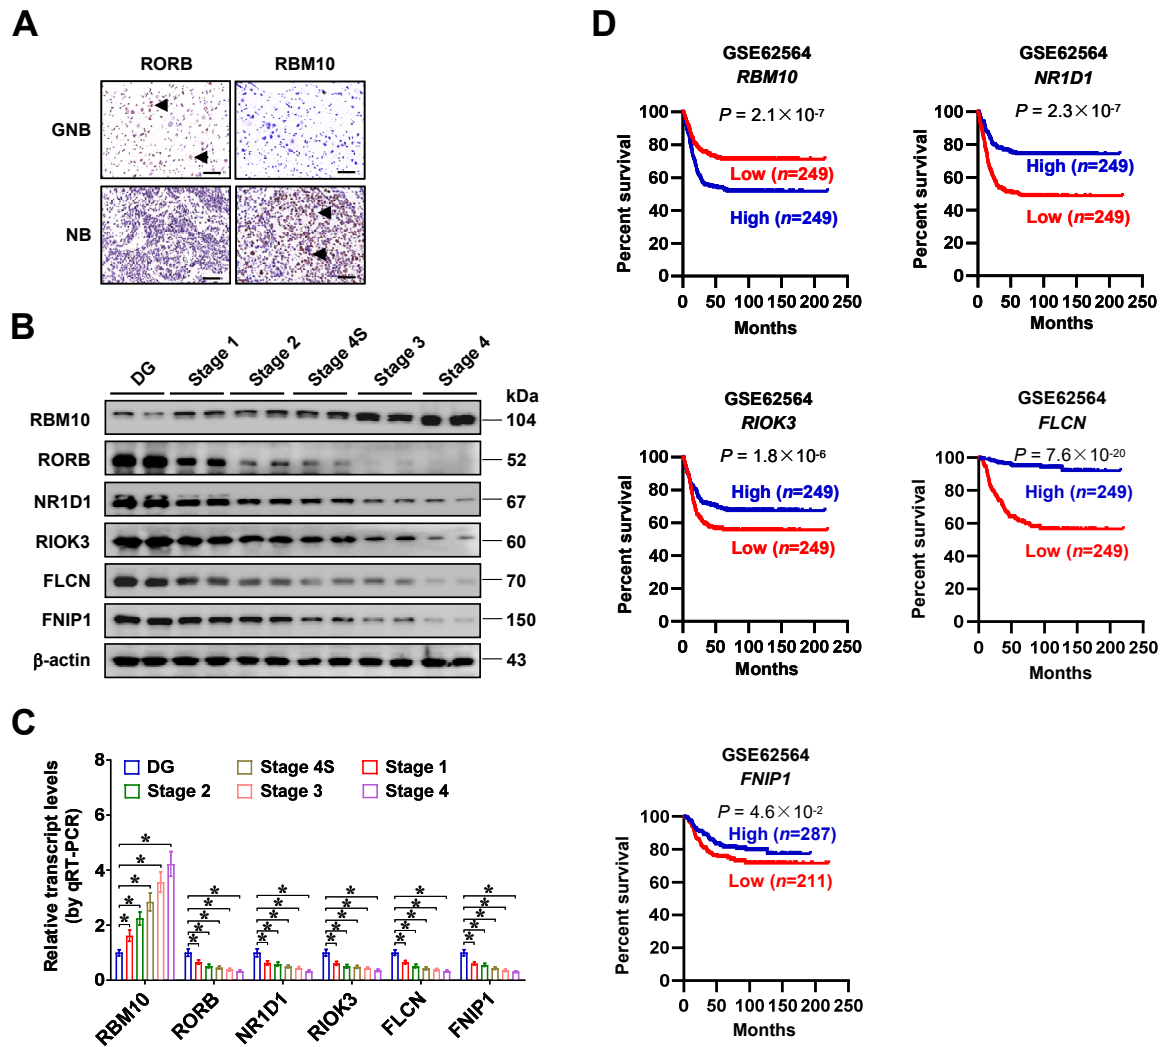

**Figure S12. *RBM10/RORB* axis and target genes are associated with prognosis of NB patients. A)** Immunohistochemistry indicating the expression level of RORB and RBM10 (arrowheads) in GNB and NB tumor tissues. **B** and **C)** Western blot (**B**) and real-time qRT-PCR (**C**, normalized to  $\beta$ -actin) assays showing the expression levels of *RORB*, *RBM10*, *NR1D1*, *RIOK3*, *FLCN*, or *FNIP1* in normal dorsal root ganglia (DG,  $n=3$ ) and NB tissues of various stages ( $n=15$ ). **D)** Kaplan–Meier curves indicating overall survival of 498 well-defined NB cases (GSE62564) with high or low expression of *RBM10* (cutoff value=6.07), *NR1D1* (cutoff value=4.20), *RIOK3* (cutoff value=6.09), *FLCN* (cutoff value=5.61), or *FNIP1* (cutoff value=4.89). One-way ANOVA compared the difference in **C**. Log-rank test for survival comparison in **D**. Data are shown as mean  $\pm$  s.e.m. (error bars); \*,  $P<0.05$ .

**Table S1    Association of transcription factor expression with NB patients' overall survival in three independent NB cohorts**

TFs, transcription factors; RORB, RAR related orphan receptor B; ZEB2, zinc finger E-box binding homeobox 2; L3MBTL4, L3MBTL histone methyl-lysine binding protein 4.

**Table S2 Identification of RORB-binding proteins in NB cells by mass spectrometry**

**Table S3 Primer sets used for RT-PCR, qPCR, and ChIP assays**

RORB, RAR related orphan receptor B; RBM10, RNA binding motif protein 10; NR1D1, nuclear receptor subfamily 1 group D member 1; RIOK3, RIO kinase 3; FLCN, folliculin; FNIP1, folliculin interacting protein 1; ACTB, beta-actin; ChIP, chromatin immunoprecipitation.

**Table S4     Oligonucleotide sets used for construct preparation**

RORB, RAR related orphan receptor B; RBM10, RNA binding motif protein 10; NR1D1, nuclear receptor subfamily 1 group D member 1; RIOK3, RIO kinase 3.

**Table S5 Oligonucleotide sets used for preparation of short hairpin RNAs**

Scb, scramble; RORB, RAR related orphan receptor B; RBM10, RNA binding motif protein 10; NR1D1, nuclear receptor subfamily 1 group D member 1; RIOK3, RIO kinase 3.

## Detailed Experimental Section

**Cell lines and culture:** Human cell lines were obtained from American Type Culture Collection (ATCC, Rockville, MD), including HEK-293 (CRL-1573), HEK-293T (CRL-3216), SH-SY5Y (CRL-2266), SK-N-AS (CRL-2137), SK-N-SH (HTB-11), SK-N-BE(2) (CRL-2271), BE(2)-C (CRL-2268), IMR-32 (CCL-127), and SK-N-DZ (CRL-2149). All cell lines were authenticated through short tandem repeat (STR) profiling and utilized within six months of resuscitation. Routine mycoplasma screening was performed using the MycoAlert<sup>®</sup> PLUS Mycoplasma Detection Kit (Takara, Japan), with all cultures testing negative for contamination. Cell lines SK-N-DZ, IMR-32, SK-N-AS, SK-N-SH, HEK293, and HEK-293T were maintained at 37°C under 5% CO<sub>2</sub> in a humid environment using Dulbecco's Modified Eagle's Medium (DMEM; Invitrogen, Carlsbad, CA). Meanwhile, SK-N-BE(2), BE(2)-C, and SH-SY5Y cells were cultured under identical temperature and CO<sub>2</sub> conditions, utilizing either Minimum Essential Medium (MEM)/F12 or DMEM/F12 (Invitrogen) supplemented with 10% fetal bovine serum (FBS; Sigma, St. Louis, MO). To achieve synchronization *in vitro*, cells were incubated with dexamethasone (100 nmol·L<sup>-1</sup>, Sigma, St. Louis, MO) for 60 minutes, and subsequently maintained in complete growth medium. Twenty-four hours after synchronization, cells were harvested at seven sequential time points (4-hour intervals).

**RNA isolation and real-time quantitative RT-PCR (qRT-PCR):** Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany). Reverse transcription was performed with ProtoScript<sup>®</sup> II First Strand cDNA Synthesis Kit (New England Biolabs, Inc. Ipswich, MA). Quantitative real-time PCR (qPCR) was carried out with SYBR Green PCR Master Mix (Takara) and primers (Table S3). Relative mRNA levels were determined by 2<sup>-ΔΔCt</sup> method.

**Western blotting:** Proteins were prepared from tissues or cultured cells using 1× RIPA lysis buffer (Promega, Madison, WI). Western blot analysis was conducted following standard protocols, using antibodies specific against RORB (ab228650), RBM10 (ab72423), NR1D1 (ab174309), RIOK3 (ab241361), phospho-IKKα/β (p-IKKα/β at Ser176/180, ab17943), IKKα (ab32041), IKKβ (ab124957), phospho-IκBα (p-IκBα at Ser32/36, ab133462), IκBα (ab32518), phospho-p65 (p-p65 at Ser536, ab76302), p65 (ab32536), FLCN (ab124885), FNIP1 (ab215725), LAMP1 (ab278043), Flag-tag (ab125243), Myc-tag (ab206486), GST (ab19256), MBP (ab119994), histone H3 (ab5103), or β-actin (ab7291, Abcam Inc., Cambridge, MA). The specificity of commercial antibodies was validated by gene over-expression or silencing experiments, with isotype IgG as a negative control.

**Dual-luciferase reporter assay:** Amplicons of human *NR1D1* (-1443/+100) or *RIOK3* (-2469/+801) promoter regions were generated from genomic DNA by PCR, and ligated into pGL3-Basic luciferase reporter vector (Promega). Site-directed mutagenesis of the RORB binding site was performed using Q5<sup>®</sup> Site-Directed Mutagenesis Kit (New England Biolabs, Inc) with mutation-specific primers (Table S4). For analyzing RORB transactivation, luciferase reporter constructs were generated through ligating oligonucleotide pairs with four typical RORB binding motifs (Table S4) into pGL4.1 vector (Promega). These constructs were transfected into tumor cells using Lipofectamine 3000 (Invitrogen), while transfection efficiencies were monitored by co-transfection of pNF-κB-Luc reporter plasmid (Agilent Technologies, Santa Clara, CA). The luciferase activity was measured by using LiveCell<sup>™</sup> Dual-Luciferase Assay Kit (Biotium, Fremont, CA) and a GloMax<sup>®</sup> Luminescence Reader (Promega), while transcriptional activity was determined by Firefly/*Renila* activity ratio.

**Chromatin immunoprecipitation (ChIP) and ChIP-seq:** ChIP assay was performed with the EZ-ChIP kit (Millipore, Burlington, MA), and antibodies against RORB (Abcam Inc., ab228650) or NF-κB p65

(ab218533). Two confluent 55 cm<sup>2</sup> dishes ( $1 \times 10^7$  cells per dish) were collected, while formaldehyde was added dropwise to the media (0.75% final concentration) for 10 minutes to cross-link proteins to DNA, with incubation under gentle rotation. Following treatment with glycine (125 mmol·L<sup>-1</sup> final concentration) and two washes with 10 ml of ice-cold phosphate-buffered saline (PBS), cells were centrifuged to form pellets and then reconstituted in ChIP lysis buffer (Thermo Fisher Scientific, Inc., Waltham, MA; 750 µl per  $1 \times 10^7$  cells). Chromatin fragmentation to 200-500 bp was achieved by sonicating lysates on ice using 20-second pulses. Sheared chromatin samples were then subjected to immunoprecipitation through overnight incubation with 3 µg of target-specific antibodies or control IgG. Captured immuno-complexes underwent sequential rinsing with ChIP wash solution (Thermo Fisher Scientific, Inc.) followed by elution in a buffer containing 1.0% sodium dodecyl sulfate (SDS) and 1.0 mol·L<sup>-1</sup> NaHCO<sub>3</sub>. Real-time quantitative PCR (qPCR) was utilized with SYBR Green PCR Master Mix (Takara) along with primers (Table S3). Isotype IgG was used as a negative control to standardize the immunoprecipitated DNA. For ChIP-seq, after library preparation, Illumina HiSeq X Ten was used for transcriptome sequencing (Wuhan SeqHealth Technology Co., Ltd., China). The 100-bp paired-end sequences were aligned to genomic features with HTSeq v0.6.0, and the number of transcript fragments (FPKM) per million mapped fragments was analyzed. The dataset was submitted to Gene Expression Omnibus (GEO), under accession GSE305134.

**Gene over-expression or knockdown:** The coding sequence (CDS) of human *RORB* (1370 bp) or *RBM10* (2793 bp) was amplified from NB specimens (Table S4), while their full-length fragments or truncations were inserted into pcDNA3.1 (Invitrogen), pCMV-3Tag-1A (Addgene, Cambridge, MA), pCMV-N-MYC (Addgene), pGEX-6P-1 (Beyotime Biotechnology, Haimen, China), pMAL-c4X (Addgene), or CV186 (Genechem Co., Ltd, Shanghai, China). Targeted mutations in *RBM10* and *RORB* were introduced via the GeneTailor™ mutagenesis kit (Invitrogen), employing primer pairs listed in Table S4. Lentiviral short hairpin RNA (shRNA) constructs were generated by inserting target-specific hairpin sequences (Table S5) into the GV298 backbone (Genechem Co.). After transfection via Lipofectamine 3000 (Invitrogen) or Genesilencer Transfection Reagent (Genlantis, San Diego, CA), stable transfectants were selected under continuous neomycin or prompycin (Thermo Fisher Scientific, Inc.), and validated by real-time qRT-PCR or western blot assay.

**Gene expression restoration:** The *RORB* expression vector was used to transfect tumor cells via Lipofectamine 3000 (Invitrogen) in order to prevent gene expression affected by *RBM10* over-expression. Using Genesilencer Transfection Reagent (Genlantis), shRNAs specific for *NR1D1* or *RIOK3* (Table S5) or expression vector of NF-κB *p65* (Genechem Co., Ltd) were transfected for rescuing target gene expression impacted by ectopic expression of *RORB*. The transfection efficiencies for restoring gene expression were validated by real-time qRT-PCR or western blot assay. As controls, an empty vector or scrambled shRNA (sh-Scb) was used (Table S5).

**Lentivirus production:** Lentivirus production was achieved by transfection of HEK-293T cells with transfer vector along with psPAX2 and pMD2G packaging plasmids (Addgene). Lentiviral particles were collected at 36 and 60 hours intervals following transfection, then clarified using low-protein-binding PVDF filters (0.45 µm pore size; Millipore). Lentiviral particles were pelleted by ultracentrifugation ( $120,000 \times g$ , 2 hours, 4°C) and resuspended in 1/100 volume of PBS, achieving 100-fold concentration. The lentivirus was used to infect tumor cells within 48 hours, while transfection efficiencies were monitored by mCherry fluorescence observation.

**Lysosome staining:** For lysosomal visualization, cells were seeded on 24-well plates and treated with LysoTracker Red DND-99 (100 nmol·L<sup>-1</sup>; Sigma) in complete medium and maintained at physiological

temperature (37°C) for one hour prior to imaging. For nuclear visualization, cells were treated with Hoechst 33342 (2  $\mu\text{g}\cdot\text{mL}^{-1}$ ) in growth medium, followed by confocal microscopy (Olympus FV3000, Japan).

**RNA sequencing (RNA-seq):** Total RNA was extracted from  $1\times 10^6$  cells with RNeasy Mini Kit (Qiagen). RNA-seq libraries were prepared by Wuhan SeqHealth Technology Co., Ltd. following standard Illumina protocols, with subsequent sequencing on the HiSeq X Ten platform to generate 100 nucleotide paired-end reads. Gene-level read counts were quantified using HTSeq (version 0.6.0) with default union-counting mode, followed by FPKM normalization to account for transcript length and sequencing depth variations. All sequencing datasets were accessible through GEO database (GSE305133).

**Co-IP and mass spectrometry:** Co-IP assay was carried out by previously published methodology, with antibodies specific for RORB (ab228650), RBM10 (ab72423), Flag-tag (ab125243), or Myc-tag (ab206486, Abcam Inc.). Bead-bound proteins were released, separated using SDS-polyacrylamide gel electrophoresis (PAGE), and detected via Coomassie blue staining, immunoblotting, or proteomic profiling (Wuhan SpecAlly Life Technology Co., Ltd, China). The isotype IgG was used as a negative control.

**GST pull-down:** To generate truncated variants of *RORB* and *RBM10*, PCR amplification was undertaken with specific primers (Table S4). The amplified fragments were subsequently subcloned into pGEX-6P-1 or pMAL-c4X vector (Addgene), and then transformed into *E. coli* for generating GST-tagged RORB and MBP-tagged RBM10 proteins. The GST-tagged RORB was incubated with MBP-tagged RBM10 protein. Then, immunoprecipitation was performed with anti-GST or anti-MBP magnetic beads (Millipore), and associated proteins were analyzed by immunoblotting assay using antibodies specific for GST (ab19256) or MBP (ab119994, Abcam Inc.).

**BiFC assay:** The split-venus system was employed by cloning *RORB* (1370 bp) or *RBM10* (2793 bp) cDNA into pBiFC vectors (Addgene), followed by dual transfection into tumor cells (Lipofectamine 2000, Invitrogen) for 24 hours. Following transfection, cells were incubated under standard culture conditions (37°C, 5% CO<sub>2</sub>) for 10 hours to facilitate fluorophore maturation. Venus reconstitution was subsequently visualized via confocal microscopy (excitation: 488 nm; emission: 500-550 nm).

**In vitro phase separation assay:** Recombinant His-tagged proteins were generated by transforming *RORB/RBM10* constructs into BL21 *E. coli* (Thermo Fisher Scientific, Inc.), then isolating the proteins through His-tag Affinity Purification Kit (Thermo Fisher Scientific, Inc.). SDS-PAGE and Coomassie blue staining were applied for detecting recombinant proteins, while ImageJ (<https://imagej.nih.gov/ij>) was employed for densitometric purity assessment. Phase separation assays were conducted using glass-bottomed dishes. For droplet formation assay, 40  $\mu\text{mol}\cdot\text{L}^{-1}$  protein solutions in buffer (containing 10% glycerol, 1.0  $\text{mmol}\cdot\text{L}^{-1}$  dithiothreitol, and 50  $\text{mmol}\cdot\text{L}^{-1}$  Tris-HCl at pH 7.5) were mixed with 10% PEG-8000 and imaged with an oil-immersion Olympus FV3000 confocal system.

**Phase separation in live cells:** Cells expressing mCherry-fused proteins or stained for endogenous targets were cultured on glass-bottom dishes (MatTek, Ashland, MA), with nuclear counterstained by 4',6-diamidino-2-phenylindole (DAPI, Thermo Fisher Scientific, Inc., 10 minutes). Confocal microscopy (Olympus FV3000) was performed after PBS washes. Phase separation puncta (>0.5  $\mu\text{m}$  diameter) were analyzed.

**Fluorescence recovery after photobleaching (FRAP):** *In vitro* FRAP experiments were performed with

an Olympus FV3000 confocal laser scanning microscope. Target droplets were photobleached for 10 seconds using alternating 488 nm and 561 nm laser pulses at 50% maximum power, with simultaneous time-lapse imaging (1 frame/second) to monitor fluorescence recovery. All imaging was conducted under controlled environmental conditions (37°C, 5% CO<sub>2</sub>). FRAP assays were conducted in live cells using a climate-controlled chamber (37°C, 5% CO<sub>2</sub>). Target regions were bleached (488/561 nm lasers, 50% power, 5 seconds) and imaged at 500 ms intervals for 60 seconds (Olympus FV3000, 60×oil objective). Utilizing the FIJI/ImageJ (<https://imagej.nih.gov/ij>) software, the intensities of fluorescence were compared to pre-bleach values after background correction.

**Inhibitory peptide synthesis:** Structure-guided inhibitory peptides targeting RBM10-RORB interaction interface were designed. Initial structural models of RBM10 and RORB were generated *in silico* using the Phyre2 web server (<https://www.sbg.bio.ic.ac.uk/phyre2>), producing corresponding PDB files. The interaction between these proteins was then predicted via molecular docking with the ZDOCK program (<https://zdock.umassmed.edu>). The resulting docked complex (PDB file) was subsequently analyzed using the Peptiderive server (<https://rosie.rosettacommons.org/peptiderive>), configured to derive peptides precisely 12 amino acids in length. Peptides exhibiting the highest predicted binding affinity (docking score) alongside their corresponding protein interaction domains were identified. The HIV-1 TAT peptide (YGRKKRRQRRR) was incorporated as a cell-penetrating motif. Therefore, peptides were synthesized (Genscript, Nanjing, China) with dual modifications: N-terminal biotin-TAT (biotin-YGRKKRRQRRR) for affinity purification and C-terminal fluorescein isothiocyanate (FITC) for fluorescence detection, and purified with more than 95% homogeneity.

**Biotinylated peptide pull-down:** Following extraction with 1× RIPA lysis buffer (Promega), cellular proteins were treated with biotinylated peptide at 4°C for 16 hours. Cell lysates were incubated with streptavidin-agarose beads (Thermo Fisher Scientific, Inc.) at 4°C for 2 hours. After extensive washing, the bound proteins were detected by immunoblotting.

**CTSD activity assay:** CTSD enzymatic activity was quantified using a commercial Cathepsin D Activity Assay Kit (ab65302, Abcam Inc.). Briefly, tumor cells ( $1 \times 10^6$ ) was collected and treated with Reaction Mix at 37°C for 1-2 hours. The microplate reader was applied for fluorometric assay at the wavelength of 328/460 nm.

**Cellular viability assay:** Cellular viability was assessed by 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, Sigma) colorimetry. Briefly, viable tumor cells ( $3 \times 10^3$  per well) were seeded in 96-well plates and exposed to MTT (5 mg/ml). Following a 4-hour incubation at 37°C, the liquid phase was aspirated. Formazan deposits were solubilized in 150 µl dimethylsulfoxide (Sigma), and optical density of dissolved formazan was recorded at 570 nm versus 630 nm reference.

**Immunofluorescence assay:** Cells grown on glass coverslips underwent blocking with 10% goat serum (37°C, 1 hour) prior to incubation for 2 hours with primary antibodies against either GAP43 (Abcam ab75810; 1:100 dilution) or NF-200 (Abcam ab215903; 1:100 dilution). Following treatment with Alexa Fluor 594-conjugated goat anti-rabbit IgG (Abcam ab150160), nuclei were counterstained with 300 nmol·L<sup>-1</sup> DAPI.

**Cell cycle and apoptosis assays:** Cell cycle distribution and apoptotic status were assessed using flow cytometry. For cell cycle analysis, tumor cells underwent fixation in 70% ice-cold ethanol followed by treatment with RNase A (2 mg/ml; Sigma). DNA was subsequently stained with propidium iodide (PI, 20 mg/ml; Sigma) for 20 minutes prior to analysis on a BD Biosciences flow cytometer (San Jose, CA).

Apoptosis evaluation involved dual staining of tumor cells ( $5 \times 10^5$ ) with Annexin V-FITC and PI (Sigma) under light-protected conditions for 15 minutes, with fluorescence measurements acquired at 488 nm excitation using a BD Biosciences instrument (San Jose, CA).

**Soft agar colony formation assay:** Following preparation in 0.05% Noble agar (Thermo Fisher Scientific, Inc.) and complete medium, tumor cells ( $5 \times 10^3$ ) were plated on 6-well plates pre-coated with a 0.1% agar base layer. After 21 days of incubation, colonies were stained with  $0.5 \text{ mg} \cdot \text{ml}^{-1}$  MTT (Sigma) at  $37^\circ\text{C}$  for 4 hours. Viable colonies ( $>50 \mu\text{m}$  diameter) were quantified under a microscope.

**Cell invasion assay:** Cells ( $1 \times 10^5$  in  $200 \mu\text{l}$  serum-free medium) were seeded onto Matrigel-coated (1:8 dilution) upper chambers, while the lower chambers contained  $600 \mu\text{l}$  of chemoattractant medium containing 10% FBS. Chambers were incubated for 24 hours at  $37^\circ\text{C}$  under 5%  $\text{CO}_2$  humidified atmosphere. Cells that invaded to the lower membrane surface were fixed with 4% paraformaldehyde for 15 minutes at room temperature, and subsequently stained with 0.1% crystal violet solution (Sigma) for 20 minutes. Membranes were excised and mounted on slides for brightfield microscopy. Quantification of invaded cells was carried out using established evaluation standards.

**Nude mice studies:** Animal experiments followed NIH guidelines and were approved by Experimental Animal Ethics at Huazhong University of Science and Technology (Ethical Approval No. 2017-3208). For *in vivo* tumorigenesis assays, four-week-old BALB/c nude mice ( $n=5$  per group) were randomly allocated and received subcutaneous inoculation of  $1 \times 10^6$  tumor cells (in  $100 \mu\text{l}$  PBS) into the dorsal flank. After a period of one month, mice were euthanized to assess tumor mass. For experimental metastasis assays, four-week-old BALB/c nude mice ( $n=5$  per group) were randomly assigned and injected intravenously via the lateral tail vein with  $0.4 \times 10^6$  tumor cells suspended in  $100 \mu\text{l}$  PBS. Mice were euthanized when they exhibited signs of illness or paralysis. For *in vivo* treatment evaluation, BALB/c nude mice were treated with injections of tumor cells ( $1 \times 10^6$  into dorsal flank or  $0.4 \times 10^6$  via tail vein). One week post-inoculation, mice were randomly allocated to receive cell-penetrating peptide (Genscript) administered either intratumorally or intravenously. Tumor volumes and survival of mice were recorded. *In vivo* imaging was conducted weekly with VIS<sup>®</sup> Lumina III (PerkinElmer, Waltham, MA).

**Patient specimens:** This study involving human tissues was approved by the Institutional Review Board of Union Hospital, Tongji Medical College (Ethical Approval No. 2023-0519). All procedures were performed in accordance with the ethical standards of the Declaration of Helsinki. For all pediatric participants, written informed consent was secured from legal guardians. NB tissues were collected during surgical resections at Union Hospital, Tongji Medical College, excluding patients with prior chemotherapy/radiotherapy. Normal dorsal root ganglia used as controls were sourced from therapeutic abortions. All tissue specimens were immediately snap-frozen in liquid nitrogen following collection, histologically verified by a certified pathologist, and maintained at  $-80^\circ\text{C}$  until processing.

**Immunohistochemical staining:** Immunohistochemical staining was carried out using standard protocols and following antibodies: anti-Ki-67 (ab92742; 1:100), anti-RORB (ab188756, 1:200), or anti-RBM10 (ab220847, Abcam Inc.; 1:200). Specificity was verified using antigen-blocking peptides or IgG isotype control. The intensity and positive cell percentage of staining reaction was evaluated by two pathologists blind to group assignment.

**Statistical analysis:** The data were analyzed by GraphPad 8.0 software (GraphPad Software, Boston, MA). All quantitative findings were expressed as mean  $\pm$  standard error of the mean (SEM). Gene expression cutoff values were established based on the median expression levels. To quantify the significant

concordance of independent gene sets, Fisher's exact test was implemented. To evaluate differences among tumor cells or tissues, statistical comparisons were performed using either non-parametric Mann-Whitney U test (for non-normal distributions), one-way analysis of variance (ANOVA, for multiple distributed parametric data), or Student's *t*-test (for normally distributed parametric data). Kaplan-Meier curves were applied for analyzing survival data, while group comparisons were performed using two-sided log-rank test. Statistical significance was assessed by using two-tailed tests,, with significance defined as false discovery rate (FDR)-adjusted *P*-value less than 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

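RNA-seq was analysed for 4 libraries of SK-N-BE(2) cells, 2 mock and 2 RORB, with replicate numbers 1 and 2 in each group, as the sample labels and the legend of Figure 2A give them. The ChIP-seq, the patient cohorts, the ChIPBase data, and the experiments on other cell lines were not analysed here.

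The authors sequenced paired-end reads, counted them on genes with HTSeq in union mode, and deposited FPKM values, one table per library, without pooling of replicates. The text of the paper and of its supplement does not state the aligner, the genome build, the annotation, the strand setting, or the tool and scaling behind the differentially expressed genes. The deposited tables list 22392 genes by Ensembl identifier. Symbols were taken from a table of gene names for 22010 identifiers, and 382 had none there. Positions, exonic lengths, and GC content came from GENCODE 29 on GRCh38, which holds 22212 of the identifiers and not the other 180. Genes without a value, such as *GAP43* and *L3MBTL4*, were not analysed here.

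The reads behind the FPKM values were worked out from the steps between low values, because FPKM times exonic length is a whole multiple of what 1 read is worth. All 4 libraries gave whole reads within 0.02 of a read for 20466 genes, 92.1% of those annotated. The library totals lay between 22590880 and 25687406 reads. An FPKM of 1 stood for 58.8 reads or more in the short list of lineage genes where this was computed. The 58.8 reads belong to *MYCN*, with 2602 exonic bases. Fewer reads stand behind an FPKM of 1 in shorter tested genes, such as *5_8S_rRNA* with 153 exonic bases. The reads are worked out rather than deposited, and intervals from counting error are not given, because the distance between replicates is far larger.

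The design, the rule for the named genes, 13 gene lists, and the first group of alternatives below were written before the data were examined. The design named a test for read counts, which was not run because the deposited values are FPKM, although the worked-out reads could have served for most genes. In its place, FPKM values were scaled between libraries by a trimmed mean of log ratios (30% of genes trimmed at each end of the ratios and 5% at each end of the levels), a pseudocount of 1 was added, and log2 values of the 15798 genes with at least 1 FPKM in at least 2 libraries were fitted with limma 3.58.1 in R 4.3.3, with a trend of the variance on the level and without a replicate block. The thresholds were those of the paper's text, a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. The legend of Figure 2A gives the same fold change with p below 0.05 and names no adjustment, so counts at an unadjusted p are given as well. Figures and checks were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

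The fit was tested on simulated data for the 15798 genes with 200 genes changed. Without a difference between the replicate numbers, it recovered 100% of the changed genes and called 18 unchanged genes. With the replicate numbers as far apart as in the libraries, it recovered 0% and called 0 unchanged genes, and the same fit with a replicate block recovered 100% and called 27 unchanged genes.

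The named genes were, by rule, the 31 genes that the paper names in its text, the 66 genes of Figure 2E whose labels could be read, and the 5 largest rises and falls among genes past both thresholds. The last part of the rule named no gene, because 0 genes passed. The 13 gene lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with fry: lysosomal hydrolases, lysosomal membrane proteins, V-ATPase, NF-κB targets, clock genes, G2/M genes, S phase genes, cytosolic ribosomal proteins, the mitochondrial genome, nuclear genes of oxidative phosphorylation, replication-dependent histones, interferon response, and neuronal differentiation. A list of noradrenergic lineage genes, a list of genes of the stress response with reduced translation, and a list of host genes of small nucleolar RNAs were written after the data were seen.

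The first group of alternatives were median-of-ratios and upper quartile size factors, library totals only, limma-voom on the worked-out reads, no filter, at least 10 reads in every library, offsets that remove the trend of each library on GC content and exonic length, a replicate block with and without these offsets, other thresholds, and each replicate left out in turn. Pseudocounts of 0.1 and 0, a replicate block with limma-voom, and combinations of block, threshold, pseudocount, filter, and library totals were chosen after seeing the data. The main test for counts, its exact version, and a Wald test for counts were not run, because the deposited values are not counts. Of the tests, only limma-voom used the worked-out reads.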

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

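The rule that picked the 3 genes below, the use of GC and length offsets on them, and the tests on carry-over and on the stress response were chosen only after the result was seen.

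*PPP1R15A*, *FOSL1*, and *ANKRD1*, which the paper does not discuss, stand out because the deposited FPKM of each, without scaling or pseudocount, was at least 4-fold higher in RORB than in mock at both replicate numbers, among protein-coding genes with a mean of at least 3 FPKM, and passed an adjusted p of 0.05 in limma with the replicate number as a block (0.000224, 0.00584, and 0.0117). After scaling and with a pseudocount of 1, the log2 ratios at replicates 1 and 2 were smaller for all 3, at 1.93 and 1.50 for *FOSL1*, 2.65 and 1.49 for *ANKRD1*, and 2.23 and 2.32 for *PPP1R15A*. *PPP1R15A* was at 17.0 and 14.1 FPKM in mock replicates 1 and 2 and at 87.0 and 87.3 FPKM in RORB replicates 1 and 2, a log2 fold change of 2.27 (SE 0.321). *ANKRD1* was at 0.570 and 0.438 FPKM in mock and at 8.71 and 3.58 FPKM in RORB, a log2 fold change of 2.07 (SE 0.559). *FOSL1* was at 7.78 and 0.642 FPKM in mock and at 33.8 and 4.29 FPKM in RORB, a log2 fold change of 1.72 (SE 1.40), and its mock replicate 1 lay above its RORB replicate 2. Without the block, none of the 3 genes passed (limma, adjusted p = 1.00 for each).

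GC content and gene length are argued against as the whole cause of the size of the rise. With offsets for both in the fit with the block, the smallest of the 3 log2 fold changes was 1.77 (SE 0.182) for *FOSL1*, and those of *ANKRD1* and *PPP1R15A* were 2.04 (SE 0.257) and 2.32 (SE 0.139). The calls themselves changed, since only *PPP1R15A* of the 3 passed in that fit (limma, adjusted p = 0.00292), and *FOSL1* (0.0560) and *ANKRD1* (0.0702) no longer did. Carry-over from another library is also argued against. The lower RORB library of each gene was at 3.03 times or more the level that its mock library plus the largest carry-over share of the higher RORB library would give. A stress response with reduced translation, in which *PPP1R15A* takes part, may be behind the rise, but this hypothesis stays open. The 29 tested genes of a list of other genes of that response had a median log2 fold change of 0.01, with 8 higher and 9 lower at both replicate numbers, and camera with a replicate block gave p = 0.526, which is not an exact test. Members that go both ways do not decide it. An effect of RORB on these 3 genes is a further hypothesis, which rests on 2 libraries per group and was not tested apart from the difference between the groups.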

How the results depend on the processing

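The pseudocounts of 0.1 and 0, the replicate block with limma-voom, and the combinations of settings named below with them were tests chosen only after the result was seen.

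The counts of 0 higher and 0 lower genes were the same with median-of-ratios or upper quartile size factors, library totals only, limma-voom, no filter, at least 10 reads in every library, GC and length offsets, a log2 fold change above 1.5, no fold change threshold, and pseudocounts of 0.1 or 0. At an unadjusted p below 0.05 they were 54 and 51. The direction of *RORB*, *NR1D1*, *RIOK3*, *FLCN*, and *FNIP1* was the same in every setting run. Across the 4 fits that each left out one library, the log2 fold change went from 7.55 to 8.62 for *RORB*, from 1.06 to 2.56 for *NR1D1*, from 0.42 to 1.25 for *RIOK3*, from 0.53 to 0.75 for *FLCN*, and from 0.20 to 0.56 for *FNIP1*. Of the Figure 2E genes, 15 to 26 RORB targets and 25 to 29 NF-κB targets had their drawn direction in these fits, against 24 and 34 with all libraries. The lowest count, 15, came without RORB replicate 1. These fits also take in the distance between replicate numbers.

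The samples share replicate numbers, and neither the labels nor the paper say that a number marks a pair. The deviations of mock and RORB replicate 1 from their group means had a correlation of 0.923 across genes, with 2 pairs only. With the replicate number as a block, 139 genes were higher and 141 lower, and the adjusted p of *RORB* (log2 fold change 8.08), *NR1D1* (1.81), and *RIOK3* (0.83) became 3.44e-09, 0.00776, and 0.0409 by limma, against 0.106 for *FLCN* and 0.310 for *FNIP1*. With median-of-ratios size factors in this blocked fit the counts were 210 and 231, with upper quartile factors 45 and 31, and with library totals only 177 and 45. With the block and GC and length offsets together, 4 genes were higher and 0 lower, although all 277 calls of the block with GC and length values stayed beyond 1.5-fold in the same direction. The 4 genes, named after their values were seen, were *RORB* (8.03), *PPP1R15A* (2.32), ENSG00000239985 (2.33), and ENSG00000275468 (3.37). With the block and limma-voom, 561 genes were higher and 684 lower, with 9.63 for *RORB*, 2.30 for *NR1D1*, 0.90 for *RIOK3*, and 1.00 for *FLCN*, all 4 past the threshold. The block makes its calls by taking the distance between replicate numbers out of the spread. Beyond that, the cause of these differences was not tested. A grouping of the 4 libraries by replicate number in place of transfection gave 5991 genes past both thresholds, and the crossed grouping gave 0, with 10 at an unadjusted p.

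At an unadjusted p below 0.05, the blocked fit gave 524 higher and 635 lower genes, 885 and 1127 with a pseudocount of 0.1, 908 and 1157 with none, and 1237 and 1375 with neither pseudocount nor filter. A fold change above 1.5 with no test gave 528 and 660 genes, 1287 and 1529 without a pseudocount, and 521 and 699 without a pseudocount where both same-numbered ratios had to pass. With library totals only, the blocked fit at an unadjusted p gave 1589 and 619 genes with a pseudocount of 0.1, 1848 and 695 without a filter as well, 1572 and 604 with no pseudocount, and 1963 and 725 with neither. With library totals and no test, the fold change alone gave 1852 and 747 genes with a pseudocount of 0.1, 2173 and 910 with none, and 1772 and 797 with none and no filter where both ratios had to pass. The cause was not tested.

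Of the 13 gene lists, 6 passed with camera at the preset correlation in every setting without a block and 7 with the block, which added NF-κB targets (adjusted p = 0.0397 by limma's camera). Over the alternatives of this list, the adjusted p went from 0.0139 with the block and limma-voom to 0.196 with camera at the preset correlation, and was 0.819 with an estimated correlation and 0.974 with fry. With an estimated correlation between genes, 0 lists passed, and with fry 0.

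With all 4 libraries in the fit, other single genes that reversed had log2 values near 0. For the lists, direction here is that of camera, which weighs all genes of a list and can differ from the sign of their median. With library totals only, the log2 fold changes of *LAMP1*, *IKBKB*, and *HBP1* became 0.062, 0.038, and 0.0013, the median of the G2/M list became 0.10, and camera's direction for the neuronal list changed at a median of -0.0036. *ATP2A2* became -0.0033 with limma-voom, -0.043 with GC and length offsets with or without the block, -5.8e-05 with a pseudocount of 0.1, -0.00026 with none, and -0.0041 with the block and limma-voom, where *CDK6* became -0.018. Camera's direction for the interferon list changed with limma-voom (median -0.058), no filter (0.0012), at least 10 reads (-0.00996), and pseudocounts of 0.1 (0.021) and 0 (0.061). The sign of a median also changed where camera's direction did not. The neuronal median became 0.28 with limma-voom, 0.014 with no filter, 0.22 with a pseudocount of 0.1, and 0.20 with none. With library totals only, the medians of lysosomal membrane proteins and of the interferon list became 0.061 and 0.036, and with GC and length offsets that of the V-ATPase became -0.0046. The cause was not tested. Among the gene lists and the single genes other than *RORB*, *NR1D1*, *RIOK3*, *FLCN*, and *FNIP1*, and with all 4 libraries, 408 comparisons with an alternative changed neither direction, which for lists is camera's, nor side of the threshold, 12 were weaker, all of them lists with fry or an estimated correlation, and 9 stronger, all of them with the block. With 1 library left out, directions of single genes were far less stable. Of the 22 other genes that the paper names and that were tested, 16 took the other direction in at least 1 of the 4 fits, in 24 of 88 values. *CDK6* went from 0.13 to -1.58 without RORB replicate 1 and to -0.83 without mock replicate 2, *LAMP1* from -0.07 to 0.78 without mock replicate 1 and to 0.76 without RORB replicate 2, *HBP1* from -0.12 to 0.54 and *ACTB* from -0.48 to 0.40 without RORB replicate 2, and *TFEB* from -0.12 to 0.46 without mock replicate 1. In each of these fits, 1 group holds a single replicate number. The values therefore also take in the distance between replicate numbers, and do not measure the stability of the change with RORB alone.

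The quasi-likelihood test, the exact test, and the Wald test for read counts were not run, because the deposited values are FPKM. Counts of genes past a threshold were not made with a library left out, which leaves 1 library in a group. The depth of the libraries, within 1.14-fold of each other, limits these results less than the distance between replicate numbers. The simulated data with that distance gave 0% recovery without the block and 100% with it.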

Differences from the paper's values

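The settings named below with a pseudocount of 0.1 or 0, with no test, or with several choices together were tests chosen only after the result was seen.

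The paper reports 2027 elevated and 1549 reduced gene transcripts, 3576 altered genes in all. The paper's text gives the threshold as an adjusted p below 0.05, and the legend of Figure 2A as p below 0.05 with no adjustment named. In the re-analysis the counts were 0, 0, and 0. Of the alternatives set before the data were examined, none closed the gap for any of the 3 counts. The largest counts among them were 139 higher and 141 lower genes with the replicate block, 280 in all, followed by 54 and 51, 105 in all, at an unadjusted p below 0.05, as the legend words it. Some settings chosen after seeing the values came within 1.5 times of the paper's counts. For reduced transcripts these were a fold change above 1.5 with no test and no pseudocount (1529) and the replicate block at an unadjusted p below 0.05 with a pseudocount of 0.1 (1127), with none (1157), and with neither pseudocount nor filter (1375). For elevated transcripts they all used library totals only, with the replicate block at an unadjusted p (1589 and 1572 with pseudocounts of 0.1 and 0, 1848 and 1963 without a filter as well) or with a fold change and no test (1852, 2173, and 1772). None of these settings came within 1.5 times for both directions. No setting counted genes at replicate 1 alone in the deposited FPKM, without scaling or pseudocount. There, all 66 genes read from Figure 2E passed 1.5-fold in the drawn direction. Whether such a count would come nearer to the paper's was not tested. For all altered genes, sums within 1.5 times of the paper's count were 2816 without a test or pseudocount, 2612 with the block and neither pseudocount nor filter, and, with library totals only, 3083, 2599, 2569, 2688, and 2543.

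*RORB* itself (log2 fold change 8.08) did not pass the adjusted threshold in the main test, and passed with the replicate block, with the block and GC and length offsets, and with the block and limma-voom. Of the genes drawn as altered in Figure 2E, 0 passed in the main test, and with the block 5 RORB targets and 4 NF-κB targets passed. Adjusted over the list alone, 0 passed in the main test, and with the block 12 RORB targets with a red line and 1 with a blue line passed, as did 3 NF-κB targets with a red line and 16 with a blue line.

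The paper counts *NR1D1*, *RIOK3*, *FLCN*, and *FNIP1* among the altered genes. In the main test none of them passed the adjusted threshold, with log2 fold changes of 1.81, 0.83, 0.64, and 0.38. *NR1D1* and *RIOK3* passed with the replicate block, which was set before the data were examined (limma, adjusted p of 0.00776 and 0.0409), and with the block and limma-voom, chosen after seeing the values, and did not pass with the block and GC and length offsets (0.0702 and 0.0733). *FLCN* passed only with the block and limma-voom, chosen after seeing the values (adjusted p = 0.00222, against 0.106 to 1.00 in the other settings). *FNIP1* passed in no setting run, with limma's adjusted p between 0.124 and 1.00.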

Other observations

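The tests on the difference between replicate numbers, on carry-over, on the lineage genes, on the host genes of small nucleolar RNAs, and on the scaling of the mitochondrial list were chosen only after the result was seen.

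The libraries of replicate 1 and replicate 2 differed in the same way in mock and RORB, for example in *KRT8*, chosen after its values were seen, which was at 208 and 9.66 FPKM in mock replicates 1 and 2 and at 148 and 13.9 FPKM in RORB replicates 1 and 2. Among the genes with the largest such differences, named after their values were seen, *ALPL*, *FOLR1*, *TM4SF1*, *MUC13*, and *MARCOL* were high at replicate 1 and *XIST*, *TSIX*, *BEX4*, *BEX2*, and *BEX1* at replicate 2. Sequencing depth is argued against, since 109 of 12929 genes with at least 100 reads in both libraries of one number differed over 16-fold the same way in both groups. So are GC content and gene length, since 705 of 762 genes over 4-fold apart in both groups stayed so with offsets. A library or sequencing batch of the same cells is argued against by position. Over 124 genomic windows of 25 megabases, the medians of the difference between the mock replicates had 3.42 times the spread that genes dealt at random gave in 100 draws, so that neighbouring genes shifted together. The window medians of the mock and of the RORB libraries had a correlation of 0.98 across windows, with chromosome 5 from 0 to 25 megabases at 1.39 and 1.48 and chromosome 6 from 125 to 150 megabases at -0.72 and -0.68 on the log2 scale. The same measure for RORB against mock was 1.56 at replicate 1 and 1.58 at replicate 2. Both spreads lay above the largest of the 100 draws. Across windows, these 2 contrasts had a correlation of 0.62, so that RORB and mock also differed by position, to a smaller extent. The cause was not tested. A candidate explanation, as a hypothesis, is that different cells or sub-lines with different copy numbers stand behind the 2 replicate numbers. The labels and the paper name SK-N-BE(2) for all 4 libraries, and no genomic data were analysed here to test it.

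In RORB replicate 1, transcripts nearly specific to replicate 2 were present at a low level. Such transcripts were at 20 FPKM or more in both replicate 2 libraries and at 2% or less of that level in replicate 1. All 21 of them were higher in RORB replicate 1 than in mock replicate 1, with a median of 0.727% of their replicate 2 level against 0.11%. This is consistent with a small carry-over of RNA, cells, or reads from a replicate 2 library into RORB replicate 1. Of 56 transcripts nearly specific to replicate 1, 34 were higher in RORB replicate 2 than in mock replicate 2, with medians of 0.81% and 0.726%.

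Genes of the noradrenergic lineage of neuroblastoma were low. Of 21 listed, 6 had a value and 15 were not analysed here. The tables analysed list 0 genes at 0 in any library, so a gene without a value may be one with no reads in a library, which was not tested, and the 6 need not stand for the whole list. Of the 21, 13 are also in the neuronal differentiation list. *MYCN* was at 0.030 and 0.150 FPKM in the mock libraries and at 0.016 and 0.068 FPKM in the RORB libraries, and *DBH*, *CHGA*, and *ALK* also stayed below 1 FPKM in all 4 libraries. *GATA3* reached 4.57 and 9.50 FPKM in mock and RORB replicate 2, and *ISL1* 2.15 and 1.63 FPKM. Depth is argued against for the 6 genes with a value, since an FPKM of 1 stood for 58.8 reads or more in them. Whether the RNA came from other cells than the labels name cannot be told apart from a low level of these genes in the line as it was grown. That 4 of the 6 genes with a value were below 1 FPKM in all libraries leaves it open, because no other library of this line was analysed here.

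GC content and gene length may shift which genes rise and which fall, but across genes Spearman's rho between the log2 fold changes without and with offsets was 0.99. Across genes, the log2 ratio of RORB to mock had a Spearman's rho with GC content of -0.28 at replicate 1 and 0.05 at replicate 2. The primer table of the supplement gives the same sequences for the *RORB* construct as for *RBM10*, and a construct carrying *RBM10* is argued against by the values. *RBM10* was at 21.5 and 22.3 FPKM in mock and at 19.9 and 38.6 FPKM in RORB, a log2 fold change of 0.18 (SE 0.335), and from -0.12 without RORB replicate 2 to 0.48 without RORB replicate 1, beside 8.08 for *RORB*.

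Of the lists not related to lysosomes or NF-κB, 20 clock genes had a median log2 fold change of 0.22, with 12 higher and 2 lower at both replicate numbers (limma's camera, adjusted p = 0.0142). The paper names 4 of the 25 clock genes listed and draws 2 in Figure 2E. The 12 replication-dependent histone genes had a median of 0.51, with 11 higher and 0 lower (adjusted p = 0.00665), and near-identical copies make the reads of these genes uncertain. Lower were the 78 genes of cytosolic ribosomal proteins (median -0.18, 49 lower and 1 higher, adjusted p = 1.78e-05) and the 43 nuclear genes of oxidative phosphorylation (median -0.28, 32 lower and 2 higher, adjusted p = 4.78e-06). With library totals only, where the median of all genes moved from -0.04 to 0.07, these 2 medians became -0.04 and -0.13, and stood at -0.11 and -0.20 against the median of all genes. Not past the threshold were the 30 S phase genes (median -0.15, adjusted p = 0.135), the 30 G2/M genes (-0.05, adjusted p = 0.674, and 0.10 with library totals only), the 13 interferon genes (-0.04, adjusted p = 0.889, and 0.04 with library totals only), and the 7 neuronal differentiation genes (-0.08, adjusted p = 0.821, and 0.28 with limma-voom), all by limma's camera. None of these calls held with an estimated correlation or with fry.

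All 13 genes of the mitochondrial genome were lower in RORB at both replicate numbers, with a median log2 fold change of -0.69 (limma's camera, adjusted p = 3.03e-06). The scaling between libraries as the whole cause is argued against, since the median was -0.54 with library totals only. The yield of mitochondrial RNA in extraction was not tested, and with 2 libraries per group a change with RORB stays open.

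*GAS5* and *ZFAS1*, host genes of small nucleolar RNAs chosen after their values were seen, had log2 fold changes of 1.01 (SE 0.269) and 1.01 (SE 0.899). *GAS5* was at 69.2 and 77.2 FPKM in mock and at 141 and 193 FPKM in RORB, and *ZFAS1* at 78.9 and 27.7 FPKM in mock and at 178 and 62.5 FPKM in RORB. Slower decay of such host transcripts is a hypothesis that could raise both. The 21 tested genes in a list of other host genes had a median of -0.09, with 6 higher and 8 lower at both replicate numbers, and camera with a replicate block gave p = 0.689, which is not an exact test. Members that go both ways leave it open.

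Some transcripts belong to claims that the paper makes from qRT-PCR or western blot, where these libraries are not the data behind the claim. *LAMP1* was at 19.3 and 6.00 FPKM in mock and at 19.0 and 6.74 FPKM in RORB, a log2 fold change of -0.07 (SE 0.871), or 0.062 with library totals only. With 1 library left out it went from -0.92 without mock replicate 2 to 0.78 without mock replicate 1. Such values also take in the distance between replicate numbers. At the same replicate number, the log2 ratios of *LAMP1* were -0.09 for replicate 1 and -0.06 for replicate 2. *CTSD* was at 9.78 and 7.51 FPKM in mock and at 7.26 and 5.44 FPKM in RORB, a log2 fold change of -0.52 (SE 0.387). With 1 library left out, that of *CTSD* went from -0.85 without RORB replicate 1 to -0.20 without RORB replicate 2. Its log2 ratios at the same replicate number were -0.45 for replicate 1 and -0.60 for replicate 2. *NEFH*, which encodes neurofilament 200, was at 0.0515 and 0.114 FPKM in mock and at 0.0556 and 0.234 FPKM in RORB, below the level tested, and *GAP43* was not analysed here. Limma's adjusted p was 1.00 for *LAMP1* and *CTSD*.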
